# Cohesins and condensins orchestrate the 4D dynamics of yeast chromosomes during the cell cycle

**DOI:** 10.15252/embj.201797342

**Published:** 2017-07-20

**Authors:** Luciana Lazar‐Stefanita, Vittore F Scolari, Guillaume Mercy, Héloise Muller, Thomas M Guérin, Agnès Thierry, Julien Mozziconacci, Romain Koszul

**Keywords:** chromosome segregation, Hi‐C, loop extrusion, replication profile, SMC, Cell Cycle, Chromatin, Epigenetics, Genomics & Functional Genomics, DNA Replication, Repair & Recombination

## Abstract

Duplication and segregation of chromosomes involves dynamic reorganization of their internal structure by conserved architectural proteins, including the structural maintenance of chromosomes (SMC) complexes cohesin and condensin. Despite active investigation of the roles of these factors, a genome‐wide view of dynamic chromosome architecture at both small and large scale during cell division is still missing. Here, we report the first comprehensive 4D analysis of the higher‐order organization of the *Saccharomyces cerevisiae* genome throughout the cell cycle and investigate the roles of SMC complexes in controlling structural transitions. During replication, cohesion establishment promotes numerous long‐range intra‐chromosomal contacts and correlates with the individualization of chromosomes, which culminates at metaphase. In anaphase, mitotic chromosomes are abruptly reorganized depending on mechanical forces exerted by the mitotic spindle. Formation of a condensin‐dependent loop bridging the centromere cluster with the rDNA loci suggests that condensin‐mediated forces may also directly facilitate segregation. This work therefore comprehensively recapitulates cell cycle‐dependent chromosome dynamics in a unicellular eukaryote, but also unveils new features of chromosome structural reorganization during highly conserved stages of cell division.

## Introduction

The chromosomes of prokaryotes and eukaryotes display multiple levels of hierarchical organization, whose dynamic changes influence or regulate metabolic processes including gene expression and DNA replication and repair (Taddei & Gasser, 2012; Wang *et al*, 2013; Dekker & Mirny, 2016). The improper coordination of chromosome condensation and segregation during the cell cycle can lead to important structural abnormalities and result in cell death or diseases such as cancer (Valton & Dekker, 2016). In recent years, major advances in imaging and chromosome conformation capture approaches (Dekker *et al*, 2002; Lieberman‐Aiden *et al*, 2009; 3C, Hi‐C) have complemented earlier work by describing at an unprecedented resolution the multiple hierarchical layers of genome organization. A variety of remarkable 3D chromosomal structures have been described in a number of species, including in unicellular organisms such as bacteria and yeasts.

The genome of budding yeast *Saccharomyces cerevisiae* presents a Rabl organization driven by (i) centromeres clustering at the spindle pole body (SPB, *S. cerevisiae* microtubule organizing center), (ii) telomeres tethering to the nuclear envelope, (iii) the nucleolus where the rDNA is sequestered opposite to the SPB, and (iv) chromosome arm length (Burgess & Kleckner, 1999; Taddei & Gasser, 2012). Hi‐C experiments have confirmed this Rabl organization, but the existence of sub‐megabase structures within yeast chromosomes similar to mammalian topological associated domains or their bacterial equivalent is still controversial (Duan *et al*, 2010; Hsieh *et al*, 2015; Eser *et al*, 2017). Importantly, genomic analysis of chromosome 3D architectures has usually been done using asynchronous populations, in which cells are found in various stages of the cell cycle. However, the initiation and progression of replication, followed by the segregation of the sister chromatids (SCs) into daughter cells, is expected to modify the genome higher‐order organization. Recent studies have unveiled cell‐cycle stage‐specific genome‐wide topological variations in bacteria, yeast, fly, and mammals (Naumova *et al*, 2013; Guidi *et al*, 2015; Marbouty *et al*, 2015; Hug *et al*, 2017). As expected, in all species the largest reorganization transition is associated with SC condensation, a fundamental process occurring concomitantly to their individualization, and facilitating their proper segregation.

Pioneer studies on yeasts proved essential to study these processes. Mutations in cell‐division cycle (*cdc*; Hartwell *et al*, 1973) genes can block the cell cycle progression, enabling the study of global and/or local chromosome reorganization at specific cycle phases (Hartwell *et al*, 1973; Guacci *et al*, 1994; Sullivan *et al*, 2004; Renshaw *et al*, 2010; Rock & Amon, 2011). The evolutionary conserved structural maintenance of chromosomes (SMC) proteins bind to chromosomes and modify their structure in spatially and temporarily regulated manner during the cell cycle (Aragon *et al*, 2013; Uhlmann, 2016). Cohesins, such as Scc1, promote SC cohesion during DNA replication (Blat & Kleckner, 1999; Glynn *et al*, 2004) and get cleaved at the metaphase‐to‐anaphase transition (Uhlmann *et al*, 1999). At the same time, condensins such as Smc2 are loaded onto SCs to facilitate their segregation (Renshaw *et al*, 2010; Stephens *et al*, 2011; Hirano, 2012). In fission yeast, the binding of SMCs modifies the level of chromosome compaction defined as the ratio between long (> 10 kb)‐ and short‐range (< 10 kb) contacts at specific loci (Mizuguchi *et al*, 2014; Kim *et al*, 2016).

While Hi‐C studies on mammalian and *drosophila* cells have confirmed this compaction change and provided important insights on the organization of mitotic chromosomes’ internal structure (Naumova *et al*, 2013; Hug *et al*, 2017), no comprehensive analysis of the 4D dynamics of the chromosomes during an entire eukaryotic cell cycle has been achieved. To explore new chromosomal structural features over the cell cycle progression, we analyzed the internal folding and overall organization of *S. cerevisiae* genome over 15 synchronized time points and the role of cohesin and condensin using Hi‐C (Dekker *et al*, 2002; Lieberman‐Aiden *et al*, 2009). This analysis provides a broad overview and in‐depth insight on SMC‐dependent structural transitions resulting in chromosome individualization and segregation, including a potential role for a condensin‐dependent loop in contributing to the segregation of the rDNA cluster.

## Results

### Comparison of chromosome contact maps of synchronized cells

Hi‐C libraries were generated from cell cultures synchronized in G1 with elutriation (Marbouty *et al*, 2014) and/or arrested at different stages of the cell cycle through thermosensitive (ts) *cdc* mutations (Fig 1A; Hartwell *et al*, 1973). After sequencing, the corresponding normalized genome‐wide contact maps were computed (bin: 5 kb; Fig 1C and D, left panels; Fig EV1; Materials and Methods; Cournac *et al*, 2012).

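The files analysed here hold 40 contact maps of 29 conditions, each as the whole-number counts of valid Hi-C read pairs between bins of 5 kb. The authors removed PCR duplicates, aligned the reads iteratively to the S288C reference with Bowtie, kept uniquely mapped reads, discarded loops and non-digested fragments and binned the remaining pairs. The counts in the files precede any bin filter and any normalization. Between 5842751 (early S, replicate I) and 23052830 (G2/M nocodazole, replicate I) contacts were counted per map, with a median of 15355610, and each of the 40 totals equals the number of valid reads in Table EV2. Contacts within a single bin made up between 5.4% and 14.6% of the contacts of the nuclear chromosomes, and contacts between chromosomes between 41.5% and 63.1%. From these counts, bins whose total fell more than 1.5 SD below or 2 SD above the mean in any map were left out of all maps, which kept 2123 of the 2422 nuclear bins. The kept bins were normalized by SCN, scaling rows and columns in turn until each summed to 1, with the diagonal kept. No reference genome was at hand, so the centromeres were located in the data as the bins with the most contacts with the centromere bins of the other chromosomes, and the rDNA cluster as the longest run of dropped bins inside chromosome 12, from 450001 to 490000. The 9 maps sequenced on the HiSeq are G0, G1 I, early S I, asynchronous I and the cdc20 and cdc14 series, while the other 31 were sequenced on the NextSeq. In all, 19 maps come from W303 strains and 21 from strains derived from S288C.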

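Most conditions have a single map, so differences were set against the 12 pairs of replicate maps in the files. A difference was called larger than the replicate noise when its log2 ratio was larger than that of each of the 12 pairs for the same measure. The largest replicate pair differed by 0.49 on the log2 scale for the intra-/inter-chromosomal contact ratio, 0.40 for centromere contacts, 0.60 for inter-telomere contacts, 0.58 for the short-/long-range contact ratio and 0.54 for the loop ratio on chromosome 12. The error from counting alone was measured by drawing each map 10 times from Poisson distributions. Its SD was at most 0.12% of the value for the intra-/inter-chromosomal contact ratio and at most 0.28% for centromere contacts, but between 3.6% and 19.0% for the loop ratio, which rests on few bins. No pair of replicates was close enough to be a single library given under separate names, as the chi-square per degree of freedom between replicates lay between 2.08 and 14.48 over the 12 pairs.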

**Figure 1:**
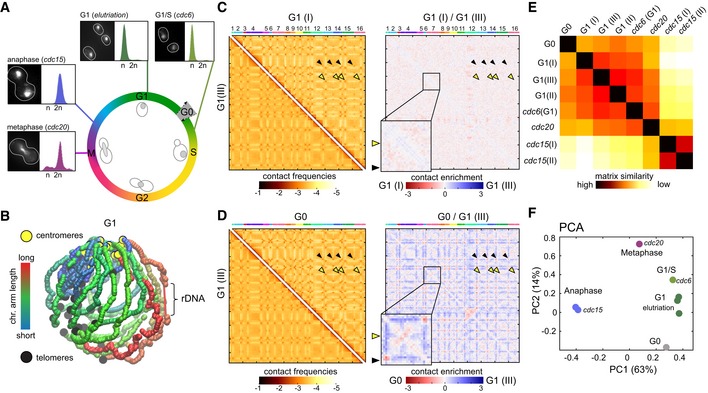
Comparison of genome structures recovered from five synchronized stages over the cell cycle AOverview of the different synchronization time points with corresponding FACS profiles and representative images of DAPI‐stained cells.B3D average representation of the Hi‐C contact map of a yeast G1 population. The color code reflects chromosomal arm lengths, and centromeres, telomeres, and rDNA are highlighted.C, DComparison of contact maps. The 16 yeast chromosomes are displayed atop the maps. Black arrowheads: inter‐telomere contacts. Yellow arrowheads: inter‐centromeric contacts. Left panels: Hi‐C maps obtained from two G1 cell populations synchronized independently (C) and from G1 and G0 populations (D). Brown to yellow color scales reflect high to low contact frequencies, respectively (log10). Right panels: log‐ratio between each pair of maps. Insets display magnifications of chr4. Blue to red color scales reflect the enrichment in contacts in one population with respect to the other (log2).EPairwise Euclidian distances between contact maps of populations of G0, G1 either synchronized with elutriation or blocked using a *cdc6* mutant, metaphase (*cdc20* mutant), and anaphase (*cdc15* mutant) cells. Color code: contact map similarity.FPrincipal component analysis (PCA) of the distance matrix in (E).

**Figure EV1:**
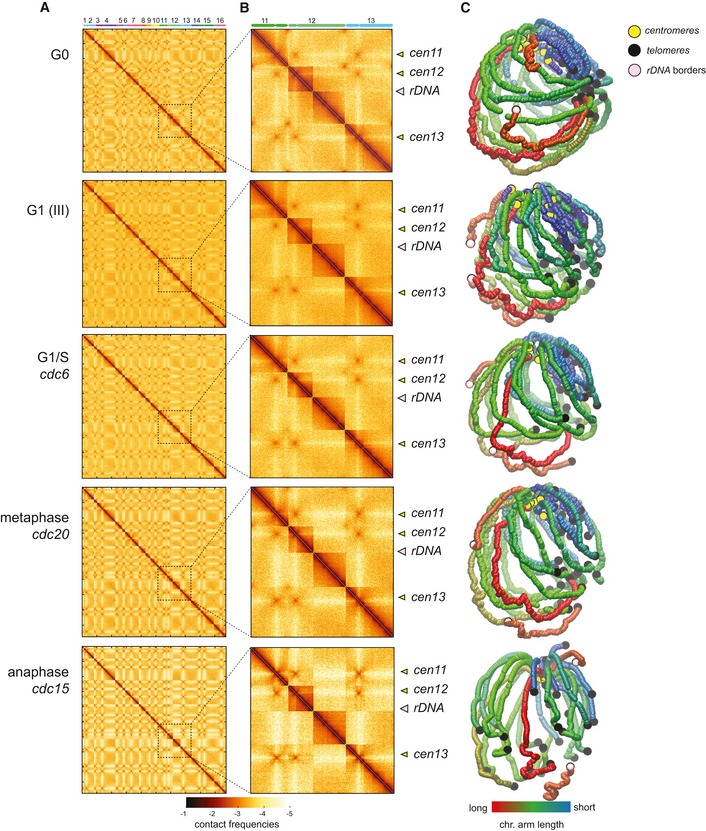
Contact maps and 3D genome representations of the five cell cycle synchronization states A, BContact maps generated from synchronized cell populations described in this study, with each vector (or bin) corresponding to 5 kb. *x*‐ and *y*‐axis represent the 16 chromosomes of the yeast genome, displayed atop the maps. Brown to yellow color scales reflect high to low contact frequencies, respectively (log10). Magnification panels in (B) show variations of the contact frequencies between synchronized populations. Yellow and pink arrowheads point at centromeres and rDNA positions, respectively.C3D average representations of the Hi‐C contact maps of synchronized cell populations of panel (A). The color code represents the chromosomal arm length, and centromeres, telomeres, and rDNA flanking regions are highlighted.

These 2D maps were translated into 3D representations to visualize the main folding features (Lesne *et al*, 2014; e.g., centromeres and telomeres clustering in G1; Figs 1B and EV1). These 3D structures are average representations of the contact frequencies quantified over a population of cells and therefore do not represent the exact structure found in individual cells. For instance, on these 3D representations all the telomeres loosely cluster together. In a single nucleus, telomeres rather form small groups scattered all around the nuclear membrane (Taddei & Gasser, 2012). Since in different cells the composition of these clusters differs, all telomeres end up being regrouped together in the average 3D structure that reflects the population average of contacts. In addition, they are not polymer models and cannot be interpreted as such. Nevertheless, these representations conveniently highlight important structural features not readily apparent in the 2D maps (Mercy *et al*, 2017).

The differences between two conditions were determined by computing the log‐ratio between the maps (bin: 5 kb^†^; Fig 1C; Materials and Methods). The color scale reflects the variations in contact frequency for each bin between two different contact maps. The ratio of contact maps generated from two independent G1 cell populations (experimental replicates) displays a relatively homogenous white (i.e., null) signal, corresponding to little differences between them (Fig 1C, right panel). 

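The 3 G1 populations were compared over 27495 pairs of bins of 50 kb in SCN-normalized maps. The SD of the log2 ratio between maps was 0.22 for G1 I against G1 II, 0.16 for G1 I against G1 III and 0.20 for G1 II against G1 III. Over 7 pairs of replicates (G1, G2/M nocodazole and cdc15) the SD averaged 0.26 and ranged from 0.16 to 0.41, and over 21 pairs of maps from different conditions it averaged 0.47 and ranged from 0.25 to 0.75, so the ranges overlap. The mean for different conditions was 1.81 times the mean for replicates, which became 1.61 when every map was thinned to the depth of the smallest one. From the weak signal in the ratio of the G1 maps, the paper reads that there are few differences between them.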

These minor variations between the maps result in occasional faint colored areas and reflect experimental noise (Appendix and Materials and Methods). 

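Contacts between telomeres were taken as the share of inter-chromosomal contacts falling between bins within 30 kb of the chromosome ends, which are 84 kept bins. The share was 0.79% in G0 (no replicates, sampling SD 0.004) and 0.41% ± 0.09 in G1 (SD, n = 3 populations), a log2 ratio of 0.94. None of the 12 replicate pairs differed by as much, the largest being G1 itself with 0.60. Widening the ends to 50 kb lowered the log2 ratio to 0.70, the largest shift among the alternatives. According to the paper, the G0 data come from an earlier published study. The G0 map was sequenced on a HiSeq, as was G1 I, in which the share was 0.39%. The paper attributes the difference between the G0 and G1 maps to the telomere hyper-cluster of quiescent cells.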

On the other hand, the ratio between exponentially growing G1 and quiescent G0 cells contact maps (Fig 1D, right panel) shows a strong difference in inter‐telomere contact frequencies, reflecting the formation of the telomeres hyper‐cluster characteristic of the G0 metabolic state (Guidi *et al*, 2015; Fig 1D, black arrowheads).

Multiple maps can also be compared altogether by computing their pairwise distance matrix, showing that the genome organization of cells in anaphase (*cdc15*) differs the most compared to other time points (Fig 1E; Materials and Methods). 

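Euclidean distances between the quantile-normalized maps were computed for the 8 maps of the panel. The mean distance of the cdc15 maps to the other 6 maps was 0.246, while the other maps lay at a mean distance of 0.204 from each other and the cdc15 replicates at 0.101. The difference of 0.042 was matched or exceeded by other choices of 2 maps out of 8 often enough for an exact permutation p of 0.29 (28 choices, smallest possible p 0.036). The other choices that did so were those that included G0, so this p rests on that single map. Averaged over all other maps of the panel, the distance was 0.227 for cdc15 I and 0.223 for cdc15 II, and between 0.190 and 0.205 for the G1 populations, 0.191 for cdc6 (3 h), 0.206 for cdc20 and 0.304 for G0. Leaving out the quantile normalization changed the outcome most, with a difference of 0.56 in the units of the maps without it and an exact permutation p of 0.036, the smallest the design allows. The paper concludes from its distance matrix that the anaphase maps stand farthest from the others.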

The overall similarities/differences between datasets can then be summarized using principal component analysis (PCA; Fig 1F). 

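In the PCA of the distance matrix of these 8 maps, the first component held 43.3% of the variance and the second 34.0%. The coordinates on the second component were -0.158, -0.114 and -0.147 for the G1 replicates I to III, -0.101 for cdc6 (3 h), -0.010 for cdc20, and 0.207 for cdc15 I as well as cdc15 II. The first component placed G0 at 0.409 and every other map between -0.142 and 0.027. The coordinates are in the units of the map distances, in which replicate pairs across the whole data set lay between 0.093 and 0.266 apart, with a median of 0.125. The underlying distance of the cdc15 maps from the others depended most on the quantile normalization. Their mean excess distance was 0.042 with it and 0.56 without it. These values are in different units, so their sizes cannot be compared. From the order of G1, metaphase and anaphase in this space, the paper infers that map distances grow as cells move away from G1.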

This 2D representation shows that the experimental duplicates (such as G1, or anaphase *cdc15*) clustered together, while the distance increases progressively between G1 (obtained with either elutriation or *cdc6* ts mutant), metaphase (*cdc20*), and the distant anaphase (*cdc15*) datasets.

Altogether, these comparisons highlight major changes in chromosome higher‐order architecture taking place in cells progressing throughout the cell cycle into metaphase and anaphase.

### Cohesin‐mediated compaction during S phase

To decipher the chromosome structural changes that take place during replication, synchronized G1 cells were released into S phase and Hi‐C maps generated for six time points sampled from two independent kinetics (Figs 2A and EV2; Materials and Methods). 

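The replication series analysed here comprises 10 maps, namely 3 of G1, 3 of early S, 2 of mid S, 1 of late S and 1 of G2. Table EV2 assigns them to experiments by number and calls early S I a very early S phase, and it was given its own place in the order of stages. The totals ranged from 5842751 to 22303667 contacts per map, with a median of 12498666. G1 I and early S I were sequenced on the HiSeq, the other 8 maps on the NextSeq. The maps of comparison are cdc6 after 3 h (17877070 contacts) and after 6 h at the non-permissive temperature (22167390 contacts), for which the labels give 3 h, scc1 in S/G2 (8019576 contacts) and in G2 (7695331 contacts), and the G2/M nocodazole replicates (23052830 and 14592959 contacts). P(s) was computed on the raw counts of kept bins within chromosome arms, because the positions of single reads, on which the authors computed it, are not in the files. The balance of long- and short-range contacts was expressed as the log2 ratio of contacts above 20 kb to contacts between neighbouring bins (5 kb apart, under 10 kb). Its sampling SD was at most 0.003 on the log2 scale in every map.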

The PCA reveals a progressive structural evolution from G1 to late S/G2 phase (Fig 2B). 

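The first component of the PCA over the 10 maps held 38.0% of the variance and the second 31.8%. On the first component, G1 lay between -0.004 and 0.053, early S between -0.124 and -0.107 and mid S at -0.101 and -0.069. Late S lay at 0.293 and G2 at 0.129, so this component did not follow the order of the stages. On the second component the G1 maps lay at 0.181, 0.188 and 0.134, the early S maps between -0.054 and -0.017, the mid S maps at -0.099 and -0.110, late S at -0.145 and G2 at -0.040. The mean distance to the G1 maps was 0.142 among the G1 replicates themselves, 0.182 in early S (n = 3), 0.195 in mid S (n = 2), 0.266 in late S and 0.192 in G2 (no replicates for the last pair of stages). Raw counts of 27261 pairs of 50-kb bins were also tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. In early S against G1 (n = 3 each), 706 pairs rose and 582 fell at an adjusted p threshold of 0.05. In mid and late S against G1 (n = 3 each), 5194 pairs rose and 5751 fell. The split depends on the scaling, as 3017 rose and 8475 fell with library size alone in place of TMM normalization. The largest rise joined the 50-kb bin from 150 to 200 kb of chromosome 1 with that from 250 to 300 kb of chromosome 13, with 108.0 ± 11.1 CPM (counts scaled by library size) in mid and late S against 54.4 ± 5.6 in G1 (SD, n = 3) and a log2 fold change of 0.98 (standard error 0.10, adjusted p = 2.0e-09). With the NextSeq maps alone, the early S count fell from 1288 to 600 pairs, it was 447 without early S III, and DESeq2 gave 9080 pairs in place of 10945 for mid and late S. Replicate numbers do not pair these maps, so the experiment numbers of Table EV2 were used as a block instead, an alternative chosen after seeing the data, which left 290 changed pairs in early S and 6274 in mid and late S. In experiment 1, G1 I differs in strain and instrument from the S phase maps. The paper describes the order of the maps in the PCA as a progressive structural change from G1 to the end of S phase.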

The dependency of the contact probability *P* on genomic distance reflects the chromosome compaction state (Lieberman‐Aiden *et al*, 2009; Naumova *et al*, 2013; Mizuguchi *et al*, 2014). The *P*(*s*) shows a gradual and consistent enrichment in long‐range intra‐chromosomal contacts (> 20 kb) with respect to short‐range (< 10 kb) during replication (Fig 2C). 

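The log2 ratio of contacts above 20 kb to contacts under 10 kb was 0.94 ± 0.26 in G1 (SD, n = 3), 0.97 ± 0.06 in early S (SD, n = 3), 1.11 ± 0.09 in mid S (SD, n = 2), 1.40 in late S and 1.39 in G2 (no replicates). Over the 10 maps, the ratio rose with the stage of replication with a Pearson's r of 0.70 (permutation p = 0.024, Benjamini-Hochberg 0.032) and a Spearman's rho of 0.69 (permutation p = 0.033, Benjamini-Hochberg 0.033), adjusted over the 4 p-values of the 2 relations computed across samples. Within the 8 NextSeq maps, r was 0.68 (exact permutation p = 0.065) and rho 0.67 (exact permutation p = 0.079), and the 2 HiSeq maps are too few for a value of their own. Without G2, the map farthest from the median stage, and G1 I, r was 0.55 (exact permutation p = 0.16). G1 I is tied in this distance with G1 II, G1 III and late S, so its choice is arbitrary. Leaving out G1 II alone gave 0.63 (exact permutation p = 0.071), and G1 III alone 0.89 (exact permutation p = 0.0015). Whether the relation meets the threshold thus depends on single maps. Mid and late S maps together averaged 1.21 ± 0.18 (SD, n = 3), and their difference of 0.26 from G1 gave an exact permutation p of 0.30, where 0.10 is the smallest that 3 maps against 3 allow. G1 III, at 1.22, lay above both mid S maps. Computed over whole chromosomes in place of arms, rho was 0.64 (permutation p = 0.051), and leaving out each replicated map in turn gave 0.62 to 0.92, the highest without G1 III. In an alternative chosen after seeing the data, the experiment numbers of Table EV2 served as a block, which drops G1 III because its experiment has no S phase map. Within the 2 experiments rho was then 0.93 (exact permutation p = 0.0056, 9 maps), and the difference of mid and late S from G1 was 0.39, being 0.31 in experiment 1 and 0.47 in experiment 2 (exact permutation p = 0.33, smallest possible 0.17). As a check of this pairing, experiment 2 minus experiment 1 was -0.21 in G1, -0.05 in early S and 0.13 in mid S, so the experiments did not deviate together. The paper concludes from its P(s) curves that long-range contacts become gradually enriched as replication proceeds.

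**Figure D1:**
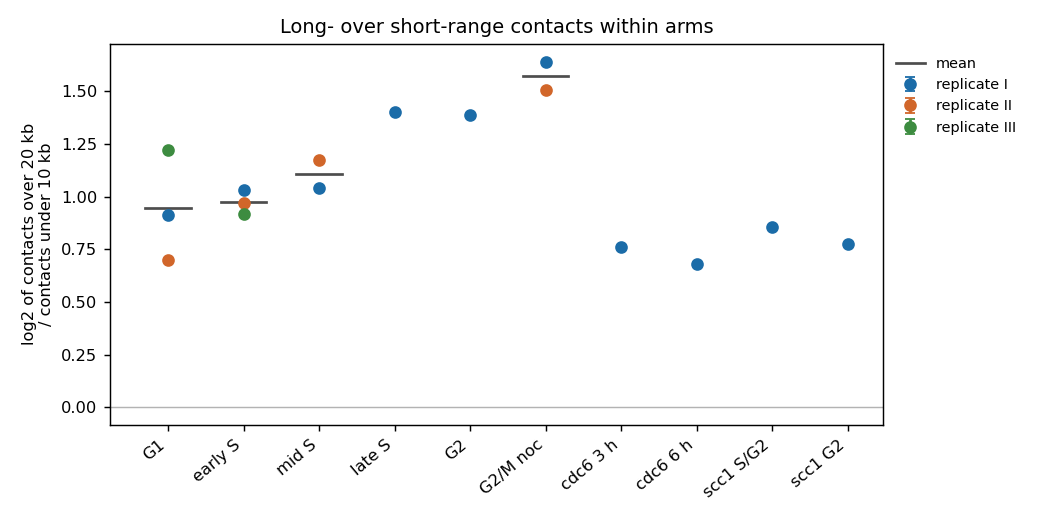
Log2 ratio of contacts above 20 kb to contacts under 10 kb within chromosome arms, with a point for each map coloured by replicate, bars for the sampling SD over 10 resamples (smaller than the points) and a grey line for the mean. G1 averages 0.94, mid S 1.11, late S 1.40 and G2/M nocodazole 1.57, while the cdc6 and scc1 maps lie between 0.68 and 0.86.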

This compaction change is absent when replication is impaired, for instance, in the absence of the replication‐checkpoint regulator *cdc6* (Piatti *et al*, 1995), even though cells enter mitosis and engage into segregation of non‐replicated chromosomes (Fig 2D, left panel). 

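In cells of the cdc6 thermosensitive mutant, the log2 ratio of contacts above 20 kb to contacts under 10 kb was 0.762 after 3 h and 0.679 after 6 h at the non-permissive temperature (no replicates, sampling SD 0.002 and 0.001). The G1 populations averaged 0.945 ± 0.264 (SD, n = 3), and the differences of -0.183 and -0.266 were equalled or exceeded by 8 and 5 of the 12 replicate pairs. Both values lay below those of late S (1.403) and G2 (1.388). Counting contacts within a bin as short-range moved the 6 h difference to -0.368, which stayed within the replicate noise. From its cdc6 curves the paper states that the change in compaction does not occur with impaired replication.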

The progressive increase in long‐range contacts stops with the completion of S phase, when it reaches the level observed in cells arrested at the G2/metaphase transition (G/M) with the microtubule‐depolymerizing drug nocodazole (Jacobs *et al*, 1988; Fig 2D, middle panel). 

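The log2 ratio of contacts above 20 kb to contacts under 10 kb was 1.403 in late S and 1.388 in G2 (no replicates), and 1.575 ± 0.095 in G2/M nocodazole-arrested cells (SD, n = 2, with 1.642 and 1.507). The difference of -0.187 between G2 and G2/M nocodazole was no larger than that of 8 of the 12 replicate pairs. Over whole chromosomes it was -0.209, and with either nocodazole replicate left out -0.120 and -0.254. On this basis the paper states that the increase ends with S phase at the level of the nocodazole arrest.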

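The distance at which the P(s) curves of G1 and of mid and late S cross was 9.7 kb for the mean curves (n = 3 maps each). Among the 9 pairs of single maps, 8 crossed, at distances from 5.5 to 13.4 kb (SD 2.6 kb). The bins of 5 kb limit how finely the crossing can be placed, and it was interpolated between bins. Whole chromosomes in place of arms gave 9.5 kb, and leaving out each replicate in turn gave 8.1 to 11.1 kb. The paper sets the crossing of its curves beside the spacing of cohesin binding sites and proposes that cohesin may underlie the change.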

The crossing of the *P*(*s*) slopes from the early to late replication time points occurs around 10–20 kb (Fig 2C, highlighted in gray), a window within the range of the spacing reported between cohesin binding sites (~11 kb on average; Glynn *et al*, 2004), suggesting that this change in compaction could be due to cohesin activity. 

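After depletion of Scc1, the log2 ratio of contacts above 20 kb to contacts under 10 kb was 0.858 in S/G2 and 0.774 in G2 (no replicates, sampling SD 0.002 each), against 1.388 in the G2 map of unmodified cells and 0.945 ± 0.264 in G1 (SD, n = 3). The change of -0.614 from G2 to scc1 G2 was exceeded by 1 of the 12 replicate pairs, a cdc15 pair that differed by 0.673. The paper's panel sets scc1 G2 against nocodazole-arrested cells instead, which had 1.575 ± 0.095 (SD, n = 2). That gap was larger than every replicate pair. The scc1 maps come from a W303 strain and the G2 and nocodazole maps from a BY4742 strain, so that background and depletion are not separated. Once contacts within a bin counted as short-range, the difference between scc1 G2 and G2 grew to -1.016 and exceeded every replicate pair. The paper takes the lack of long-range enrichment without Scc1 as evidence of the role of cohesin in the folding of sister chromatids.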

In agreement with the key role of cohesin in sister‐chromatid folding during replication, Scc1 depletion using an auxin‐inducible degron *scc1‐aid* strain prevents the enrichment in long‐range contacts in S/G2 (Fig 2D, right panel). This result supports the hypothesis that distant regions enriched in cohesin are tethered together, resulting in chromatin loops (Guillou *et al*, 2010).

**Figure 2:**
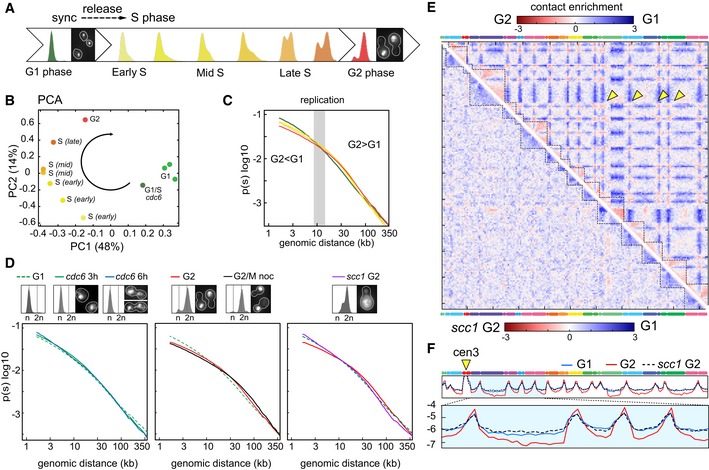
Dynamic reorganization of chromosomes during replication FACS profiles and representative DAPI‐stained cells of G1 synchronized cells released in S phase.PCA of the distance matrix between the contact maps of the population displayed in (A).
*P*(*s*), that is, average intra‐chromosomal contact frequency *P* between two loci with respect to their genomic distance *s* along the chromosome (log–log scale) during replication (color code identical to FACS profiles and PCA).Left panel: *P*(*s*) of replication‐defective cells (*cdc6* thermosensitive mutant). G1 elutriated cells were released for 3 h and 6 h in non‐permissive conditions. The corresponding FACS profiles show no S‐phase progression. Middle panel: *P*(*s*) of cells that completed replication. G1 elutriated cells were released in S phase in the absence or presence of nocodazole (G2/M noc). Right panel: *P*(*s*) of cohesin‐depleted (*scc1 *G2) and nocodazole‐arrested cells.Log‐ratio of contact maps between G2 and G1 cells (top right) and *scc1 *G2 and G1 cells (bottom left). Blue to red color scales reflect the enrichment in contacts in one population with respect to the other (log2). Yellow arrowheads: inter‐centromere contacts.Normalized contact frequencies between chr3 centromere (cen3; yellow arrowhead) and the rest of the genome for G1, G2, and *scc1* G2.

**Figure EV2:**
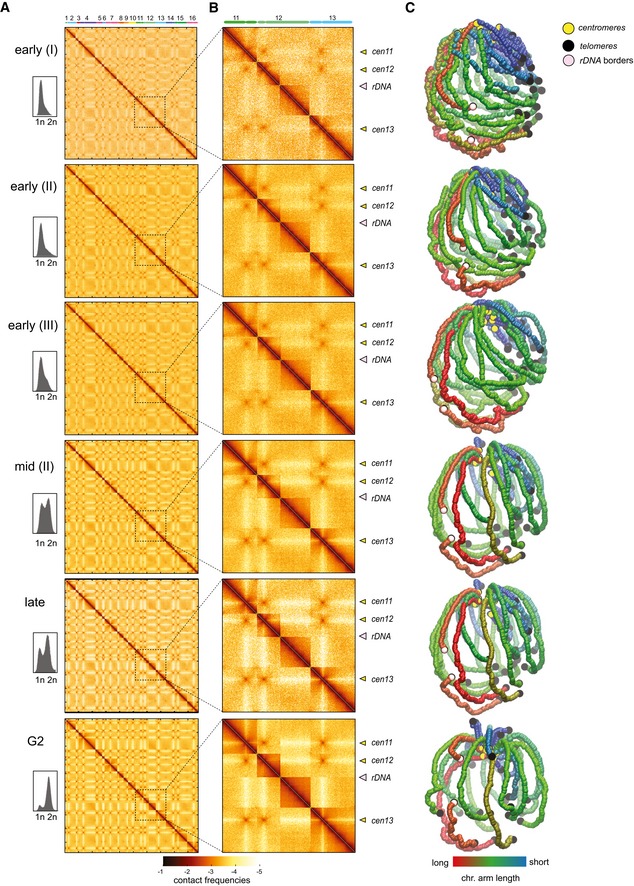
Contact maps and 3D genome representations during replication A, BContact maps recovered from cell populations undergoing replication after G1 release. For each contact map, the FACS profile is displayed. *x*‐ and *y*‐axis represent the 16 chromosomes of the yeast genome. The same color code as in Fig EV1. Magnification panels in (B) highlight changes of the contact frequencies during S‐phase progression. Yellow and pink arrowheads point at centromeres and rDNA positions, respectively.C3D average representations of the Hi‐C contact maps of synchronized cell populations of panel (A). The color code represents the chromosomal arm length, and centromeres, telomeres, and rDNA flanking regions are highlighted.

### Chromosome compaction is concomitant with chromosome individualization

The Scc1‐dependent compaction occurs concomitantly with a gradual individualization of the SC pairs throughout replication, as shown by the overall increase in the ratio between intra‐ and inter‐chromosomal contacts from 63 ± 10% in G1 (six time points) to 73 ± 4% in S/G2 (four time points) and illustrated by the ratio between G1 and G2 maps (Fig 2E, top right ratio). 

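The ratio of intra- to inter-chromosomal normalized contacts was 69.0% ± 8.6 over the 6 time points of the G1 group in Fig 6A, namely G1 I and II, cdc6 (3 h) and early S I to III (SD, from 57.4% to 78.7%) and 76.8% ± 3.8 over the 4 time points of the S/G2 group (SD, from 73.4% to 81.8%). The paper's reported values are 63% ± 10 and 73% ± 4. On the log2 scale the group means differed by 0.162, with an exact permutation p of 0.14 (210 permutations, smallest possible p 0.0048). The groups overlap, as G1 II (78.7%) lay above mid S I (77.6%) and late S (74.4%). G1 III, which is not among the time points of Fig 6A, had a ratio of 56.5%, and with it the G1 group averaged 67.2% ± 9.2 (SD, n = 7). Restricting the maps to those from the NextSeq lowered the log2 ratio to 0.091. With the experiment numbers of Table EV2 as a block, an alternative chosen after seeing the data, it was 0.195 over 9 of the maps (exact permutation p = 0.067, smallest possible 0.017). The paper concludes from the higher ratio in S/G2 that pairs of sister chromatids become individualized during replication.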

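Centromere clustering was measured as the share of inter-chromosomal contacts falling between regions of 100 kb centred on the 16 centromeres (293 kept bins). The share was 7.13% in G2 (no replicates, sampling SD 0.006) and 4.66% ± 0.49 in G1 (SD, n = 3), a log2 ratio of 0.61 against at most 0.40 in any replicate pair. It rose over the intermediate stages from 4.81% ± 0.66 in early S (SD, n = 3) through 6.01% ± 0.28 in mid S (SD, n = 2) to 6.94% in late S (no replicates). Narrower regions of 50 kb raised the log2 ratio to 0.79, more than any other setting. The paper contrasts this rise with the overall decrease in inter-chromosomal contacts.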

In sharp contrast to this overall decrease in inter‐chromosomal contacts, the centromeres of different chromosome tend to strongly cluster in G2. In the absence of the cohesin Scc1, intra‐chromosomal contacts in G2 cells decrease to levels similar to or even below G1 (Fig 2E, bottom left ratio), while the major binding sites for cohesin (i.e., centromeres; Glynn *et al*, 2004) also exhibit a reduced level of contacts (Fig 2F; Appendix Fig S1). 

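In the scc1 G2 map, the ratio of intra- to inter-chromosomal contacts was 0.627 (no replicates, sampling SD 0.0004), against 0.818 in G2 and 0.674 ± 0.112 in G1 (SD, n = 3), and in scc1 S/G2 it was 0.529. Between scc1 G2 and G2 the log2 ratio was -0.385, which was equalled or exceeded by 4 of the 12 replicate pairs. Removing the diagonal before SCN moved it to -0.513, beyond every replicate pair under that setting. Centromere contacts were 5.30% in scc1 G2 and 4.54% in scc1 S/G2, against 7.13% in G2 and 4.66% ± 0.49 in G1 (SD, n = 3). The change of centromere contacts from G2 to scc1 G2, with a log2 ratio of -0.428, was larger than every replicate pair, although narrowly so against the largest of 0.401. With centromere regions of 50 kb it was -0.585. Strain background differs between these maps (W303 for scc1, BY4742 for G2). The paper reports lower contacts in both measures and proposes that cohesins act on sister chromatid compaction, centromere clustering and chromosome individualization.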

These results suggest that cohesins affect the genome organization through the gradual compaction of SC, the clustering of centromeres, and chromosome individualization. Although yeast chromosomes are shorter than mammalian chromosomes, they similarly change their internal conformation and individualize themselves prior to entering metaphase.

### Spatial resolution of the replication timing program

In budding yeast, replication initiates at discrete autonomously replicating sequences (ARSs; Brewer & Fangman, 1987). ARSs display partially stochastic activation, with only a subset of origins activated early during S phase. The distribution of early origins is uneven, with an enrichment in pericentromeric regions, and a depletion in subtelomeric regions. The genome‐wide pattern of ARS activation timing defines a population‐average replication timing program (Raghuraman *et al*, 2001). 

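Coverage was taken here as the sum of the raw contacts of each kept 5-kb bin, divided by the mean of the 3 G1 maps after scaling to equal totals, and smoothed with a running average of 6 bins. As the bins are those of the contact maps, no read counts beyond the valid Hi-C pairs entered. For each of the 30 chromosome arms of at least 100 kb, the log2 of the mean coverage within 50 kb of the chromosome end was subtracted from that within 50 kb of the centromere. The tests flipped the sign of each arm's value at random 100000 times, which makes 1e-05 the smallest p. Arms of the same map are not independent replicates, so these p-values describe the spread over arms.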

To investigate the link between genome organization and replication timing, the read coverage of the Hi‐C libraries was used to compute the replication timing profile of the cell population for each of the time point, and follow their progression through S phase. The average profile correlates well with previously published pattern (Raghuraman *et al*, 2001; McCune *et al*, 2008; Fig 3A; Materials and Methods). To visualize the progression of replication on the higher‐order architecture of the genome, we colored the 3D structures recovered from three early replication time points according to their replication progression status. 

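The log2 coverage of pericentromeric over subtelomeric regions, relative to G1, was 0.181, 0.189 and 0.185 in early S I, II and III, 0.208 and 0.212 in mid S I and II, 0.122 in late S and 0.072 in G2. The G1 maps themselves lay at 0.048, -0.028 and -0.019, but each is part of the mean it is divided by, which keeps these values small. Outside S phase, cdc6 (3 h) had 0.083, cdc14 0.120 and the cdc15 arrest 0.105 to 0.130. The cdc20 map had 0.021 and the G2/M nocodazole maps -0.037 and 0.034. Late S and G2 lay within the range of these maps, and early and mid S above it. In the early S maps, 28 to 29 of the 30 arms were above 0 (permutation p = 1e-05 for each map, the smallest possible). G1 I had the same permutation p with 26 arms above 0, so the p-value alone does not separate S phase from replicate differences. Coverage within 50 kb of the centromeres was 1.08 to 1.12 times that of G1 in early S, and within 50 kb of the chromosome ends 0.95 to 0.98 times. In late S the factors were 1.05 and 0.97, and in G2 they were 1.03 and 0.99. With only the NextSeq maps, the mean of 0.185 for early S became 0.211, the largest change among the settings. The paper describes the profiles as a replication wave that starts in the centromeric regions and reaches the subtelomeres last.

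**Figure D2:**
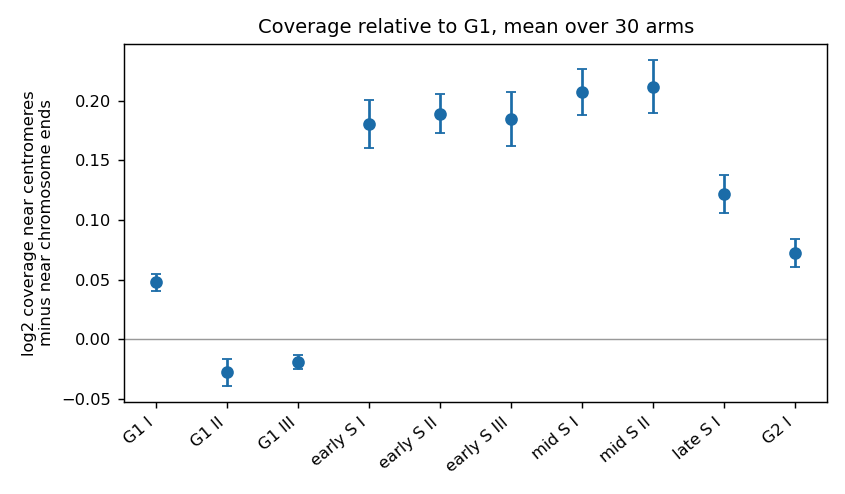
Mean over 30 chromosome arms of the log2 coverage within 50 kb of the centromere minus that within 50 kb of the chromosome end, relative to G1, with a point for each map and bars for the standard error over arms. Early and mid S maps lie between 0.181 and 0.212, late S at 0.122, G2 at 0.072 and the G1 maps between -0.028 and 0.048. Each G1 map is part of the mean it is divided by.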

The superimposition of the three structures recapitulates intuitive properties of yeast replication program, with a “replication wave” propagating from the centromeric regions enriched in early origins, through chromosomal arms, and toward the late replicating subtelomeric regions (Fig 3B and C; red and blue signal, respectively).

**Figure 3:**
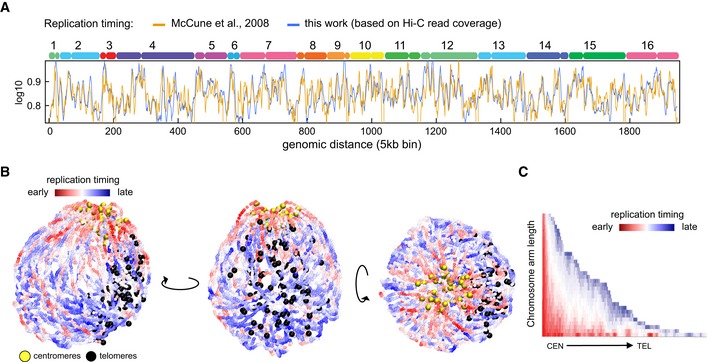
3D replication profile Comparison of replication profiles of the synchronized populations used for the analysis displayed in Fig 2G. The read coverage of raw Hi‐C libraries reflects the replication progression throughout S phase, plotted along the 16 chromosomes of the yeast genome (top axis; blue curve). The replication timing obtained in this study is highly similar to the one from McCune *et al* (2008) (yellow curve).Superposition of three 3D representations of chromosomes in early replication (I, II, III). The color scale indicates the replication timing. Centromeres and telomeres are highlighted. Different views of the structure are presented.Pattern of the replication profile for each of the chromosomal arms. The color code reflects the timing of replication.

We also asked whether our data support the proposed co‐localization of adjacent early replication origins (Kitamura *et al*, 2006; Knott *et al*, 2012; Saner *et al*, 2013). We found a statistically significant enrichment in contacts between these positions and their surrounding regions, but whether it results from an active co‐localization or from their positioning in the pericentromeric regions co‐localized due to the Rabl organization remains unclear (not shown). More analyses are required to solve this question and integrate the different observations.

### Global structural changes during mitotic transitions

After replication, cells progress into mitosis (M phase). During metaphase, microtubules originating from opposite SPBs attach to the kinetochores of the two SCs (London & Biggins, 2014). The anaphase‐promoting complex (APC) co‐activator Cdc20 is essential for the proper activation of separase, resulting in the cleavage of cohesin and SC segregation in anaphase (Uhlmann *et al*, 1999; Visintin *et al*, 1997; 20). In the absence of Cdc20, cohesins are not cleaved and cells remain blocked in metaphase. Another key player in mitosis progression is the Cdc15 kinase which promotes mitotic exit at the end of anaphase by activating cytokinesis (Rock & Amon, 2011). In the absence of Cdc15, cells are therefore blocked into late anaphase. The higher‐order changes in the organization of chromosomes that take place during metaphase and anaphase were investigated using populations of cells synchronized with conditional mutants of *cdc20* and *cdc15*, respectively. Contact maps of *cdc20*‐, *cdc15*‐, and *cdc15*‐arrested cells released into permissive conditions were generated to characterize chromosome reorganization throughout M phase (Figs 4A and EV3; Materials and Methods). 

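The M phase series comprises the cdc20 arrest (metaphase, 11969952 contacts), the cdc15 arrest (late anaphase, 3 replicates with 14060981, 21655554 and 8793586 contacts) and cdc15 cells 20 min (18043886), 40 min (18316957) and 60 min (16118261) after release into permissive conditions. Maps of cdc20 cells 20 and 40 min after release hold 16202990 and 18469610 contacts. All are W303 strains, while the G1 and G2 maps set beside them come from strains derived from S288C. The cdc20 maps were sequenced on the HiSeq and the cdc15 maps on the NextSeq, so that instrument and arrest are not separated in their comparison. Only the cdc15 arrest has replicates. The short-/long-range contact ratio was computed on SCN-normalized maps as the sum of intra-chromosomal contacts under 30 kb over those of 30 kb or more. For chromosome 12, the loop ratio was the mean contact of the 20 kb on the centromere-proximal side of the rDNA (4 bins) with the bins within 10 kb of CEN12 (5 bins), divided by its mean contact with the bins 50 to 150 kb from CEN12 on the right arm (20 bins). The isolation of the telomere-proximal region was measured as the share of normalized contacts of the 104 kept bins right of the rDNA that fall outside that region.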

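The first component of the PCA over the 11 maps of the cycle held 44.5% of the variance and the second 21.8%. The first component separated the cdc15 maps 20 min (0.379) and 40 min (0.330) after release from the G1 maps (-0.181 to -0.136), cdc20 (-0.126), G2 (-0.058) and the arrested cdc15 maps (-0.015 to 0.041). At 60 min after release the map lay at -0.093 on the first component and -0.174 on the second, where the G1 maps lay between -0.089 and -0.053 and the arrested cdc15 maps between 0.166 and 0.211. Its mean distance was 0.248 to the G1 maps (0.234 to 0.260, n = 3) and 0.269 to the cdc15 maps (0.258 to 0.279, n = 3), a ratio of 0.92. For comparison, its distance to the cdc20 map was 0.219, and G1 replicates lay 0.142 apart on average. Without quantile normalization the ratio became 1.52, the alternative that moved it most. The 60 min map has no replicates. The paper concludes from its PCA that cells have returned to a G1-like organization 60 min after release, closing the cycle.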

PCA shows that the major structural change occurs during mitotic exit and that cells released from the *cdc15* arrest display after 60 min a G1‐like genome structure, reflecting the fact that the entire cell cycle is now covered by our analysis (Fig 4B). 

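The short-/long-range contact ratio was 1.95 ± 0.42 in cdc15-arrested cells (SD, n = 3, with 2.43, 1.80 and 1.62), 1.05 in G2 (no replicates) and 1.29 ± 0.21 in G1 (SD, n = 3, from 1.06 to 1.47). Relative to G2, cdc15 had a log2 ratio of 0.89, while the most different replicate pair, among the cdc15 maps, differed by 0.58. Neighbouring 5-kb bins within arms held 154.3 ± 20.9 ppm of the within-arm contacts per bin pair in cdc15 (SD, n = 3), 127.9 ± 13.4 in G1 (SD, n = 3) and 102.7 in G2. In cdc20-arrested cells the short-/long-range ratio was 1.26, and after release from the cdc15 arrest it was 1.27 at 20 min, 1.32 at 40 min and 1.66 at 60 min. The value at 60 min stood 0.37 above G1 on the log2 scale, a difference equalled or exceeded by 4 of the 12 replicate pairs. Leaving out the diagonal reduced the cdc15 to G2 log2 ratio to 0.77, and a limit of 20 kb reduced the 60 min to G1 log2 ratio to 0.25, while leaving out cdc15 I brought the former to 0.71. The paper concludes that short-range contacts rise strongly up to anaphase and come back to G1 levels once anaphase is completed.

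**Figure D3:**
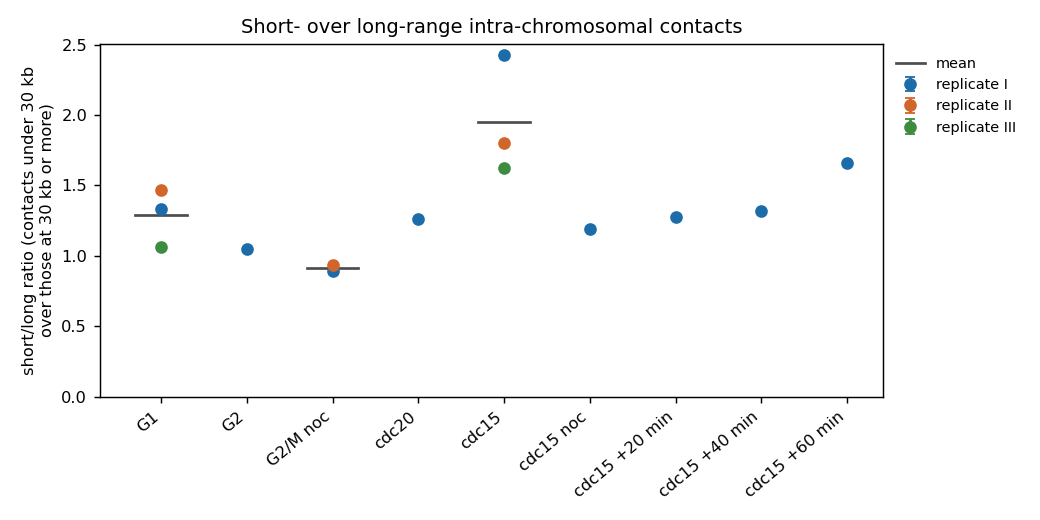
Short-/long-range contact ratio (intra-chromosomal contacts under 30 kb over those of 30 kb or more), with a point for each map coloured by replicate, bars for the sampling SD (smaller than the points) and a grey line for the mean. The cdc15 arrest averages 1.95, G2 lies at 1.05 and cdc15 treated with nocodazole at 1.19.

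**Figure D4:**
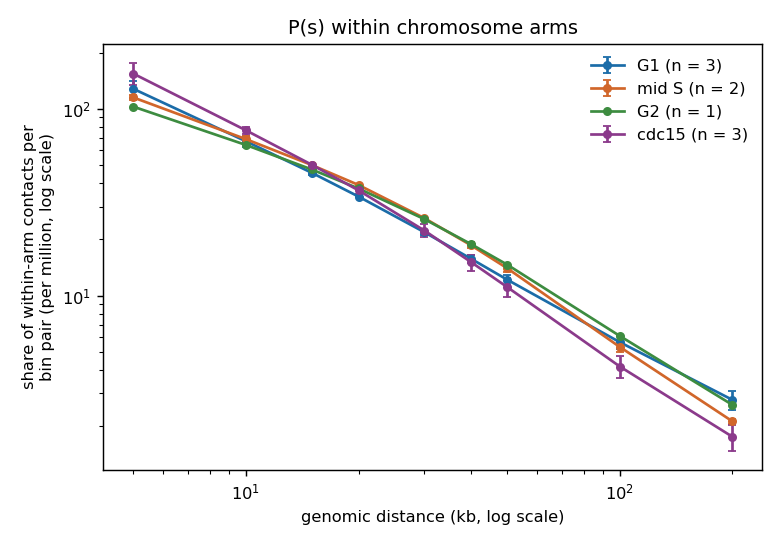
Share of within-arm contacts per bin pair (ppm) against genomic distance in kb, both on log scales, for the conditions named in the key, with bars for the SD over replicates where there are replicates. At 5 kb the cdc15 curve lies at 154.3 and the G2 curve at 102.7, and the order is inverted at 100 kb with 4.2 and 6.1.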

The *P*(*s*) reveals a strong increase in short‐range contacts (< 10–20 kb) from G2 to anaphase, exceeding G1 levels which are only restored after anaphase completion (Fig 4C, left panel). This increase in short‐range contacts and the accompanying drop in long‐range contacts suggest the formation of an elongated, stretched structure. Upon spindle destabilization using the microtubule‐depolymerizing drug nocodazole in *cdc15*‐arrested cells (*cdc15* noc), the two segregated chromosomal masses get closer as shown by imaging of DAPI‐stained cells (Fig 4C, inset; Fig EV4; Materials and Methods), in agreement with former reports (Jacobs *et al*, 1988). 

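In cdc15-arrested cells treated with nocodazole for 20 min (8367391 contacts, no replicates), the short-/long-range contact ratio was 1.19, against 1.95 ± 0.42 without the drug (SD, n = 3) and 1.05 in G2. The log2 ratio to untreated cdc15 cells was -0.71, beyond the 0.58 of the largest replicate pair, whereas the log2 ratio of 0.18 to G2 was equalled or exceeded by 7 of the 12 pairs. Neighbouring 5-kb bins held 107.7 ppm of the within-arm contacts per bin pair, close to 102.7 in G2 and below 154.3 ± 20.9 in cdc15 (SD, n = 3). Without the diagonal the log2 ratio to cdc15 was -0.572, beyond the largest pair of 0.515 under that setting. Without cdc15 I it was -0.522, within the replicate noise. With a limit of 20 kb the log2 ratio to G2 was 0.16. As the curve falls onto that of G2, the paper concludes that the stretched structure of anaphase chromosomes is lost without microtubules.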

In these cells, the stretched chromosomal structure disappears as shown by a *P*(*s*) that now overlaps the G2 curve (Fig 4C, right panel). 

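Other measures of the nocodazole-treated cdc15 map were set beside those of the untreated arrest (SD, n = 3). The intra-/inter-chromosomal contact ratio was 0.787 against 0.840 ± 0.106, and centromere contacts were 8.39% against 7.86% ± 0.72. The loop ratio on chromosome 12 was 0.524 against 0.607 ± 0.070, and contacts between telomeres were 0.343% against 0.287% ± 0.005. Each of these differences lay within the replicate noise. The mean distance of the treated map to the cdc15 maps was 0.230, while the cdc15 replicates lay 0.118 apart on average and replicate pairs in general between 0.093 and 0.266. The measures of short- against long-range contacts left the replicate range. The short-/long-range contact ratio had a log2 ratio of -0.71. It became -0.572 without the diagonal, beyond the largest pair of 0.515 under that setting. Without cdc15 I it was -0.522, within the largest pair of 0.579. Contacts above 20 kb over those under 10 kb changed by 0.847 on the log2 scale, against a largest pair of 0.673. From its ratio map the paper concludes that nocodazole leaves the contact pattern of the anaphase arrest otherwise unaltered.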

Besides the change in *P*(*s*), the global contact pattern of *cdc15*‐arrested cells remains unaltered following nocodazole treatment (Fig 4D, upper right ratio). Altogether, these results show that microtubule‐dependent segregation forces contribute to the stretching the chromosomes in anaphase, possibly in combination with additional constraints resisting this force such as the cohesion of SC arm extremities (see Discussion).

**Figure 4:**
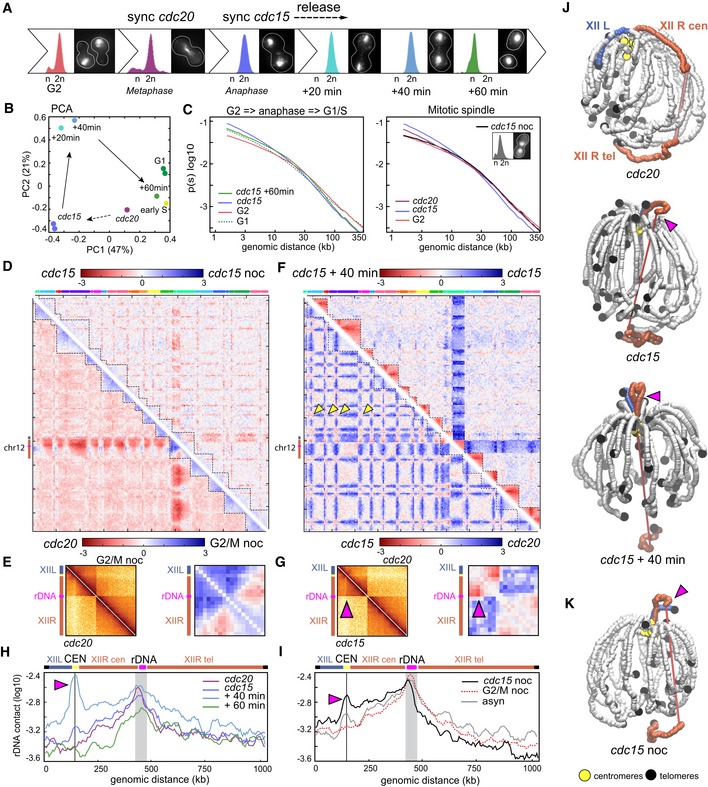
Dynamic reorganization of chromosomes during mitosis AFACS profiles and representative DAPI‐stained cells of synchronized and/or released populations, from G2 until re‐entry in G1/S.BPCA of the distance matrix between the contact maps of the populations described in (A).CLeft panel: *P*(*s*) of cells in G1, G2, and anaphase (*cdc15*) and released from a *cdc15* arrest (*cdc15*+60 min). Right panel: *P*(*s*) of G2, *cdc20*‐, and *cdc15*‐arrested cells in the absence or presence of nocodazole (*cdc15* noc).DLog‐ratio of contact maps. Bottom left: ratio between cells arrested in metaphase (*cdc20*) or at the G2/M transition with nocodazole (G2/M noc). Top right: ratio of cells blocked in anaphase and treated or not with nocodazole (*cdc15* noc and *cdc15*, respectively). Blue to red color scales reflect the enrichment in contacts in one population with respect to the other (log2).ELeft: chr12‐normalized contact maps of cells arrested at the G2/M transition and *cdc20*‐arrested cells. Right: magnification of the log‐ratio map from (D, bottom left).FLog‐ratio of contact maps. Bottom left: log‐ratio between *cdc20*‐ and *cdc15*‐arrested cells. Top right: log‐ratio of *cdc15*‐arrested and *cdc15*‐released (40 min) cells. Blue to red color scales reflect the enrichment in contacts in one population with respect to the other (log2). Yellow arrowheads: inter‐centromere contacts.GLeft: chr12‐normalized contact maps in *cdc20*‐ and *cdc15*‐arrested cells. Right: magnification of the log‐ratio map from (F, bottom left). Pink arrowheads point at the right arm anaphase loop.H, IDistributions of intra‐chromosomal contacts made by a 20‐kb cen‐proximal rDNA flanking region (highlighted in gray) with the rest of chr12 in *cdc20*‐, *cdc15*‐, *cdc15*‐released (+40 min, +60 min), nocodazole‐treated (G2/M noc, *cdc15* noc), and asynchronous (asyn) cells. Schematic representations of chr12 are displayed atop the graphs. Gray lines indicate centromere position. Pink arrowheads point at the right arm anaphase loop.J3D representations of the contact maps from *cdc20‐* and *cdc15*‐arrested and *cdc20‐* and *cdc15*‐released (+40 min) cells. The right (XIIR) and left (XIIL) arms of chr12 are highlighted in red and blue, respectively. Pink arrowheads point at the right arm anaphase loop. Centromeres and telomeres are highlighted.K3D representation of the contact map from *cdc15* noc cells. Pink arrowhead points at the right arm anaphase loop.

**Figure EV3:**
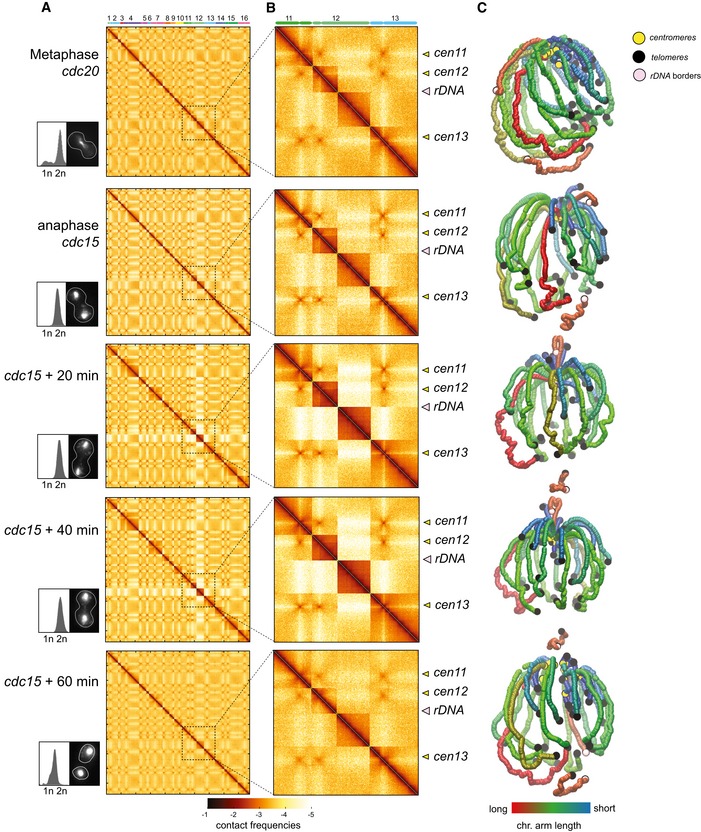
Contact maps and 3D genome representations during M phase A, BContact maps of cell populations synchronized in metaphase (*cdc20*) and anaphase (*cdc15*) and released into mitosis from *cdc15* block (+20 min, +40 min, and +60 min). The corresponding FACS profiles and representative DAPI‐stained cells are displayed on the left on the maps. x‐ and *y*‐axis represent the 16 chromosomes of the yeast genome. The same color code as in Fig EV1. Magnification panels in (B) display variations of the contact frequencies during mitotic progression. Yellow and pink arrowheads point at centromeres and rDNA positions, respectively.C3D average representations of the Hi‐C contact maps of panel (A). The color code represents the chromosomal arm length, and centromeres, telomeres, and rDNA flanking regions are highlighted.

**Figure EV4:**
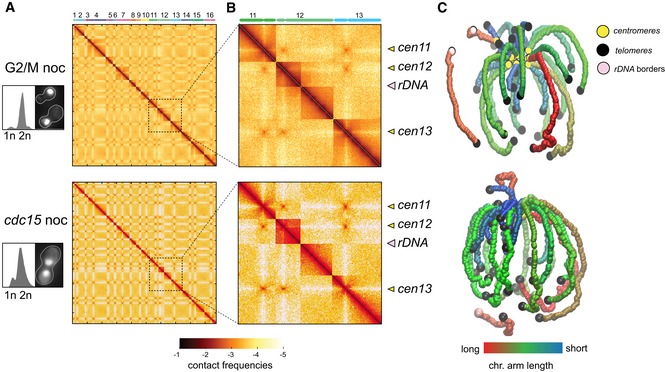
Nocodazole affects chromosome 12 conformation A, BContact maps of G1 synchronized cell populations released either in the presence of nocodazole (G2/M noc) or at *cdc15* non‐permissive temperature followed by a nocodazole treatment (*cdc15* noc). The corresponding FACS profiles and representative DAPI‐stained cells are displayed on the left on the maps. x‐ and *y*‐axis represent the 16 chromosomes of the yeast genome. The same color code as in Fig EV1. Magnification panels in (B) display variations of the contact frequencies. Yellow and pink arrowheads point at centromeres and rDNA positions, respectively.C3D average representations of the Hi‐C contact maps of panel (A). The color code represents the chromosomal arm length, and centromeres, telomeres, and rDNA flanking regions are highlighted.

### Nocodazole affects chromosome 12 conformation

Nocodazole is commonly used to synchronize cells at the G2/M transition. 

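Metaphase cells arrested by loss of Cdc20 (1 map, 11969952 contacts, W303, HiSeq) were compared with cells arrested by nocodazole (2 replicates, 23052830 and 14592959 contacts, BY4742, NextSeq). Arrest, strain background and instrument change together between these maps. Contacts between the flanks of the rDNA were measured as the mean normalized contact between the 50 kb on either side of the rDNA gap of chromosome 12 (10 kept bins each). In SCN-normalized maps, where the contacts of a bin sum to 1, this mean is given in per mille (‰).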

We took advantage of having contact maps of *cdc20*‐arrested cells in metaphase to compare them with those obtained from nocodazole‐arrested cells (Fig EV4; Materials and Methods). The ratio map appeared globally similar, although we noticed in the presence of nocodazole a small drop in inter‐chromosomal contacts (Fig 4D, bottom left ratio). 

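The intra-/inter-chromosomal contact ratio was 1.021 ± 0.228 in nocodazole-arrested cells (SD, n = 2, with 1.182 and 0.859) and 0.677 in cdc20-arrested cells (no replicates, sampling SD 0.0004). Their log2 ratio of 0.591 was larger than that of every replicate pair, of which the largest was 0.490. It depended on the replicate, being 0.803 with nocodazole replicate I alone and 0.343 with replicate II alone. Without the diagonal it was 0.646, the setting that shifted it most apart from the choice of replicate. The mean distance between the nocodazole and cdc20 maps was 0.278. The paper describes the maps as globally similar, with a small drop in inter-chromosomal contacts under nocodazole.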

Chromosome 12 (chr12) also presents a peculiar signal at the level of the rDNA cluster (Fig 4E, left panel), with an enrichment in contacts between the two flanking regions of the rDNA cluster in G2/M nocodazole‐treated cells compared to *cdc20*‐arrested cells (Fig 4E, right panel). 

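The mean contact between the flanks of the rDNA in ‰ was 1.632 ± 0.074 in nocodazole-arrested cells (SD, n = 2, with 1.580 and 1.684) and 0.690 in cdc20-arrested cells (no replicates, sampling SD 0.029). This log2 ratio of 1.243 was well beyond the 0.584 of the most different replicate pair. In G2 cells without the drug the value was 0.845, and in G1 it was 0.796 ± 0.128 (SD, n = 3). Flanks of 20 kb gave a log2 ratio of 1.393, the most distant of the alternatives. From this enrichment the paper infers that the nocodazole arrest goes with a destabilized structure of chromosome 12 at the rDNA.

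**Figure D5:**
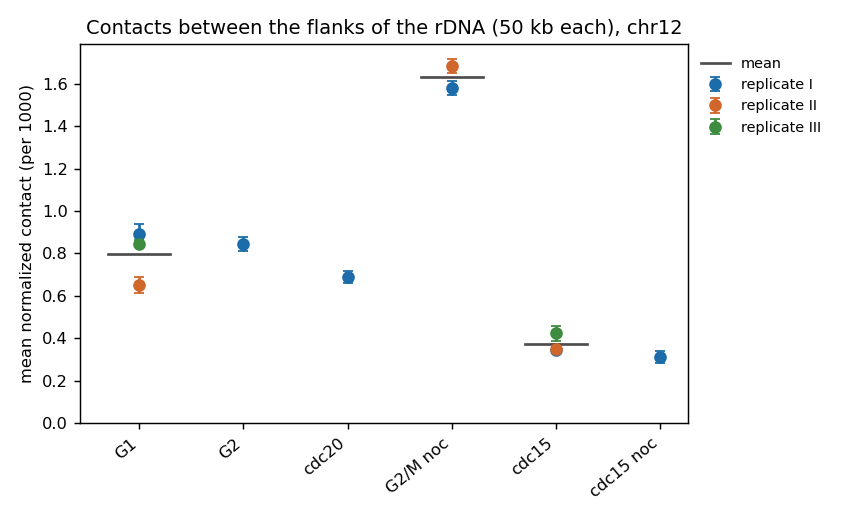
Mean normalized contact (‰) between the 50-kb regions on either side of the rDNA on chromosome 12, with a point for each map coloured by replicate, bars for the sampling SD over 10 resamples and a grey line for the mean. The nocodazole replicates lie at 1.580 and 1.684, cdc20 at 0.690, and the cdc15 maps with and without nocodazole between 0.313 and 0.422.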

These results indicate that the G2/M nocodazole arrest is associated with a destabilization of the chr12 structure at the level of the rDNA locus. 

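On the scale of the whole genome, intra-chromosomal contacts in the nocodazole replicates amounted to 118.2% and 85.9% of inter-chromosomal contacts, compared with 67.7% in cdc20-arrested cells (no replicates) and 81.8% in G2 (no replicates). The replicates differed between themselves by more than replicate II differed from G2. With both replicates the log2 ratio to cdc20 was 0.591, and it became 0.646 when the diagonal was left out. The paper links the contacts gained within chromosome 12 to this wider decrease in inter-chromosomal contacts.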

The intra‐chromosomal contact increase within chr12 is also accompanied by a global decrease in inter‐chromosomal contacts in the presence of nocodazole (Fig 4D, bottom left ratio). Remarkably, chr12 organization was not affected when *cdc15*‐arrested cells were treated with nocodazole (Fig 4D, top right ratio). 

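In cdc15-arrested cells, the mean contact between the rDNA flanks in ‰ was 0.313 with nocodazole (no replicates, sampling SD 0.028) and 0.373 ± 0.043 without it (SD, n = 3). Such a log2 ratio, -0.251, was equalled or exceeded by 6 of the 12 replicate pairs and compares with a sampling SD of 0.139. It varied with the processing, from -0.717 for flanks of 20 kb, beyond every replicate pair, to 0.066 on raw counts. The loop ratio was 0.524 with the drug and 0.607 ± 0.070 without it (SD, n = 3), and the share of contacts that the region right of the rDNA made outside itself was 50.6% and 47.8% ± 4.3 (SD, n = 3). From the absence of a change in its ratio map, the paper concludes that chromosome 12 is insensitive to nocodazole in anaphase.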

Altogether, these observations point to a role for the microtubule array in maintaining the organization of the nucleolus inside the nucleus, before its segregation in anaphase. In summary, while chromosome structures are overall similar in cell synchronized in G2 by nocodazole or in a *cdc20* ts mutant, nocodazole‐arrested cells present a slightly different nucleolus structure (and, by extension, chr12). One interpretation could be that the condensation of the rDNA is not yet completed in G2/M nocodazole arrest and that as a result, rDNA flanking regions are freer to contact each other's.

### Chromosome 12 looping during anaphase

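Centromere contacts made up 7.86% ± 0.72 of the inter-chromosomal contacts in cdc15-arrested cells (SD, n = 3, with 8.16%, 8.38% and 7.04%) and 5.84% in cdc20-arrested cells (no replicates, sampling SD 0.010). With 0.429, their log2 ratio was larger than every replicate pair by a small margin, the largest pair being 0.401, and it fell to 0.381 when cdc15 II was left out. Regions of 50 kb around the centromeres in place of 100 kb gave 0.593. The cdc15 maps were sequenced on the NextSeq and the cdc20 map on the HiSeq, with no map of either arrest on the other instrument. From the increase in its maps the paper concludes that centromeres cluster more in anaphase, forming a polymer brush.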

The comparison of *cdc15* and *cdc20* maps shows an increase in centromere clustering in anaphase*,* leading to the formation of a prominent polymer brush structure (Daoud & Cotton, 1982; Fig 4F, bottom left ratio, yellow arrowheads). Such increase is in agreement with the role of condensin in forming a “spring” of chromatin at pericentromeric regions at the metaphase‐to‐anaphase transition (Stephens *et al*, 2011). 

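The loop ratio of chromosome 12 was 0.607 ± 0.070 in cdc15-arrested cells (SD, n = 3), with 0.563, 0.570 and 0.688 in the replicates and sampling SDs of 0.043, 0.033 and 0.065. In cdc20-arrested cells it was 0.254 (no replicates, sampling SD 0.029), and in G1 it was 0.335 ± 0.049 (SD, n = 3). Between cdc15 and cdc20 the log2 ratio of 1.256 compares with at most 0.542 in a replicate pair. Every cdc15 map lay above every G1 map, with a difference of 0.863 on the log2 scale and an exact permutation p of 0.10, the smallest that 3 maps against 3 allow. With the replicate number as a block, taking the pairing of cdc15 and G1 maps from their numbers in the labels, the 3 paired differences ran from 0.749 to 0.999 and the exact sign-flip p was 0.25, again the smallest possible. The deviations of maps with the same number correlated with 0.81 over those 3 pairs, too few to establish that the numbers pair the samples. On raw counts, CEN12 and the left rDNA flank were taken as a pair of 50-kb bins of chromosome 12. These run from 100 to 150 kb and from 400 to 450 kb. The bin located as CEN12, from 145001 to 150000, lies at the edge of the first, so the next 50-kb bin may hold the centromere. The pair had 117.3 ± 12.7 CPM in cdc15 and 70.4 ± 0.8 in G1 (SD, n = 3). Its log2 fold change was 0.73 (standard error 0.11, adjusted p = 2.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A background taken on the left arm, 50 to 100 kb from CEN12, lowered the log2 ratio of cdc15 to cdc20 to 0.653. The paper reads this pattern as a loop that bridges the centromere and the left flank of the rDNA in anaphase.

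**Figure D6:**
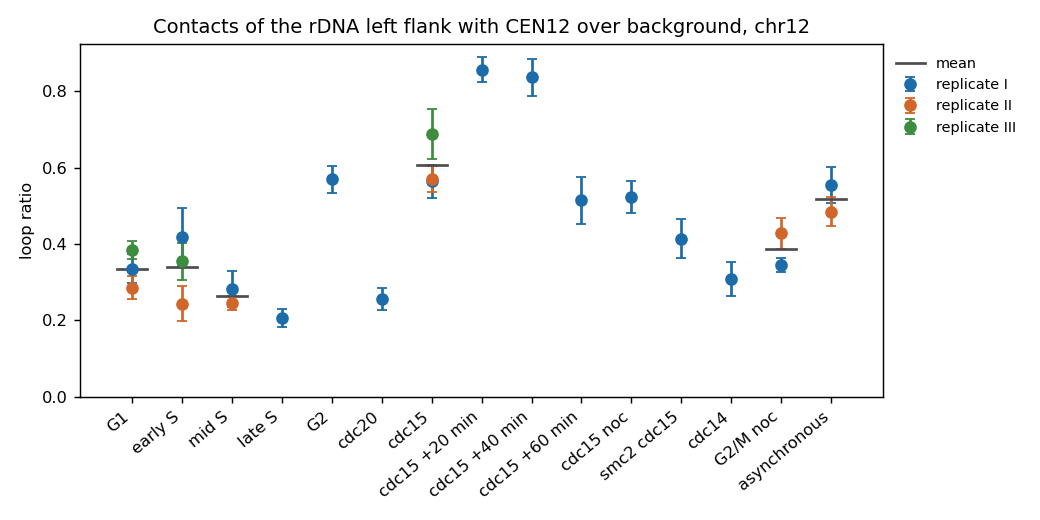
Loop ratio of chromosome 12, the mean contact of the left rDNA flank with CEN12 over its mean contact with the background 50 to 150 kb from CEN12, with a point for each map coloured by replicate, bars for the sampling SD over 10 resamples and a grey line for the mean. The cdc15 maps lie between 0.563 and 0.688 and reach 0.857 at 20 min after release, G1 averages 0.335, cdc20 lies at 0.254 and G2 at 0.569.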

Surprisingly, a peculiar loop pattern appears on chr12 in *cdc15*‐arrested cells, bridging the centromere and the centromere–proximal left flanking region of the rDNA cluster (see pink arrowheads in Fig 4F, G and H). 

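In cdc15 cells 40 min after release (18316957 contacts, no replicates), 27.8% of the normalized contacts of the region right of the rDNA fell outside that region, against 47.8% ± 4.3 in the arrest (SD, n = 3). This change, -0.779 on the log2 scale, was larger than every replicate pair (largest 0.666). SCN with Euclidean norms, which moved it most, gave -0.669. At 20 min after release the share was 31.8%. Contacts between the rDNA flanks in ‰ decreased from 0.373 ± 0.043 (SD, n = 3) to 0.082 at 20 min and 0.094 at 40 min. The loop ratio rose from 0.607 ± 0.070 (SD, n = 3) to 0.857 at 20 min and 0.836 at 40 min, with sampling SDs of 0.032 and 0.049. The rise at 40 min, 0.461 on the log2 scale, was exceeded by 1 of the 12 replicate pairs, and a background on the left arm lowered it to 0.296. From the maps the paper concludes that the right flank of the rDNA becomes isolated upon release while the loop contacts intensify.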

Upon release from the *cdc15* arrest, the telomere–proximal right flanking region of the rDNA cluster becomes strongly isolated from the rest of the genome (Fig 4F, upper right ratio; *cdc15*+40 min), while the contacts of the centromere–rDNA loop intensify (Fig 4H; *cdc15*+40 min). 

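At 60 min after release from the cdc15 arrest (16118261 contacts, no replicates), the loop ratio was 0.514 with a sampling SD of 0.062. It had been 0.836 at 40 min and 0.607 ± 0.070 in the arrest (SD, n = 3), and G1 maps averaged 0.335 ± 0.049 (SD, n = 3). Its log2 ratio of -0.240 to the arrest was equalled or exceeded by 5 of the 12 replicate pairs. It reached -0.565, larger than every pair, when the background was taken on the left arm. Contacts between the rDNA flanks in ‰ came back to 0.549. The paper concludes from its contact profiles that the loop is lost when cells re-enter interphase.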

After completion of mitosis and re‐entry in interphase (*cdc15*+60 min), the loop disappears (Fig 4H). Interestingly, this loop can be seen in asynchronous populations while it is only present in anaphase (Fig 4I). 

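The asynchronous populations, each of a different strain and instrument, had loop ratios of 0.553 and 0.484, a mean of 0.519 ± 0.049 (SD, n = 2), against 0.335 ± 0.049 in G1 (SD, n = 3). This difference of 0.632 on the log2 scale was larger than every replicate pair, though it was 0.509 with all maps thinned to the smallest depth, within the replicate noise under that setting. Among the stages outside anaphase, the ratio was 0.338 ± 0.088 in early S (SD, n = 3), 0.264 ± 0.026 in mid S (SD, n = 2), 0.206 in late S, 0.569 in G2 and 0.254 in cdc20-arrested cells (no replicates for the last 3). The sampling SD of the G2 value was 0.034. Thermosensitive cdc6 cells had 0.212 after 3 h and 0.555 after 6 h, where Table EV2 places them in a reductional anaphase, and scc1 cells 0.553 in S/G2 and 0.501 in G2 (no replicates, sampling SDs of 0.100 and 0.084 for scc1). The paper observes the loop in asynchronous cells and assigns it to the cells in anaphase.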

3D representations illustrate the dramatic reorganization of chr12 and the formation of the loop bridging centromeric region and the rDNA (Fig 4J, pink arrowheads). 

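With nocodazole added to the cdc15 arrest for 20 min, the loop ratio was 0.524 (no replicates, sampling SD 0.042), and it was 0.607 ± 0.070 in the untreated arrest (SD, n = 3). The G2/M nocodazole maps had 0.386 ± 0.059 (SD, n = 2). Between both nocodazole-treated arrests the log2 ratio of 0.441 was exceeded by 1 of the 12 replicate pairs, and a left-arm background brought it down to 0.181. The highest G1 map stood at 0.384. Because the pattern remains in treated anaphase cells, the paper reasons that microtubules are dispensable for keeping the loop.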

Microtubules are not required to maintain this loop in anaphase, since it remains present in *cdc15*‐arrested cells treated with nocodazole (Fig 4D, upper right ratio; Fig 4I and K), suggesting that the left flanking region of the rDNA is physically bound through an unknown mechanism to the centromeric regions. These results complement imaging studies showing that the rDNA exhibits a dense, line‐like shape that extends throughout the nucleus at anaphase (2.1 SD, 0.2 μm; Sullivan *et al*, 2004).

### Condensin promotes dramatic reorganization of chromosomes during anaphase

The proper condensation and segregation of the rDNA cluster requires the nucleolar release of the Cdc14 phosphatase. Cdc14 mediates a shutdown of rDNA transcription, facilitating the loading of the Smc2 condensin and hence the condensation of the cluster (Yoshida *et al*, 2002; D'Amours *et al*, 2004; Sullivan *et al*, 2004, 14; Machín *et al*, 2006; Clemente‐Blanco *et al*, 2009). In addition, topoisomerase II (Top2), which decatenates the intertwining structures that appear between SCs during replication, is also required for rDNA segregation to proceed (Sullivan *et al*, 2004; D'Ambrosio *et al*, 2008; Baxter *et al*, 2011; Leonard *et al*, 2015). 

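The mutant maps analysed here are smc2 cdc15 (depletion of the condensin subunit Smc2 in a cdc15 arrest, 13181910 contacts, NextSeq), cdc14 (20431805 contacts, HiSeq) and cdc14 30 min after release (21304428 contacts, HiSeq), each without replicates and in W303 strains. They are compared with the cdc15 arrest (n = 3, 8793586 to 21655554 contacts, NextSeq) and with cdc20 (11969952 contacts, HiSeq). Maps of top2 mutants and of smc2 cells without auxin are not in the files analysed here. Since each mutant has a single map, its differences can be judged only against the 12 replicate pairs of other conditions.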

We investigated the influence of those factors on the 3D structure of the rDNA locus during anaphase (Figs 5A and EV5; Materials and Methods).

**Figure 5:**
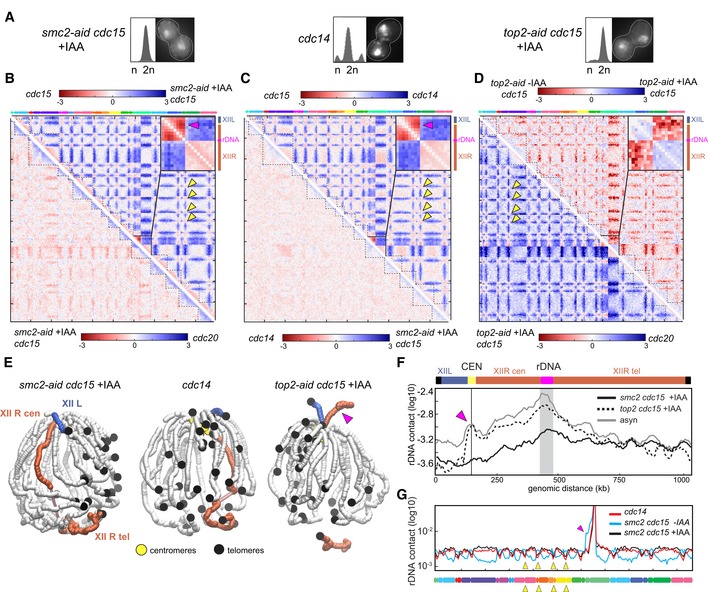
The anaphase rDNA loop is condensin‐dependent AFACS profiles and representative DAPI‐stained cells of cells blocked in anaphase, in the absence of condensin (*smc2‐aid cdc15 *+IAA and *cdc14*) or topoisomerase 2 (*top2‐aid cdc15 *+IAA).B–DLog‐ratio of contact maps. Yellow arrowheads: inter‐centromere contacts. The pink arrowheads point at the right arm anaphase loop on chr12. Insets display magnification of the chr12 ratio map. (B) Ratio map between (bottom left) *cdc20* and *smc2‐aid cdc15* cells and between (top right) cells blocked in anaphase with our without condensin depletion (*cdc15* and *smc2‐aid cdc15 *+IAA). (C) Ratio map between (bottom left) *cdc14* and *smc2‐aid cdc15 *+IAA cells and between (top right) *cdc14* and *cdc15* cells. (D) Ratio map between (bottom left) *top2‐aid cdc15* +IAA and *cdc20* cells and (top right) *top2‐aid cdc15* ‐IAA and *top2‐aid cdc15 *+IAA cells.E3D representations of the contact maps from *smc2‐aid cdc15 *+IAA‐*, cdc14*‐*,* and *top2‐aid cdc15 *+IAA‐arrested cells. The right (XIIR) and left (XIIL) arms of chr12 are highlighted in red and blue, respectively. Pink arrowhead points at the right arm anaphase loop.FDistribution of intra‐chromosomal contacts of a cen‐proximal rDNA flanking region (highlighted in gray) with the rest of chr12 in *smc2 cdc15*,* top2 cdc15*, and asynchronous (asyn) cells. Pink arrowhead points at the right arm anaphase loop.GNormalized contact frequencies between the left rDNA flanking region (50 kb) and the rest of the genome in *cdc15 smc2*‐*aid* (‐IAA) and *cdc15 smc2‐aid* (+IAA) cells. Yellow arrowheads point at a subset of centromeric positions. Pink arrowhead points at the right arm anaphase loop.

**Figure EV5:**
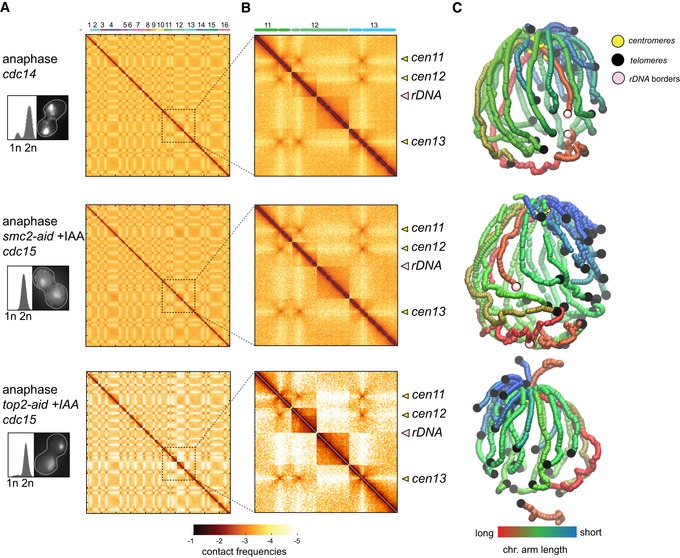
Condensin and decatenation influence on chromatin structure during mitosis A, BContact maps of cell populations arrested in anaphase, either defective with condensation (*cdc14* or *smc2‐aid cdc15 *+IAA) or depleted of topoisomerase 2 (*top2‐aid cdc15 *+IAA). The corresponding FACS profiles and representative DAPI‐stained cells are displayed on the left on the maps. x‐ and *y*‐axis represent the 16 chromosomes of the yeast genome. The same color code as in Fig EV1. Magnification panels in (B) display variations of the contact frequencies. Yellow and pink arrowheads point at centromeres and rDNA positions, respectively.C3D average representations of the Hi‐C contact maps of panel (A). The color code represents the chromosomal arm length, and centromeres, telomeres, and rDNA flanking regions are highlighted.

First, Smc2 depletion in *smc2‐aid cdc15*‐arrested strain affects anaphase genome organization by (i) reducing centromere clustering and (ii) suppressing the formation of the rDNA loop, with a resulting contact map highly similar to the *cdc20* map (Fig 5B, bottom left ratio). 

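Centromere contacts in the smc2 cdc15 map were 5.44% (no replicates, sampling SD 0.006), against 7.86% ± 0.72 in cdc15 (SD, n = 3) and 5.84% in cdc20. The log2 ratio of -0.530 to cdc15 exceeded every replicate pair (largest 0.401), and was -0.670 with regions of 50 kb. The loop ratio was 0.414 (sampling SD 0.052), against 0.607 ± 0.070 in cdc15 (SD, n = 3) and 0.254 in cdc20. This log2 ratio of -0.553 was just larger than the 0.542 of the most different pair, and thinning all maps to equal depth made it -0.754 while raising the replicate noise above it. The smc2 cdc15 map lay at a distance of 0.237 from the cdc20 map and at a mean distance of 0.217 from the cdc15 maps (0.202 to 0.244, n = 3), a ratio of 1.09 that became 1.29 without quantile normalization. The paper concludes that Smc2 depletion reduces centromere clustering, suppresses the loop and leaves a map resembling that of metaphase.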

Therefore, condensins are responsible for the observed increase in inter‐centromere contacts at anaphase compared to metaphase (Fig 4F, bottom left ratio), while they are also required for the formation of the loop bridging the centromere of chromosome 12 with the rDNA cluster (two loci enriched in condensin deposition). The *smc2 cdc15* and *cdc14* maps are strikingly similar (Fig 5C, bottom left ratio). 

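The distance between the cdc14 and smc2 cdc15 maps was 0.159, and the mean distance of cdc14 to the cdc15 maps was 0.163 (0.157 to 0.173, n = 3), a ratio of 0.98. Neither mutant has replicates. Replicate pairs of other conditions lay between 0.093 and 0.266 apart, with a median of 0.125. The ratio fell to 0.68 when quantile normalization was left out, and ranged from 0.96 to 1.01 with each cdc15 replicate left out in turn. Between these mutants, the short-/long-range contact ratio was 2.09 in cdc14 and 2.39 in smc2 cdc15, and the intra-/inter-chromosomal contact ratio 0.75 and 0.60. The paper draws from the ratio map that both mutants have nearly the same organization.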

The 3D representations of *smc2 cdc15* and *cdc14* cells (Fig 5E) and the rDNA contact plots with the rest of chr12 (Fig 5F) illustrate the loss of the rDNA loop in the absence of Smc2 and/or Cdc14. 

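The loop ratio was 0.414 in smc2 cdc15 and 0.308 in cdc14 (no replicates, sampling SDs of 0.052 and 0.044), against 0.607 ± 0.070 in the cdc15 arrest (SD, n = 3) and 0.335 ± 0.049 in G1 (SD, n = 3). On the log2 scale the differences from cdc15 were -0.553 and -0.981, and the most different of the 12 replicate pairs stood at 0.542. At 30 min after release of cdc14 the ratio was 0.341. With a background on the left arm, the cdc14 difference was -0.555, its largest shift. At equal depth it was -0.637, within the largest replicate pair of 0.890 under that setting. Contacts between the rDNA flanks in ‰ were 0.479 in smc2 cdc15 and 0.811 in cdc14, against 0.373 ± 0.043 in cdc15 (SD, n = 3). From these profiles the paper concludes that the rDNA loop is lost without Smc2 or Cdc14.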

In addition to this effect, both mutants also display the same decrease in centromere clustering compared to *cdc15* cells (Fig 5C, upper right ratio; Fig 5G), pointing at their functional relationship on the same pathway.

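Centromere contacts were 5.86% in cdc14 (sampling SD 0.008) and 5.44% in smc2 cdc15 (sampling SD 0.006), both without replicates, against 7.86% ± 0.72 in cdc15 (SD, n = 3). The log2 ratios to cdc15 were -0.424 and -0.530, and the largest replicate pair differed by 0.401. For cdc14, leaving out each cdc15 replicate in turn gave -0.497 to -0.375, partly within the replicate noise. Regions of 50 kb in place of 100 kb moved the ratios most, to -0.560 and -0.670. The value of cdc14 30 min after release was 6.25%. Since both mutants show the same decrease, the paper proposes that Smc2 and Cdc14 act in a common pathway.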

The organization of the genome was also compared in *cdc15*‐arrested cells in the presence or absence of Top2, *top2‐aid cdc15*‐arrested (Fig 5D, upper right ratio; Fig 5E and F; Materials and Methods). Top2‐depleted cells display a strong decrease in contacts between the telomere–proximal region of chr12R and the rest of the genome (including chr12L). The signal is consistent with the essential role played by Top2 in rDNA segregation, showing that the non‐segregated regions are isolated from the segregated chromosomal sets. The comparison between *top2 cdc15* and *cdc20* cells reveals an enrichment in contacts at centromeres and the persistence of the centromere–rDNA loop in the Top2 mutant (Fig 5D, bottom left ratio). These results indicate that the formation of these condensin‐dependent structures in anaphase is independent from the decatenation and/or the segregation of the rDNA cluster.

## Discussion

This study consists of an experimental and analysis framework to systematically investigate and compare chromosome folding and organization at different stages of the cell cycle. We applied Hi‐C to populations of cells synchronized at different points of the cycle, generating genome‐wide, 5‐kb‐resolution contact maps which unveil their average 3D genome organization. The global influence of cohesin, condensin, and topoisomerase 2 has been investigated in the corresponding mutants, as well as the effects of the microtubule‐depolymerizing drug nocodazole. Comparative approaches between contact maps provided a global view of the structural transitions between the different stages of the cycle, some expected, such as chromosome compaction during replication, and others that had not been described before, such as topological structures involving the rDNA cluster.

An overview of chromosome structural changes during the cell cycle can be summarized from centromere contacts, intra‐/inter‐chromosomal contact ratio, and short‐/long‐range contact ratio computed for each of the time points (Fig 6A).

**Figure 6:**
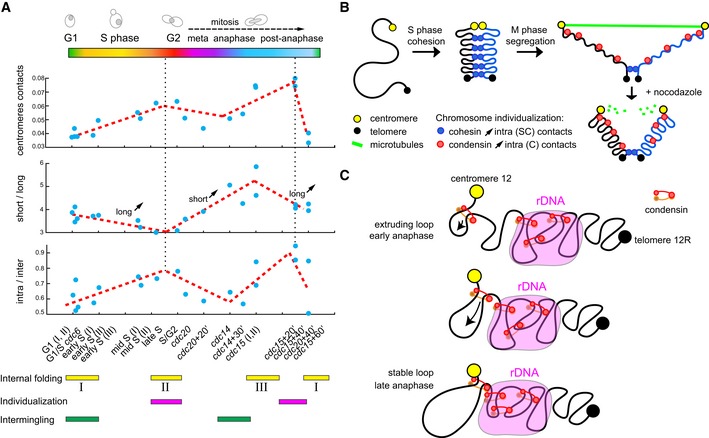
4D reorganization of the yeast genome Dynamics of centromere contacts (top panel), Short‐/long‐range contact ratio (middle panel) and intra‐/inter‐chromosomal contact ratio (bottom panel) for each of the 20 time points (blue dots; see bottom *x*‐axis) during the cell cycle. The three folding states (I, II, and III; Fig EV4) identified in the analysis are indicated under the panels, as well as interpretation with respect to individualization status.Illustration of the three chromatin folding states characteristic of each of the cell cycle phases. Establishment of sister‐chromatid (SC) cohesion during S phase increases intra‐SC long‐range contacts and leads to the individualization of the replicated chromosomes. Then during M phase, the two sisters are segregated and each chromatid (C) individualized thanks to the action combination of cohesin cleavage, condensin loading and spindle elongation. The chromosomes display a stretched internal structure, which relaxed upon destabilization of the spindle with nocodazole.Model of loop extrusion generating the condensin‐dependent loop formation between the centromere and the rDNA cluster, two regions enriched in condensin deposition. A loop formed in between the centromere and the rDNA cluster may extend until it reaches these two discrete positions, and stall because of mechanic impediment blocking further extrusion.

Centromere clustering gradually increases during the cell cycle, through the establishment of sister‐chromatid cohesion during replication, and through condensin‐dependent clustering during anaphase (Fig 6A, upper panel). 

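Over the time points of the cycle, centromere contacts averaged 4.66% ± 0.49 in G1 (SD, n = 3), 4.81% ± 0.66 in early S (SD, n = 3) and 6.01% ± 0.28 in mid S (SD, n = 2), followed by 6.94% in late S and 7.13% in G2 (no replicates). In the arrests they were 5.84% in cdc20 and 7.86% ± 0.72 in cdc15 (SD, n = 3), with 8.87%, 8.29% and 4.66% at 20, 40 and 60 min after release from cdc15. After release from cdc20 they were 5.05% at 20 min and 3.94% at 40 min (no replicates). The step from G1 to G2, 0.612 on the log2 scale, and that from cdc20 to cdc15, 0.429, were each larger than every replicate pair (largest 0.401). Of the alternatives, regions of 50 kb moved both most, to 0.787 and 0.593. Depletion of Scc1 gave 5.30% in G2, and depletion of Smc2 gave 5.44% in the cdc15 arrest. The paper concludes that clustering rises gradually along the cycle, with cohesion in replication and then with condensin in anaphase.

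**Figure D7:**
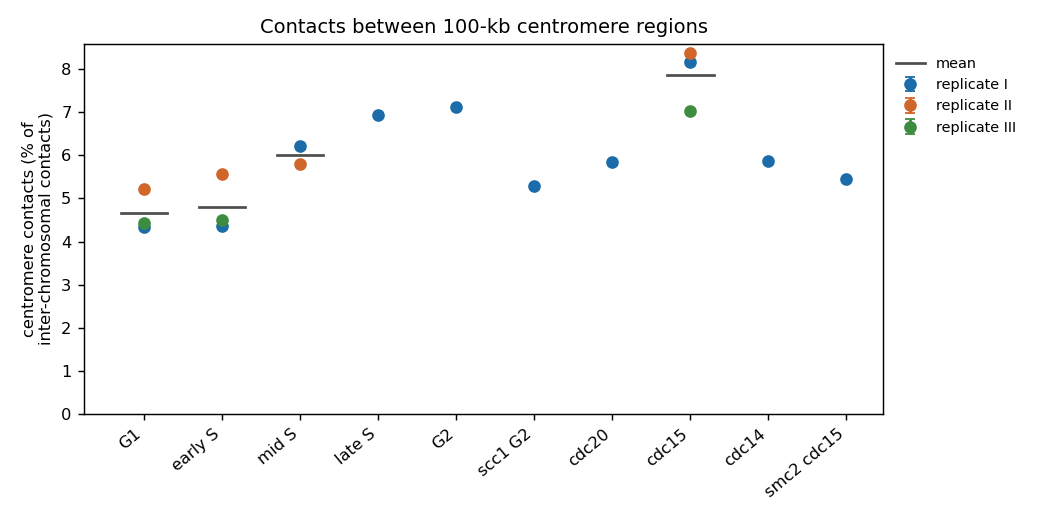
Contacts between 100-kb centromere regions as a percentage of inter-chromosomal contacts, with a point for each map coloured by replicate, bars for the sampling SD (smaller than the points) and a grey line for the mean. Values rise from 4.66% in G1 to 7.13% in G2, lie at 5.84% in cdc20 and average 7.86% in cdc15.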

A potential consequence of this increased clustering in anaphase could be the generation of a stronger polymer brush, that is, the mechanical phenomenon that leads to the self‐organization of a polymer tethered to a surface into stretched, non‐intermingling structure (de Gennes, 1987). Interestingly, the strengthening of the polymer brush organization could consequently contribute to chromosome individualization during anaphase. The intra‐/inter‐chromosomal contact variations reflect the successive phases of chromosome individualization and intermingling, with individualization taking place during replication (cohesin‐dependent) and during anaphase (spindle‐dependent; Fig 6A, bottom panel). 

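The intra-/inter-chromosomal contact ratio was 0.674 ± 0.112 in G1 (SD, n = 3), 0.632 ± 0.064 in early S (SD, n = 3), 0.755 ± 0.030 in mid S (SD, n = 2), 0.744 in late S and 0.818 in G2 (no replicates). In metaphase cdc20 cells it was 0.677, and 0.657 and 0.580 at 20 and 40 min after their release (no replicates). In the cdc15 arrest it was 0.840 ± 0.106 (SD, n = 3), with 0.906, 1.005 and 0.919 at 20, 40 and 60 min after release (no replicates). The rise from the G1 group to the S/G2 group of Fig 6A, with an exact permutation p of 0.14 over 6 and 4 time points, moved most when only the NextSeq maps were used, from 0.162 to 0.091 on the log2 scale. Treatment of the cdc15 arrest with nocodazole gave 0.787, within the replicate noise, and scc1 G2 cells had 0.627. The paper interprets these variations as individualization of chromosomes in replication and again in anaphase, dependent on cohesin and on the spindle.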

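Over the 20 time points of Fig 6A, the intra-/inter-chromosomal contact ratio and centromere contacts correlated with a Pearson's r of 0.69 (permutation p = 9.6e-04, Benjamini-Hochberg 0.0038) and a Spearman's rho of 0.61 (permutation p = 0.0051, Benjamini-Hochberg 0.010), adjusted over the 4 p-values of the 2 relations computed across samples. Without the 2 maps farthest from the median of centromere contacts (cdc15 II and cdc15 20 min after release), r was 0.70 (permutation p = 0.0013). Within the 13 NextSeq maps r was 0.56 (permutation p = 0.046) and rho 0.41 (permutation p = 0.16), and within the 7 HiSeq maps r was 0.63 (exact permutation p = 0.14). By background, r was 0.62 in the 11 W303 maps (permutation p = 0.046) and 0.80 in the 9 maps of strains derived from S288C (exact permutation p = 0.011). Spearman's rho was 0.43 in the HiSeq maps (exact permutation p = 0.35) and 0.43 in the W303 maps (permutation p = 0.19). It was 0.77 in the S288C-derived maps (exact permutation p = 0.021). The relation keeps its sign within each of these groups, and r is lowest within the NextSeq maps, the setting that moved r most. By rho, it did not meet the threshold within the NextSeq, HiSeq or W303 maps. Both measures are divided by the inter-chromosomal contacts, so a change in these alone moves both the same way. Grouping maps by instrument or background does not remove this. Centromere contacts were highest at 8.87% in cdc15 20 min after release, and the contact ratio at 1.005 in cdc15 40 min after release (no replicates). The paper concludes from the correlation that chromosome individualization and centromere clustering go together and peak at the exit from anaphase.

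**Figure D8:**
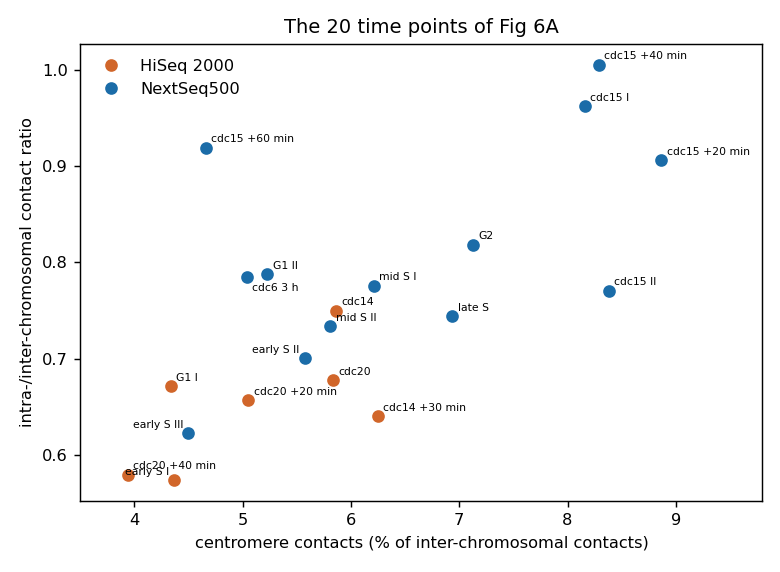
Intra-/inter-chromosomal contact ratio against centromere contacts (percentage of inter-chromosomal contacts) for the 20 time points of Fig 6A, with a point for each map coloured by sequencing instrument. The contact ratio rises with centromere contacts (r = 0.69), the highest ratio being 1.005 in cdc15 40 min after release, and cdc15 60 min after release lies apart with 0.919 at 4.66%.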

The intra‐/inter‐chromosomal contact ratio correlates strongly with centromere clustering (c = 0.72, *p* = 10^−4^), with both ratios peaking during anaphase exit.

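The short-/long-range contact ratio, with a limit of 30 kb, was 1.29 ± 0.21 in G1 (SD, n = 3), 1.31 ± 0.06 in early S (SD, n = 3), 1.27 ± 0.07 in mid S (SD, n = 2), 1.07 in late S, 1.05 in G2 (no replicates) and 1.95 ± 0.42 in the cdc15 arrest (SD, n = 3). The cdc14 arrest had 2.09 and its release 1.67 after 30 min, while cdc20 had 1.26 (no replicates). Between cdc15 and G2 the log2 ratio of 0.893 was larger than every replicate pair (largest 0.579), and fell to 0.770 without the diagonal. G1 III, at 1.06, had nearly the value of G2. The paper distinguishes on this measure the folding states of G1, G2 and anaphase.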

Short‐/long‐range contact ratio recapitulates the three different internal folding (I, II, and III) states of chromosomes (G1, G2, and anaphase; Fig 6B, middle panel). These three states can be determined based on a quantitative analysis of the significance of changes between *P*(*s*) curves obtained using several replicates in different phases of the cycle (Fig 7). 

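The log2 ratio of contacts above 20 kb to contacts under 10 kb was 0.945 ± 0.264 in G1, 0.974 ± 0.057 in early S, 1.206 ± 0.184 in mid and late S and 0.398 ± 0.351 in cdc15 (SD, n = 3 maps in each group). The cdc15 maps come from a W303 strain and the other groups from S288C-derived strains, so strain and stage are not separated. All cdc15 maps lay below all mid and late S maps and below all G1 maps, with differences of -0.807 and -0.546 and an exact permutation p of 0.10 for each, the smallest that 3 maps against 3 allow. Between mid and late S and G1 the difference of 0.261 gave an exact permutation p of 0.30. Counting contacts within a bin as short-range moved the differences to -0.990, -0.619 and 0.371, and leaving out single replicates also shifted them, to -0.610 and -0.349 without cdc15 I and to 0.401 without G1 III. With the replicate number as a block, the paired differences of cdc15 and G1 ran from -0.908 to -0.184 and the exact sign-flip p was 0.25, the smallest possible with 3 pairs. The pairing is taken from the replicate numbers in the labels, and the deviations of maps sharing a number correlated with 0.34 over the 3 pairs.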

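The raw counts of 27261 pairs of 50-kb bins were tested between the same groups (n = 3 each) with edgeR's quasi-likelihood test, TMM normalization and a Benjamini-Hochberg adjusted p threshold of 0.05. In both contrasts of cdc15, strain background changes together with the stage. From mid and late S to cdc15, 4044 pairs rose and 4230 fell. From G1 to cdc15, 8068 rose and 8567 fell, but 4990 rose and 9926 fell with scaling by library size alone. With the replicate number as a block, paired as in the labels, 8106 rose and 8936 fell. The deviations of same-numbered maps correlated with 0.34 for the P(s) ratio and 0.81 for the loop ratio over 3 pairs, so the pairing remains an assumption. The largest rise from mid and late S to cdc15 was in the pair taken for CEN12 and the left rDNA flank (100 to 150 kb and 400 to 450 kb of chromosome 12). It went from 33.3 ± 5.4 to 112.8 ± 12.2 CPM (SD, n = 3), a log2 fold change of 1.77 (standard error 0.12, adjusted p = 1.1e-13 from edgeR). The next bin, from 150 to 200 kb, borders the bin located as CEN12 and may hold the centromere. With the same flank it had a log2 fold change of 1.70 (standard error 0.13, adjusted p = 4.9e-13 from edgeR). Contacts of that left flank with the right flank (500 to 550 kb) fell, with a log2 fold change of -1.60 (standard error 0.12, adjusted p = 4.9e-13 from edgeR). The pair taken for CEN12 and the left flank had itself fallen from G1 to mid and late S. Its log2 fold change there was -1.06 (standard error 0.09, adjusted p = 5.3e-11 from edgeR), and from G1 to cdc15 it was 0.73. From G1 to cdc15, the largest rise joined the bin from 150 to 200 kb of chromosome 1 with that from 600 to 650 kb of chromosome 14, with a log2 fold change of 1.46 (standard error 0.13, adjusted p = 2.7e-07 from edgeR). DESeq2 gave 5632 changed pairs in place of 8274 for cdc15 against mid and late S, and the NextSeq maps alone gave 13266 in place of 16635 for cdc15 against G1. The paper concludes from the significance of differences between replicated curves that chromosomes pass through 3 folding states.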

During replication, cohesins mediate the compaction of chromosomes from state I to II. The chromosomes are then stretched by the mitotic apparatus during anaphase (state III) before returning to state I in G1. The mechanical constraint imposed by the anaphase spindle appears responsible for the state III stretching, as a nocodazole treatment results in relaxation of chromosomes, which switch back to state II. Imaging of the two sets of segregated chromosome during nocodazole treatment supports this spring relaxation effect, with the two masses being brought back together upon the depolymerization of microtubules. The nature of the mechanical constraints remains unknown, but it is tempting, in light of our observation of chr12 behavior (below), to propose a role for condensins in actively promoting this movement. In this scenario, condensins could favor the segregation of sister chromatids by pulling the chromosomes toward the centromere cluster. As a result, the loss of microtubule and tethering to the SPB may lead cohesin to actively pull back the segregated region together. We anticipate that whether condensins play an active role in the segregation of chromosomes in addition to the pulling force imposed by the microtubule spindle will be thoroughly investigated in the years to come.

**Figure 7:**
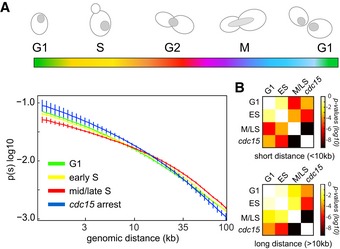
Variation in *P*(*s*) for different phase of the cell cycle *P*(*s*) for four different time points along the cycle. Each curve represents the average between three replicates with error bars corresponding to the standard deviation.To assess the statistical significance of the differences between short (resp. long)‐range contacts between these three time points, we computed a *P*‐value for each pairwise comparison between two time points using Wilcoxon signed‐rank test. The two distributions to compared were built by aggregating all the data points below (resp. above) 10 kb for the three replicates for each time point.

In addition, we also show that the two main regions of condensin deposition*, that is,* the centromeres and the rDNA locus, are bridged during anaphase through a condensin‐dependent mechanism resulting in a loop‐like structure on the right arm of chromosome 12. Whether this structure is systematically found in all cells, or only in a subset of the population, remains to be determined through single‐cell imaging approaches such as FISH analysis. Although the precise mechanisms of formation remain unknown as well as its functional importance, we show that the setting up of the loop depends on condensin. Several mechanisms can be envisioned for the generation of this loop. One possibility is that starting from regions with a high condensin density, an active mechanism such as DNA extrusion through the action of condensins would pull the centromere and the rDNA cluster together (Fig 6C). Condensin depletion (leading to disruption of the loop) is associated with segregation defects. Overall, this structure therefore appears to *de facto* play a role in the segregation of the rDNA cluster, potentially through the application of a force that would drag the rDNA region to the centromere cluster before the completion of anaphase. A consequence of this model, would be that a similar loop extrusion mechanism could facilitate the segregation of other chromosomes as well. In this case, one or more loops could actively facilitate the segregation of large regions of chromosomes toward the tethered centromeres, down the telomeric regions. Chromosome 12, in this scenario, would appear as an exception with the large rDNA cluster generating a physical barrier in the middle of the right arm that is not present in other chromosomes. More experiments are nevertheless needed to investigate this proposed role. Yeast chromosome 12 could therefore prove a convenient model to study the action of loop extrusion mechanism (Alipour & Marko, 2012).

The importance of the rDNA loop remains to be further characterized as well as its similarity with loops found in other eukaryotic species. Overall, our exhaustive dataset opens new avenues for the comprehensive analysis of the 3D chromosome choreography during replication and segregation and brings to light new perspectives regarding these fundamental processes.

## Materials and Methods

### Media and culture conditions

All strains were grown in rich medium (YPD: 1% bacto peptone (Difco), 1% bacto yeast extract (Difco), and 2% glucose), except for YKL051 (*MET3‐HA‐CDC20*) that was grown in synthetic complete medium deprived of methionine (SC: 0.67% yeast nitrogen base without amino acids (Difco), supplemented with a mix of amino acids, uracil and adenine, and 2% glucose). Cells were grown at either 30°C or 23–25°C (the later temperature corresponding to the permissive temperature of the conditional thermosensitive mutations *cdc6‐1*,* cdc14‐3*, and *cdc15‐2*; see below for details). Dataset corresponding to the quiescent state (G0) comes from already published data by Guidi *et al* (2015) and was obtained by carbon source exhaustion. All strains are described in Table EV1.

### Elutriation (recovery of G1 cells)

To recover G1 daughter cells, the exponentially growing cultures were elutriated—a physical method of synchronization, used to separate cells according to their density and sedimentation velocity (see Appendix Supplementary Methods; Marbouty *et al*, 2014). The G1 daughter cells recovered through elutriation were suspended in fresh YPD at 30°C for 30 min, so they could recover from the elutriation procedure (i.e., stay in PBS). To minimize the potential variability introduced by the age heterogeneity of the bulk population, G1 daughter cells were used as starting point for all cell cycle synchrony and in combination with genetic and chemical synchronization methods (see below).

### Release into S phase

G1 elutriated cells were released into S phase to analyze genome conformation during this stage. 2 × 10^9^ G1 cells—originating from the same elutriated fraction to minimize heterogeneity in replication initiation—were inoculated into 150 ml YPD at 25°C (to slow down replication fork progression). Upon release, the synchronized cultures were sampled every 5 min and the cells analyzed through FACS, revealing an approximate lag of 130 min before replication restart. Therefore, aliquots were cross‐linked and processed into Hi‐C libraries at 135, 140, 145, 150, 155, 160, and 165 min. The progression of each fraction throughout the S phase (from G1 to G2) was monitored with flow cytometry.

### Synchronization through thermosensitive mutations

Synchronizations using thermosensitive (ts) *cdc* strains (Hartwell *et al*, 1973) were all performed starting from elutriated G1 daughter cells growing in non‐permissive temperature conditions designed to arrest the progression of the cycle at specific phases. See Appendix Supplementary Methods for details of synchronization procedures of strains YKL052 (*cdc14‐3*), YKL053 (*cdc15‐2*), and YKL054 (*cdc6‐1*).

### Synchronization through chemical compounds

Chemical synchronization was also performed on elutriated G1 daughter cells.

Synchronization at the G2/M transition was achieved by restarting G1 cells (strain YKL050) in YPD at 30°C for 1 h, followed by the addition of nocodazole (Calbiochem; 15 μg/ml) and incubation for another 2 h at 30°C. Cells arrested in G2/M with nocodazole were either processed into Hi‐C libraries, or washed and inoculated in fresh YPD medium at 30°C. The washing of nocodazole allowed G2/M synchronized cells to proceed into M phase (cells sampled after 20, 45, 60 and 90 min were processed into Hi‐C libraries).

To investigate the constraints imposed by the spindle during anaphase, elutriated YKL053 cells were elutriated and the recovered G1 daughter cells processed and blocked into anaphase using the *cdc15‐2* thermosensitive mutation. A sample of the population was then incubated with nocodazole (15 μg/ml) for 20 min. A sample was released at permissive temperature in the presence of nocodazole for 20 min. Finally, a sample was released at the permissive temperature for 20 min before being incubated with nocodazole for 20 min.

For synchronization in metaphase, a system allowing induced depletion of *cdc20* was used (MET3‐HA‐CDC20; strain YKL051). Elutriated G1 daughter cells were restarted in YPD complemented with 50 μg/ml methionine for 5 h at 30°C. Cells arrested in metaphase were split into different aliquots. One sample was immediately processed into a Hi‐C library, while two others were washed, suspended in SC medium without methionine, and processed into Hi‐C after 20 and 40 min.

To investigate the influence of SMC on chromosome organization, strains carrying auxin‐inducible degron (*aid*) versions of Scc1 (strain YKL055) and Smc2 (YKL056) proteins were processed into Hi‐C libraries. The degradation of these proteins is induced when auxin (IAA) is added to the medium at a final concentration of 2 mM. Both asynchronous populations of strains YKL055 and YKL056 were elutriated in the absence of IAA. G1 daughter cells were incubated in YPD supplemented with IAA at 30°C. A sample of the YKL055 population (*scc1‐aid*) was processed into a Hi‐C library in late S/G2 (see Release into S phase). For the YKL056 population (*smc2‐aid*), the cells were arrested in late anaphase using the *cdc15‐2* mutation also present in the genome of this strain, before being processed into a Hi‐C library.

To study the influence of topoisomerase II‐mediated decatenation on chromosome organization, we used a strain (YKL057) in which *TOP2* gene is tagged by *aid* (*top2‐aid*) and that also carries the *cdc15‐2* mutation. An asynchronous exponentially growing culture of YKL057 cells was split into two fractions incubated for 3 h at the non‐permissive temperature of 37°C in either the presence or absence of IAA (20 mM). The synchrony of each time point was monitored with flow cytometry and microscopy, and the cells were processed by Hi‐C.

### Flow cytometry

About 5 × 10^6^ cells were fixed in ethanol 70% and stored at 4°C overnight. Cells were then pelleted, washed, and incubated in sodium citrate 50 mM (pH 7.4) complemented with RNase A (10 mg/ml; Roche) for 2 h at 37°C. Next, Sytox green (2 μM in sodium citrate 50 mM; ThermoFisher) was added and cells incubated for 1 h at 4°C. Flow cytometry was performed on a MACSQuant Analyzer (Miltenyi Biotec), and data were analyzed using FlowJo X 10.0.7 software (Tree Star).

### Microscopy

Fractions of cells fixed in ethanol 70% and stored at 4°C overnight were pelleted and washed three times for 5 min in 1× PBS. Cells were permeabilized by immersion in 0.2% Triton X‐100 (Biosolve) for 5 min. To remove the Triton, cells were pelleted and washed three times in 1× PBS. The liquid was aspirated and cells were suspended in DAPI labeling solution (2 μg/ml in 1× PBS) for 10 min at room temperature. Before imaging acquisition, the labeling solution was aspirated and the cells were washed three times for 5 min in 1× PBS. Cells were imaged at 350 nm excitation wavelength with Nikon fluorescence microscope (Camera Andor Neo sCMOS, software Andor IQ2 2.7.1, LED Lumencor Spectra X).

### Hi‐C libraries

Hi‐C libraries were generated using the four‐cutter enzyme DpnII through a protocol adapted from Belton *et al* (2012). The protocol is detailed in Appendix Supplementary Methods. The resulting libraries were used as template for the Illumina amplification by PE‐PCR primers and paired‐end‐sequenced on the NextSeq 500 or HiSeq 2000 Illumina platform (2 × 75 or 2 × 150 bp kits; see Table EV2 for details).

### Generation and normalization of contact maps

Raw Hi‐C data were processed as follows. PCR duplicates were removed using the 6 Ns present on each of the custom‐made adapter and the 2 trimmed Ns. Paired‐end reads were mapped independently using Bowtie 2.1.0 (mode: –very‐sensitive –rdg 500,3 –rfg 500,3) against the *S. cerevisiae* reference genome (S288C). An iterative alignment, with an increasing truncation length of 20 bp, was used to maximize the yield of valid Hi‐C reads (mapping quality > 30). Only uniquely mapped reads were retained. On the basis of their DpnII restriction fragment assignment and orientation, reads were classified as either valid Hi‐C products or unwanted events to be filtered out (i.e., loops and non‐digested fragments; for details, see Cournac *et al*, 2012, 2016). To generate contact matrices for all time points along the cycle, filtered Hi‐C reads were binned into units of single restriction fragments, and then, successive fragments were assigned to fixed size bins of either 5 or 50 kb. Bins that exhibited a high contact frequency variance (< 1.5 Standard Deviation or 1.5–2 SD. from the mean) were filtered out for all maps to allow pairwise comparison of the data. On average, around 15 million of valid reads were used to build each contact map. To remove potential biases resulting from the uneven distribution of restriction sites and variation in GC content and mappability, the contact maps were normalized using the sequential component normalization (SCN) procedure (Cournac *et al*, 2012).

### Similarity between contact maps

To assess the similarity between normalized matrices, these were binned at 50 kb and quantile‐normalized (Hicks & Irizarry, 2015). We then measured their similarity by computing the Euclidean distance between them. In order to visualize similarities between sets of matrices, we did a principal component analysis (PCA) of the pairwise distance matrix between samples.

### Contact probability within increasing genomic distance

Polymers display a decrease in contact probability, *P*(s), as a function of the genomic distance, *s*. The degree of decay of *P*(*s*) was often interpreted as informative of the polymer state. To compute the intra‐chromosomal *P*(*s*) plots, pair of reads aligned in intra‐chromosomal positions were partitioned by chromosome arms. Reads oriented toward different directions or separated by < 1.5 kb were discarded to filter for self‐circularizing events. For each chromosome, read pairs were log‐binned in function of their genomic distance *s* (in kb), according to the following formula:

bin=[log1.1(s)]

The *P*(*s*) plot is the histogram computed on the sum of read pairs for each bin. This sum is weighted by the bin size 1.1^(1+*bin*)^ (because of the log‐binning), as well as the difference between the length of the chromosome and the genomic distance *s*. The difference acts as a proxy for the number of possible events.

### 4C‐like interaction plots

To obtain the 4C‐like intra‐ and inter‐chromosomal contact profiles for rDNA and centromeres, adjacent bins were indexed on the respective chromosomes. The resulting indexed and filtered matrices at either 5‐ or 50‐kb bin were normalized using SCN (see Generation and normalization of contact maps). The profiles for the selected bins were plotted and compared using Matlab (no smoothing was applied).

### Computation of the replication profile from Hi‐C data

The replication profile was computed from the raw 5‐kb‐binned contact maps. Firstly, G1 replicates were averaged and the sum of contact over each 5‐kb bin was computed. The same computation was repeated for datasets obtained from cells released into S phase. To obtain the replication timing, we computed the ratio of these two signals and smoothed this ratio using a running‐average window of six bins.

### 3D representation of contact maps

The 3D representations of the contact maps were generated using ShRec3D (Lesne *et al*, 2014) on the normalized contact maps, filtered for low‐signal bins. First, the algorithm computes the distance matrix from the contact map, by assuming that distances are inversely proportional to the normalized contact counts. A shortest path algorithm is then used to insure that the distance matrix satisfies the triangular inequality. Finally, we used Sammon mapping to recover the optimal 3D coordinates from the distance matrix (Morlot *et al*, 2016). All the 3D structures presented here were rendered using VMD (Humphrey *et al*, 1996). Besides the cautiousness regarding the interpretation of 3D structure we mention in the main text, we also underline that the 3D structures are not used to compare datasets: All computational analyses are performed using the contact map data.

### Comparison of centromeres, intra‐/inter‐, and short‐/long‐range contacts between datasets

To compare contacts between centromeric regions, the sum of normalized inter‐chromosomal contacts between 100‐kb regions centered on centromeres was computed and divided by the total number of normalized inter‐chromosomal contacts between all chromosomes. To compare short‐ versus long‐range contacts, a ratio of intra contacts was computed as follows. The number of intra contacts involving fragments positioned < 30 kb apart was divided by the number of intra contacts involving fragments positioned more than 30 kb apart, for all chromosomes. For intra‐ versus inter‐chromosomal contacts, the total number of normalized intra*‐*chromosomal contacts was divided by the sum of normalized inter‐chromosomal contacts.

### Quantification of variability between replicates

To assess for the contribution of experimental variability to the variations in contacts between different conditions, we proceeded as follows. Density histograms displaying the distribution of the log2 contact ratio of all elements of Hi‐C matrices (50‐kb bins) between pairs of biological and experimental replicates (3×G1, 2×G2, 3×M) were computed and compared to similar histograms computed from pairs of Hi‐C matrix obtained in different experimental conditions (see Appendix Fig S2).

An estimation of the replicate variability at the centromeres was obtained by plotting the boxplots representing the distribution of the log2 contact ratios between pairs of biological and experimental replicates only of the bins encompassing the centromeres (50‐kb bins; see mask; Appendix Figs S3 and S4). The same computation was performed on pairs of matrices obtained in different conditions to estimate the statistical significance of the variations. All replicates were taken into account. *P*‐values were obtained by the Wilcoxon signed‐rank test.

## Author contributions

LL‐S and RK designed research. LL‐S performed the experiments, with contributions from GM, AT, and HM. TMG generated the smc2‐aid mutant. VFS and JM analyzed the data, with contributions from LL‐S. LL‐S, JM, and RK interpreted the data and wrote the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Review Process File Click here for additional data file.

## References

[embj201797342-bib-0001] Alipour E , Marko JF (2012) Self‐organization of domain structures by DNA‐loop‐extruding enzymes. Nucleic Acids Res 40: 11202–11212 2307419110.1093/nar/gks925PMC3526278

[embj201797342-bib-0002] Aragon L , Martinez‐Perez E , Merkenschlager M (2013) Condensin, cohesin and the control of chromatin states. Curr Opin Genet Dev 23: 204–211 2331284210.1016/j.gde.2012.11.004

[embj201797342-bib-0003] Baxter J , Sen N , Martínez VL , Carandini MEMD , Schvartzman JB , Diffley JFX , Aragón L (2011) Positive supercoiling of mitotic DNA drives decatenation by topoisomerase II in eukaryotes. Science 331: 1328–1332 2139354510.1126/science.1201538

[embj201797342-bib-0004] Belton J‐M , McCord RP , Gibcus JH , Naumova N , Zhan Y , Dekker J (2012) Hi–C: a comprehensive technique to capture the conformation of genomes. Methods 58: 268–276 2265262510.1016/j.ymeth.2012.05.001PMC3874846

[embj201797342-bib-0005] Blat Y , Kleckner N (1999) Cohesins bind to preferential sites along yeast chromosome III, with differential regulation along arms versus the centric region. Cell 98: 249–259 1042803610.1016/s0092-8674(00)81019-3

[embj201797342-bib-0006] Brewer BJ , Fangman WL (1987) The localization of replication origins on ARS plasmids in *Saccharomyces cerevisiae* . Cell 51: 463–471 282225710.1016/0092-8674(87)90642-8

[embj201797342-bib-0007] Burgess SM , Kleckner N (1999) Collisions between yeast chromosomal loci *in vivo* are governed by three layers of organization. Genes Dev 13: 1871–1883 1042163810.1101/gad.13.14.1871PMC316882

[embj201797342-bib-0008] Clemente‐Blanco A , Mayán‐Santos M , Schneider DA , Machín F , Jarmuz A , Tschochner H , Aragón L (2009) Cdc14 inhibits transcription by RNA polymerase I during anaphase. Nature 458: 219–222 1915867810.1038/nature07652PMC4445138

[embj201797342-bib-0009] Cournac A , Marie‐Nelly H , Marbouty M , Koszul R , Mozziconacci J (2012) Normalization of a chromosomal contact map. BMC Genom 13: 436 10.1186/1471-2164-13-436PMC353461522935139

[embj201797342-bib-0010] Cournac A , Marbouty M , Mozziconacci J , Koszul R (2016) Generation and analysis of chromosomal contact maps of yeast species In Yeast functional genomics, DevauxF (ed) Methods in Molecular Biology, Vol 1361, pp 227–245. New York: Humana Press Available at: https://doi.org/10.1007/978-1-4939-3079-1_13 10.1007/978-1-4939-3079-1_1326483025

[embj201797342-bib-0011] D'Ambrosio C , Kelly G , Shirahige K , Uhlmann F (2008) Condensin‐dependent rDNA decatenation introduces a temporal pattern to chromosome segregation. Curr Biol 18: 1084–1089 1863535210.1016/j.cub.2008.06.058

[embj201797342-bib-0012] D'Amours D , Stegmeier F , Amon A (2004) Cdc14 and condensin control the dissolution of cohesin‐independent chromosome linkages at repeated DNA. Cell 117: 455–469 1513793910.1016/s0092-8674(04)00413-1

[embj201797342-bib-0013] Daoud M , Cotton JP (1982) Star shaped polymers: a model for the conformation and its concentration dependence. J Phys 43: 531–538

[embj201797342-bib-0014] Dekker J , Rippe K , Dekker M , Kleckner N (2002) Capturing chromosome conformation. Science 295: 1306–1311 1184734510.1126/science.1067799

[embj201797342-bib-0015] Dekker J , Mirny L (2016) The 3D genome as moderator of chromosomal communication. Cell 164: 1110–1121 2696727910.1016/j.cell.2016.02.007PMC4788811

[embj201797342-bib-0016] Duan Z , Andronescu M , Schutz K , Mcllwain S , Kim YJ , Lee C , Shendure J , Fields S , Blau CA , Noble WS (2010) A three‐dimensional model of the yeast genome. Nature 465: 363–367 2043645710.1038/nature08973PMC2874121

[embj201797342-bib-0017] Eser U , Chandler‐Brown D , Ay F , Straight AF , Duan Z , Noble WS , Skotheim JM (2017) Form and function of topologically associating genomic domains in budding yeast. Proc Natl Acad Sci USA 114: E3061–E3070 2834822210.1073/pnas.1612256114PMC5393236

[embj201797342-bib-0018] de Gennes PG (1987) Polymers at an interface; a simplified view. Adv Colloid Interface Sci 27: 189–209

[embj201797342-bib-0019] Glynn EF , Megee PC , Yu H‐G , Mistrot C , Unal E , Koshland DE , DeRisi JL , Gerton JL (2004) Genome‐wide mapping of the cohesin complex in the yeast *Saccharomyces cerevisiae* . PLoS Biol 2: e259 1530904810.1371/journal.pbio.0020259PMC490026

[embj201797342-bib-0020] Guacci V , Hogan E , Koshland D (1994) Chromosome condensation and sister chromatid pairing in budding yeast. J Cell Biol 125: 517–530 817587810.1083/jcb.125.3.517PMC2120001

[embj201797342-bib-0021] Guidi M , Ruault M , Marbouty M , Loïodice I , Cournac A , Billaudeau C , Hocher A , Mozziconacci J , Koszul R , Taddei A (2015) Spatial reorganization of telomeres in long‐lived quiescent cells. Genome Biol 16: 206 2639922910.1186/s13059-015-0766-2PMC4581094

[embj201797342-bib-0022] Guillou E , Ibarra A , Coulon V , Casado‐Vela J , Rico D , Casal I , Schwob E , Losada A , Méndez J (2010) Cohesin organizes chromatin loops at DNA replication factories. Genes Dev 24: 2812–2822 2115982110.1101/gad.608210PMC3003199

[embj201797342-bib-0023] Hartwell LH , Mortimer RK , Culotti J , Culotti M (1973) Genetic control of the cell division cycle in yeast: V. Genetic analysis of cdc mutants. Genetics 74: 267–286 1724861710.1093/genetics/74.2.267PMC1212945

[embj201797342-bib-0024] Hicks SC , Irizarry RA (2015) Quantro: a data‐driven approach to guide the choice of an appropriate normalization method. Genome Biol 16: 117 2604046010.1186/s13059-015-0679-0PMC4495646

[embj201797342-bib-0025] Hirano T (2012) Condensins: universal organizers of chromosomes with diverse functions. Genes Dev 26: 1659–1678 2285582910.1101/gad.194746.112PMC3418584

[embj201797342-bib-0026] Hsieh T‐HS , Weiner A , Lajoie B , Dekker J , Friedman N , Rando OJ (2015) Mapping nucleosome resolution chromosome folding in yeast by micro‐C. Cell 162: 108–119 2611934210.1016/j.cell.2015.05.048PMC4509605

[embj201797342-bib-0027] Hug CB , Grimaldi AG , Kruse K , Vaquerizas JM (2017) Chromatin architecture emerges during zygotic genome activation independent of transcription. Cell 169: 216–228.e192838840710.1016/j.cell.2017.03.024

[embj201797342-bib-0028] Humphrey W , Dalke A , Schulten K (1996) VMD: visual molecular dynamics. J Mol Graph 14: 33–38, 27–28874457010.1016/0263-7855(96)00018-5

[embj201797342-bib-0029] Jacobs CW , Adams AE , Szaniszlo PJ , Pringle JR (1988) Functions of microtubules in the *Saccharomyces cerevisiae* cell cycle. J Cell Biol 107: 1409–1426 304962010.1083/jcb.107.4.1409PMC2115239

[embj201797342-bib-0030] Kim K‐D , Tanizawa H , Iwasaki O , Noma K (2016) Transcription factors mediate condensin recruitment and global chromosomal organization in fission yeast. Nat Genet 48: 1242–1252 2754831310.1038/ng.3647PMC5042855

[embj201797342-bib-0031] Kitamura E , Blow JJ , Tanaka TU (2006) Live‐cell imaging reveals replication of individual replicons in eukaryotic replication factories. Cell 125: 1297–1308 1681471610.1016/j.cell.2006.04.041PMC3019746

[embj201797342-bib-0032] Knott SRV , Peace JM , Ostrow AZ , Gan Y , Rex AE , Viggiani CJ , Tavaré S , Aparicio OM (2012) Forkhead transcription factors establish origin timing and long‐range clustering in *Saccharomyces cerevisiae* . Cell 148: 99–111 2226540510.1016/j.cell.2011.12.012PMC3266545

[embj201797342-bib-0033] Leonard J , Sen N , Torres R , Sutani T , Jarmuz A , Shirahige K , Aragón L (2015) Condensin relocalization from centromeres to chromosome arms promotes Top2 recruitment during anaphase. Cell Rep 13: 2336–2344 2668662410.1016/j.celrep.2015.11.041PMC4695335

[embj201797342-bib-0034] Lesne A , Riposo J , Roger P , Cournac A , Mozziconacci J (2014) 3D genome reconstruction from chromosomal contacts. Nat Methods 11: 1141–1143 2524043610.1038/nmeth.3104

[embj201797342-bib-0035] Lieberman‐Aiden E , van Berkum NL , Williams L , Imakaev M , Ragoczy T , Telling A , Amit I , Lajoie BR , Sabo PJ , Dorschner MO , Sandstrom R , Bernstein B , Bender MA , Groudine M , Gnirke A , Stamatoyannopoulos J , Mirny LA , Lander ES , Dekker J (2009) Comprehensive mapping of long‐range interactions reveals folding principles of the human genome. Science 326: 289–293 1981577610.1126/science.1181369PMC2858594

[embj201797342-bib-0036] London N , Biggins S (2014) Signalling dynamics in the spindle checkpoint response. Nat Rev Mol Cell Biol 15: 736–748 2530311710.1038/nrm3888PMC4283840

[embj201797342-bib-0037] Machín F , Torres‐Rosell J , Piccoli GD , Carballo JA , Cha RS , Jarmuz A , Aragón L (2006) Transcription of ribosomal genes can cause nondisjunction. J Cell Biol 173: 893–903 1676981910.1083/jcb.200511129PMC2063915

[embj201797342-bib-0038] Marbouty M , Ermont C , Dujon B , Richard G‐F , Koszul R (2014) Purification of G1 daughter cells from different Saccharomycetes species through an optimized centrifugal elutriation procedure. Yeast Chichester Engl 31: 159–166 10.1002/yea.300524604765

[embj201797342-bib-0039] Marbouty M , Le Gall A , Cattoni DI , Cournac A , Koh A , Fiche J‐B , Mozziconacci J , Murray H , Koszul R , Nollmann M (2015) Condensin‐ and replication‐mediated bacterial chromosome folding and origin condensation revealed by Hi‐C and super‐resolution imaging. Mol Cell 59: 588–602 2629596210.1016/j.molcel.2015.07.020

[embj201797342-bib-0040] McCune HJ , Danielson LS , Alvino GM , Collingwood D , Delrow JJ , Fangman WL , Brewer BJ , Raghuraman MK (2008) The temporal program of chromosome replication: genomewide replication in clb5{Delta} *Saccharomyces cerevisiae* . Genetics 180: 1833–1847 1883235210.1534/genetics.108.094359PMC2600925

[embj201797342-bib-0100] Mercy G , Mozziconacci J , Scolari VF , Yang K , Zhao G , Thierry A , Luo Y , Mitchell LA , Shen M , Shen Y , Walker R , Zhang W , Wu Y , Xie ZX , Luo Z , Cai Y , Dai J , Yang H , Yuan YJ , Boeke JD *et al* (2017) 3D organization of synthetic and scrambled chromosomes. Science 355: eaaf459710.1126/science.aaf4597PMC567908528280150

[embj201797342-bib-0041] Mizuguchi T , Fudenberg G , Mehta S , Belton J‐M , Taneja N , Folco HD , FitzGerald P , Dekker J , Mirny L , Barrowman J , Grewal SIS (2014) Cohesin‐dependent globules and heterochromatin shape 3D genome architecture in *S. pombe* . Nature 516: 432–435 2530705810.1038/nature13833PMC4465753

[embj201797342-bib-0042] Morlot J‐B , Mozziconacci J , Lesne A (2016) Network concepts for analyzing 3D genome structure from chromosomal contact maps. EPJ Nonlinear Biomed Phys 4: 2

[embj201797342-bib-0043] Naumova N , Imakaev M , Fudenberg G , Zhan Y , Lajoie BR , Mirny LA , Dekker J (2013) Organization of the mitotic chromosome. Science 342: 948–953 2420081210.1126/science.1236083PMC4040465

[embj201797342-bib-0044] Piatti S , Lengauer C , Nasmyth K (1995) Cdc6 is an unstable protein whose *de novo* synthesis in G1 is important for the onset of S phase and for preventing a “reductional” anaphase in the budding yeast *Saccharomyces cerevisiae* . EMBO J 14: 3788–3799 764169710.1002/j.1460-2075.1995.tb00048.xPMC394453

[embj201797342-bib-0045] Raghuraman MK , Winzeler EA , Collingwood D , Hunt S , Wodicka L , Conway A , Lockhart DJ , Davis RW , Brewer BJ , Fangman WL (2001) Replication dynamics of the yeast genome. Science 294: 115–121 1158825310.1126/science.294.5540.115

[embj201797342-bib-0046] Renshaw MJ , Ward JJ , Kanemaki M , Natsume K , Nédélec FJ , Tanaka TU (2010) Condensins promote chromosome recoiling during early anaphase to complete sister chromatid separation. Dev Cell 19: 232–244 2070858610.1016/j.devcel.2010.07.013PMC2938479

[embj201797342-bib-0047] Rock JM , Amon A (2011) Cdc15 integrates Tem1 GTPase‐mediated spatial signals with Polo kinase‐mediated temporal cues to activate mitotic exit. Genes Dev 25: 1943–1954 2193771210.1101/gad.17257711PMC3185966

[embj201797342-bib-0048] Saner N , Karschau J , Natsume T , Gierliński M , Retkute R , Hawkins M , Nieduszynski CA , Blow JJ , de Moura APS , Tanaka TU (2013) Stochastic association of neighboring replicons creates replication factories in budding yeast. J Cell Biol 202: 1001–1012 2406233810.1083/jcb.201306143PMC3787376

[embj201797342-bib-0049] Stephens AD , Haase J , Vicci L , Taylor RM , Bloom K (2011) Cohesin, condensin, and the intramolecular centromere loop together generate the mitotic chromatin spring. J Cell Biol 193: 1167–1180 2170897610.1083/jcb.201103138PMC3216333

[embj201797342-bib-0050] Sullivan M , Higuchi T , Katis VL , Uhlmann F (2004) Cdc14 phosphatase induces rDNA condensation and resolves cohesin‐independent cohesion during budding yeast anaphase. Cell 117: 471–482 1513794010.1016/s0092-8674(04)00415-5

[embj201797342-bib-0051] Taddei A , Gasser SM (2012) Structure and function in the budding yeast nucleus. Genetics 192: 107–129 2296483910.1534/genetics.112.140608PMC3430528

[embj201797342-bib-0052] Uhlmann F , Lottspeich F , Nasmyth K (1999) Sister‐chromatid separation at anaphase onset is promoted by cleavage of the cohesin subunit Scc1. Nature 400: 37–42 1040324710.1038/21831

[embj201797342-bib-0053] Uhlmann F (2016) SMC complexes: from DNA to chromosomes. Nat Rev Mol Cell Biol 17: 399–412 2707541010.1038/nrm.2016.30

[embj201797342-bib-0054] Valton A‐L , Dekker J (2016) TAD disruption as oncogenic driver. Curr Opin Genet Dev 36: 34–40 2711189110.1016/j.gde.2016.03.008PMC4880504

[embj201797342-bib-0055] Visintin R , Prinz S , Amon A (1997) CDC20 and CDH1: a family of substrate‐specific activators of APC‐dependent proteolysis. Science 278: 460–463 933430410.1126/science.278.5337.460

[embj201797342-bib-0056] Wang X , Montero Llopis P , Rudner DZ (2013) Organization and segregation of bacterial chromosomes. Nat Rev Genet 14: 191–203 2340010010.1038/nrg3375PMC3869393

[embj201797342-bib-0057] Yoshida S , Asakawa K , Toh‐e A (2002) Mitotic exit network controls the localization of Cdc14 to the spindle pole body in *Saccharomyces cerevisiae* . Curr Biol 12: 944–950 1206206110.1016/s0960-9822(02)00870-9

# Supplementary material for: Cohesins and condensins orchestrate the 4D dynamics of yeast chromosomes during the cell cycle
**Source:** EMBO J. 2017 Jul 20;36(18):2684–97. doi: 10.15252/embj.201797342
**Supplement:** Supplementary file 1 — Appendix

# **Appendix**

## **Table of content**

|                                |        |
|--------------------------------|--------|
| Appendix Figure S1             | Page 2 |
| Appendix Figure S2             | Page 3 |
| Appendix Figure S3             | Page 4 |
| Appendix Figure S4             | Page 5 |
| Appendix Supplementary Methods | Page 6 |

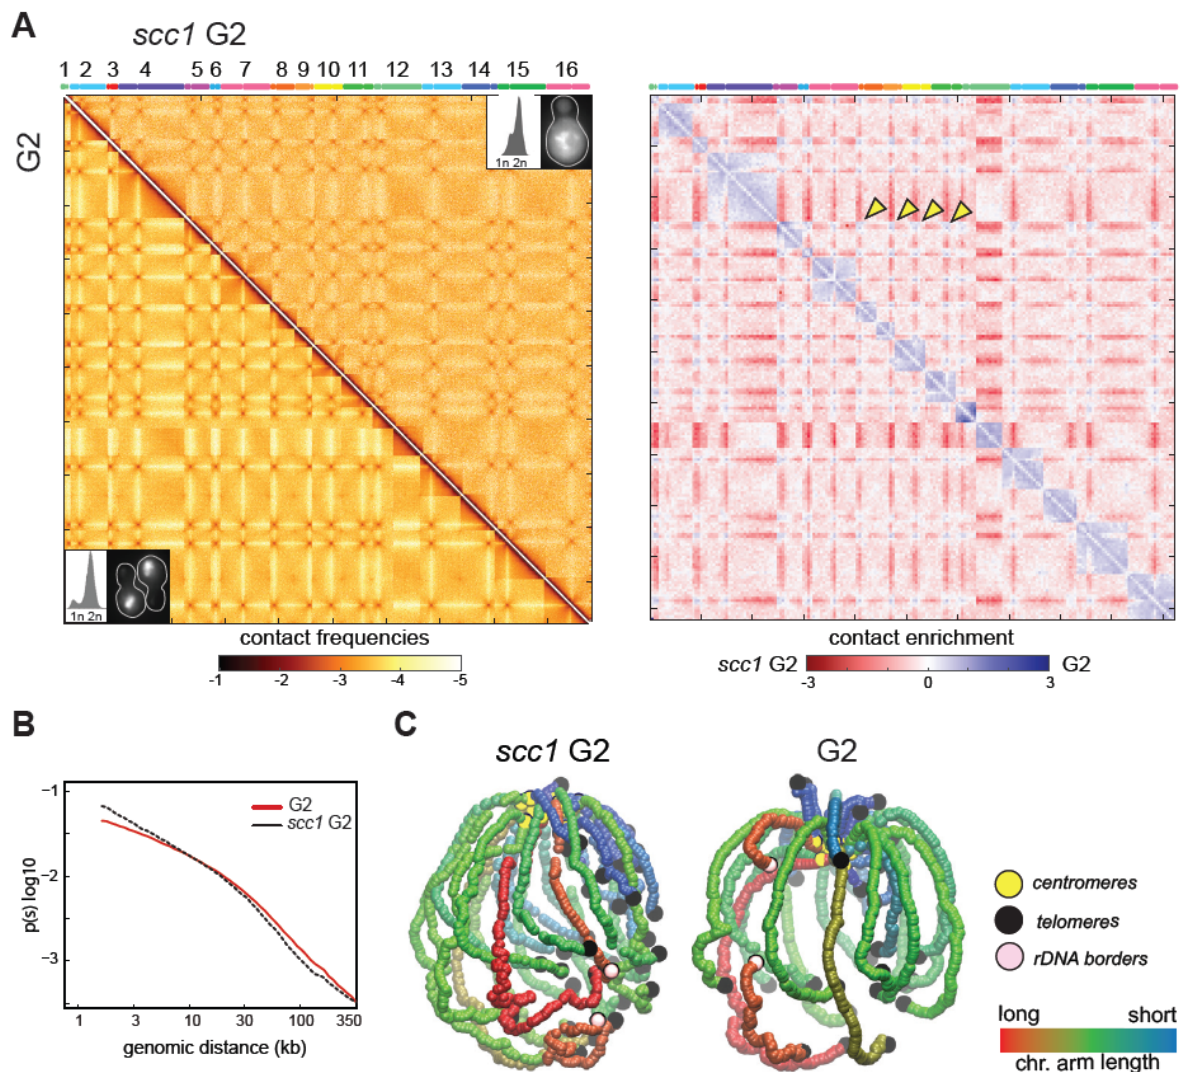

**Appendix Figure S1. Cohesin required for genome-wide chromatin organization during replication.**

(A) Left panel: Hi-C contact maps of cell populations G1 released and processed in G2 wild-type (G2, bottom left) and in cohesin depleted (*scc1* G2, upper right) cells. The corresponding FACS profiles as well as representative DAPI-stained cells are displayed in boxes on the bottom left and upper right corners, respectively. X and y axis represent the 16 chromosomes of the yeast genome. Same color code as in Figure EV1. Right panel: log-ratio of G2 and *scc1* G2 contact maps. Yellow arrowheads: inter-centromere contacts. The color code reflects the enrichment in contacts in one population with respect to the other. (B) Contact probability  $p(s)$  decay in G2 and *scc1* G2. (C) 3D average representations of the Hi-C contact maps of panel (A). Color code represents chromosomal arm length and centromeres, telomeres and rDNA flanking regions are highlighted.

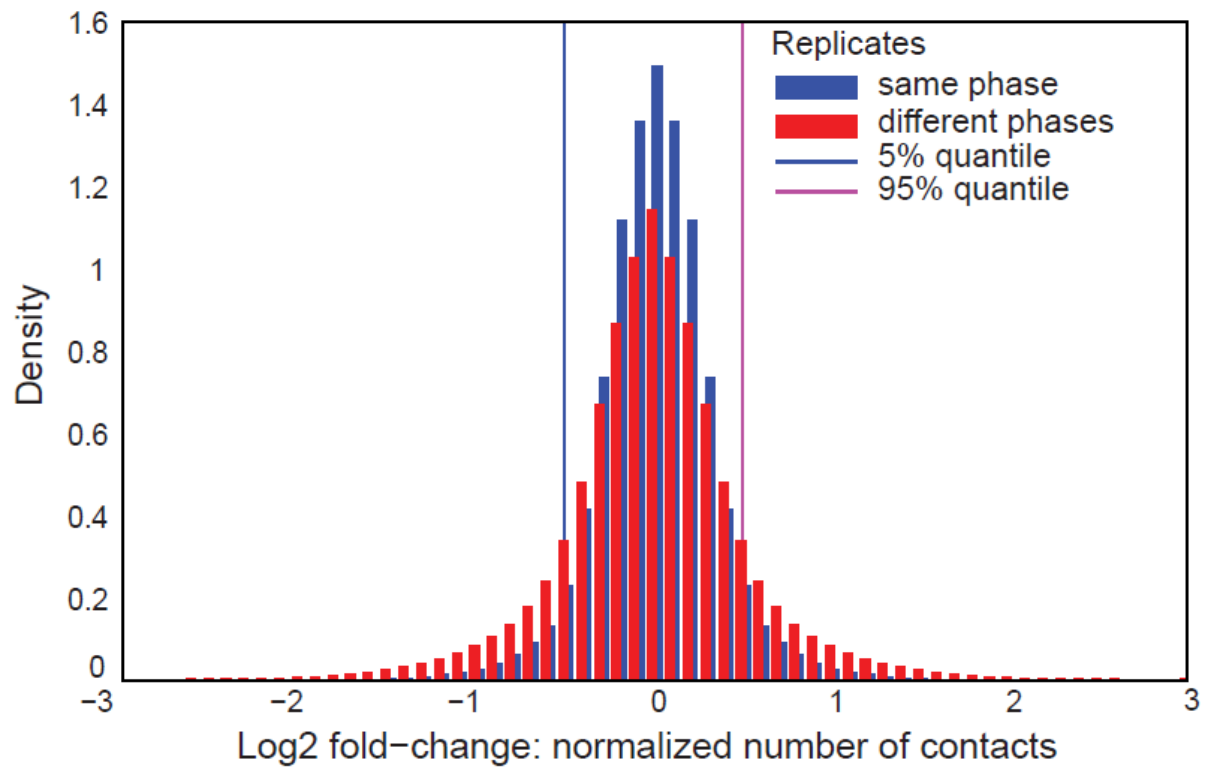

### Appendix Figure S2. Analysis of the variability of Hi-C data.

Distribution of the fold-change in contacts made by bins in over different conditions. Blue: fold change in contacts in replicates. Red: fold change in contacts between all non-replicated conditions. 

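Variability was measured as the SD of the log2 ratio between maps over 27495 pairs of 50-kb bins in SCN-normalized maps. The replicate pairs gave 0.22, 0.16 and 0.20 for G1, 0.29 for G2/M nocodazole, and 0.29, 0.26 and 0.41 for cdc15, a mean of 0.26 over 7 pairs. The 21 pairs of different conditions averaged 0.47, from 0.25 to 0.75. The ratio of the means, 1.81, ranged from 1.61 to 2.17 when each replicate was left out in turn and was 1.61 at equal depth. The authors use the lower variability of replicates as background for their grouping in the PCA space.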

This results backs the co-localization in the PC space of replicates in the PCA.

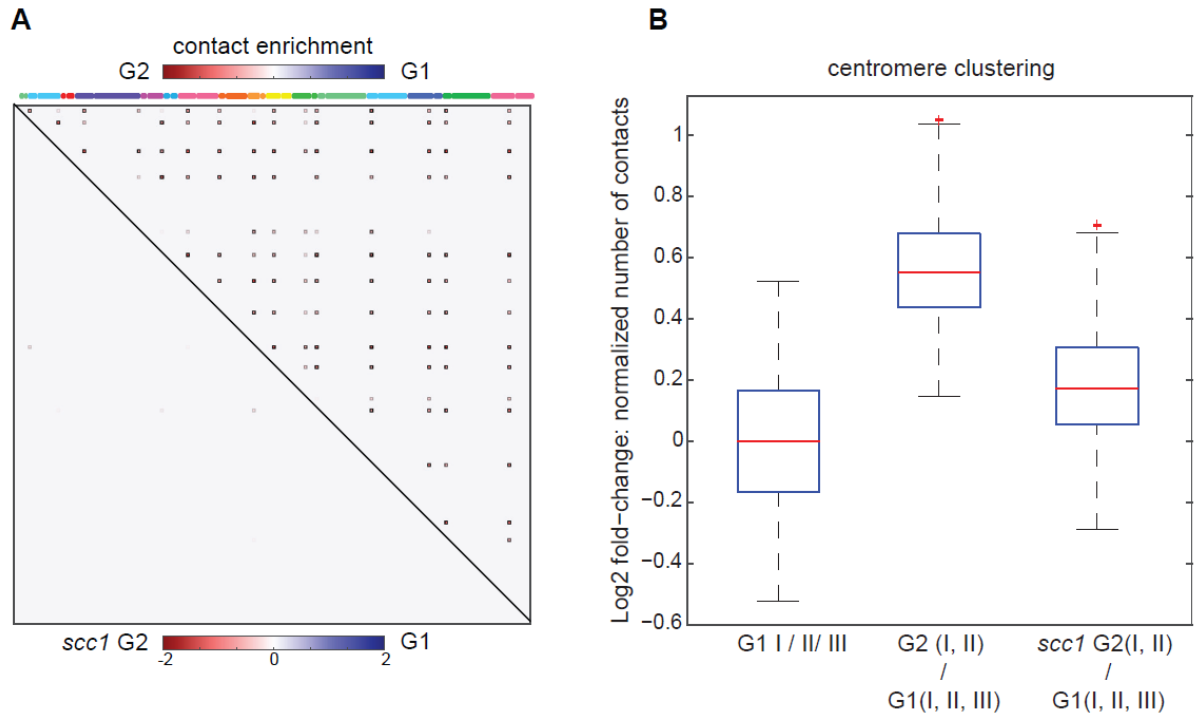

**Appendix Figure S3. Centromere clustering is cohesin-dependent.**

**A)** Positions within the contact map of bins whose specific variations in contacts in trans will be investigated between two conditions (here, the 16 bins corresponding to centromeres, between G1 and G2 [top right] and between *scc1* and G1 [bottom left]). **B)** Boxplots representing the variation in number of normalized contacts for a subset of bins between different contact maps (corresponding to different conditions). Left: variations between three G1 replicates. Middle: variations between G2 and G1 cells replicates. 

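The 120 pairs of the 16 centromere bins were compared between the G2 map and the mean of the G1 maps in SCN-normalized 50-kb maps. The median log2 ratio was 0.577 (quartiles 0.497 and 0.660), and all 120 pairs were above 0 (Wilcoxon signed-rank p = 2.0e-21, n = 120 pairs of bins). Pairs of centromeres share their bins and are not independent, and replicates of G1 compared in the same way had medians of -0.272, -0.117 and 0.138, with Wilcoxon p-values of 4.1e-18 or lower. The G2 median is thus larger than those between replicates, whereas the p-value alone does not separate a change from replicate differences. Raw counts in place of SCN gave a median of 0.650. The authors infer from their test that contacts between centromeres increase in G2.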

The relative Wilcoxon test provides a p-value  $< 10^{-10}$ , supporting an increase in contacts in G2 compared to G1. 

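For the mean of the scc1 maps against the mean of the G1 maps, the median log2 ratio over the 120 pairs of centromere bins was 0.150 (quartiles 0.084 and 0.228), with 114 pairs above 0. Taken singly, scc1 S/G2 had a median of 0.073 and scc1 G2 a median of 0.237. In absolute size these medians lie below the largest median between G1 replicates, -0.272, whose sign depends on the order of the maps. On raw counts the median was 0.231, the alternative farthest from the main value. The plot serves the authors to set cells without cohesin beside the increase seen in G2.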

Right: variations between *scc1* arrested cells and G1 replicates.

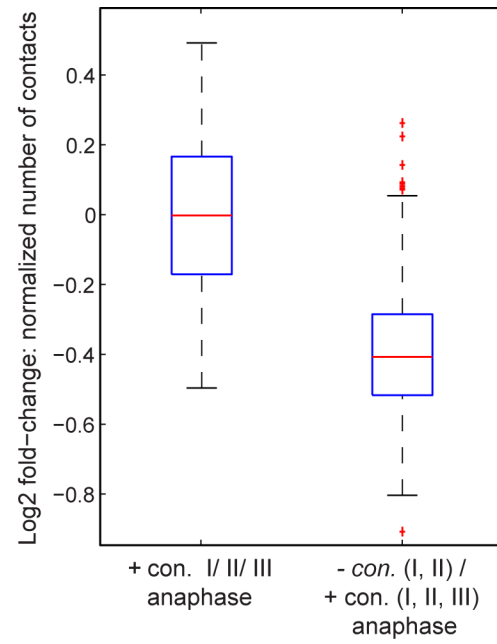

**Appendix Figure S4. Condensins increase centromere clustering in anaphase.**

Left boxplot shows the centromere contact variability between anaphase replicates (*cdc15* I, II, III) in presence of condensins (+con.). Right boxplot shows the variation of contacts between centromeres between *cdc15* replicates and condensin defective strains arrested in anaphase (*cdc14* and *smc2 cdc15*; -con. I, II). The boxplots show that the centromere cluster in anaphase is condensin-dependent ( $P < 0.05$ ).

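Against the mean of the cdc15 maps, the condensin-defective maps had a median log2 ratio of -0.432 over the 120 pairs of centromere bins (quartiles -0.507 and -0.380), and no pair was above 0. The median was -0.439 for cdc14 and -0.431 for smc2 cdc15 (no replicates). Replicates of cdc15 compared with each other had medians of -0.089, 0.171 and 0.254, and their pairs of bins, like all of these, are not independent of each other. Using raw counts gave a median of -0.451, and leaving out each cdc15 replicate gave -0.503 to -0.371. From the lower contacts in these mutants the authors conclude that the anaphase centromere cluster requires condensin.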

## Appendix Supplementary Methods

**Generation of Hi-C libraries.** Aliquots of  $1-3 \times 10^9$  cells in 150 ml YPD/synthetic medium were fixed in 3% formaldehyde (Sigma) for 20 min at room temperature and quenched with 25 ml glycine 2.5 M for 20 min at 4°C. Cross-linked cells were recovered through centrifugation, washed with YPD and a 150 mg pellet was stored at -80°C. The pellet was thawed on ice and incubated for 30 min in 10 ml of sorbitol 1M, DTT 5mM and Zymolyase 100T (C<sub>Final</sub>=1 mg/ml; Armsbio). Spheroplasts were washed once with 5 ml sorbitol 1M, once with 5 ml 1X RE buffer (DpnII NEB buffer) and finally suspended in 3.5 ml of 1X RE buffer. The spheroplasts were treated with 3% SDS for 20 min at 65°C and the lysate was digested overnight with DpnII (C<sub>Final</sub>=450 U/pellet; NEB) at 37°C. The digestion was centrifuged for 20 min at 18000 g, the supernatant discarded and the pellet suspended in 400 µL of water. The 5' overhangs from DpnII digestion were filled in using dNTP 30 µM (biotin-14-dCTP, dATP, dGTP and dTTP; Invitrogen), at 37°C for 45 min. The biotinylated DNA fragments were ligated by T4 DNA ligase (C<sub>Final</sub>=250 Weiss U/pellet; Thermo Scientific) for 4 h at 16°C. DNA purification was achieved through an overnight incubation at 65°C in presence of proteinase K 250 µg/ml and EDTA 6.2 mM, followed by a phenol/chloroform extraction on the precipitated DNA and an RNase A DNase-free 500 µg/ml treatment. The biotinylated but not ligated DNA fragments were removed by T4 DNA polymerase (C<sub>Final</sub>=5 U/pellet; NEB) treatment. Hi-C DNA libraries were 500 bp sheared, using CovarisS220 apparatus, and the biotin-labeled fragments were selectively captured by Dynabeads Myone Streptavidin C1 (Invitrogen). The resulting libraries were used as template for the Illumina amplification by PE-PCR primers and paired-end sequenced on the NextSeq500 or HiSeq 2000 Illumina platforms (2x75 or 2x150 bp kits; see [Table EV2](#)).

**Elutriation (recovery of G1 cells).** 800 ml overnight culture was centrifuged, washed in 1X PBS and pelleted cells were suspended in 1000 ml of fresh YPD for 2 h at 30°C. This additional growing step allowed cells in stationary phase to reenter exponential phase before being elutriated. For each elutriation experiment,  $1.2-1.8 \times 10^{11}$  cells were washed and suspended in 30 ml of 1X PBS and injected in the 40 ml elutriation chamber at an average flow rate ranging from 20 ml/min to 25 ml/min (MasterFlex L/S pump from Cole-Parmer), at 2,500 r.p.m. and 23°C. Cells were then left to equilibrate in 1X PBS for 45 min at a constant

flow and rotational speed. To start collecting the first fractions containing the small G1 cells, a periodic 2 ml/min increment of the flux was applied between each fraction. The resulting 600 ml fractions were centrifuged and approximately  $2.5 \times 10^9$  G1 cells/fraction were recovered. Before fixating the G1 state, cells were suspended in fresh YPD at 30°C for 30 min, so they could recover from their stay in PBS during the elutriation. To minimize the potential variability introduced by the age heterogeneity of the bulk population, G1 daughter cells were used as starting point for all cell cycle synchrony and in combination with genetic and chemical synchronization methods (see below).

**Synchronization through thermosensitive mutations.** Synchronizations using thermosensitive (ts) *cdc* strains (Hartwell *et al*, 1973) were all performed starting from elutriated G1 daughter cells growing in non-permissive temperature conditions designed to arrest the progression of the cycle at specific phases.

The G1/S checkpoint (*cdc6-1* mutation; YKL054 strain) was activated by growing cells overnight at 25°C, restarted in fresh YPD media and elutriated while in exponentially growing stage, still at 25°C. The elutriated G1 cells were incubated in fresh YPD at the non-permissive temperature of 37°C for 3 h. To study non-replicated mitotic chromosomes, the *cdc6-1* arrested cells were maintained in non-permissive growing conditions for an extended period of 6 h. During this time period, G1 cells bypass the G1/S checkpoint and proceed into M phase without having replicated their chromosomes.

A similar protocol was applied to *cdc14-3* (YKL052) and *cdc15-2* (YKL053) G1 cells exposed to non-permissive temperature of 30°C and 37°C after elutriation, respectively. *Cdc15* and *cdc14* arrested cells blocked into anaphase were shifted at the permissive temperatures of 25°C and 23°C, with different time-points were sampled after release (YKL052: 30 min; YKL053: 20 min, 40 min and 60 min). The synchrony of each time point (in G1/S, anaphase and release) was monitored with flow cytometry and microscopy.

# Supplementary material for: Cohesins and condensins orchestrate the 4D dynamics of yeast chromosomes during the cell cycle
**Source:** EMBO J. 2017 Jul 20;36(18):2684–97. doi: 10.15252/embj.201797342
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

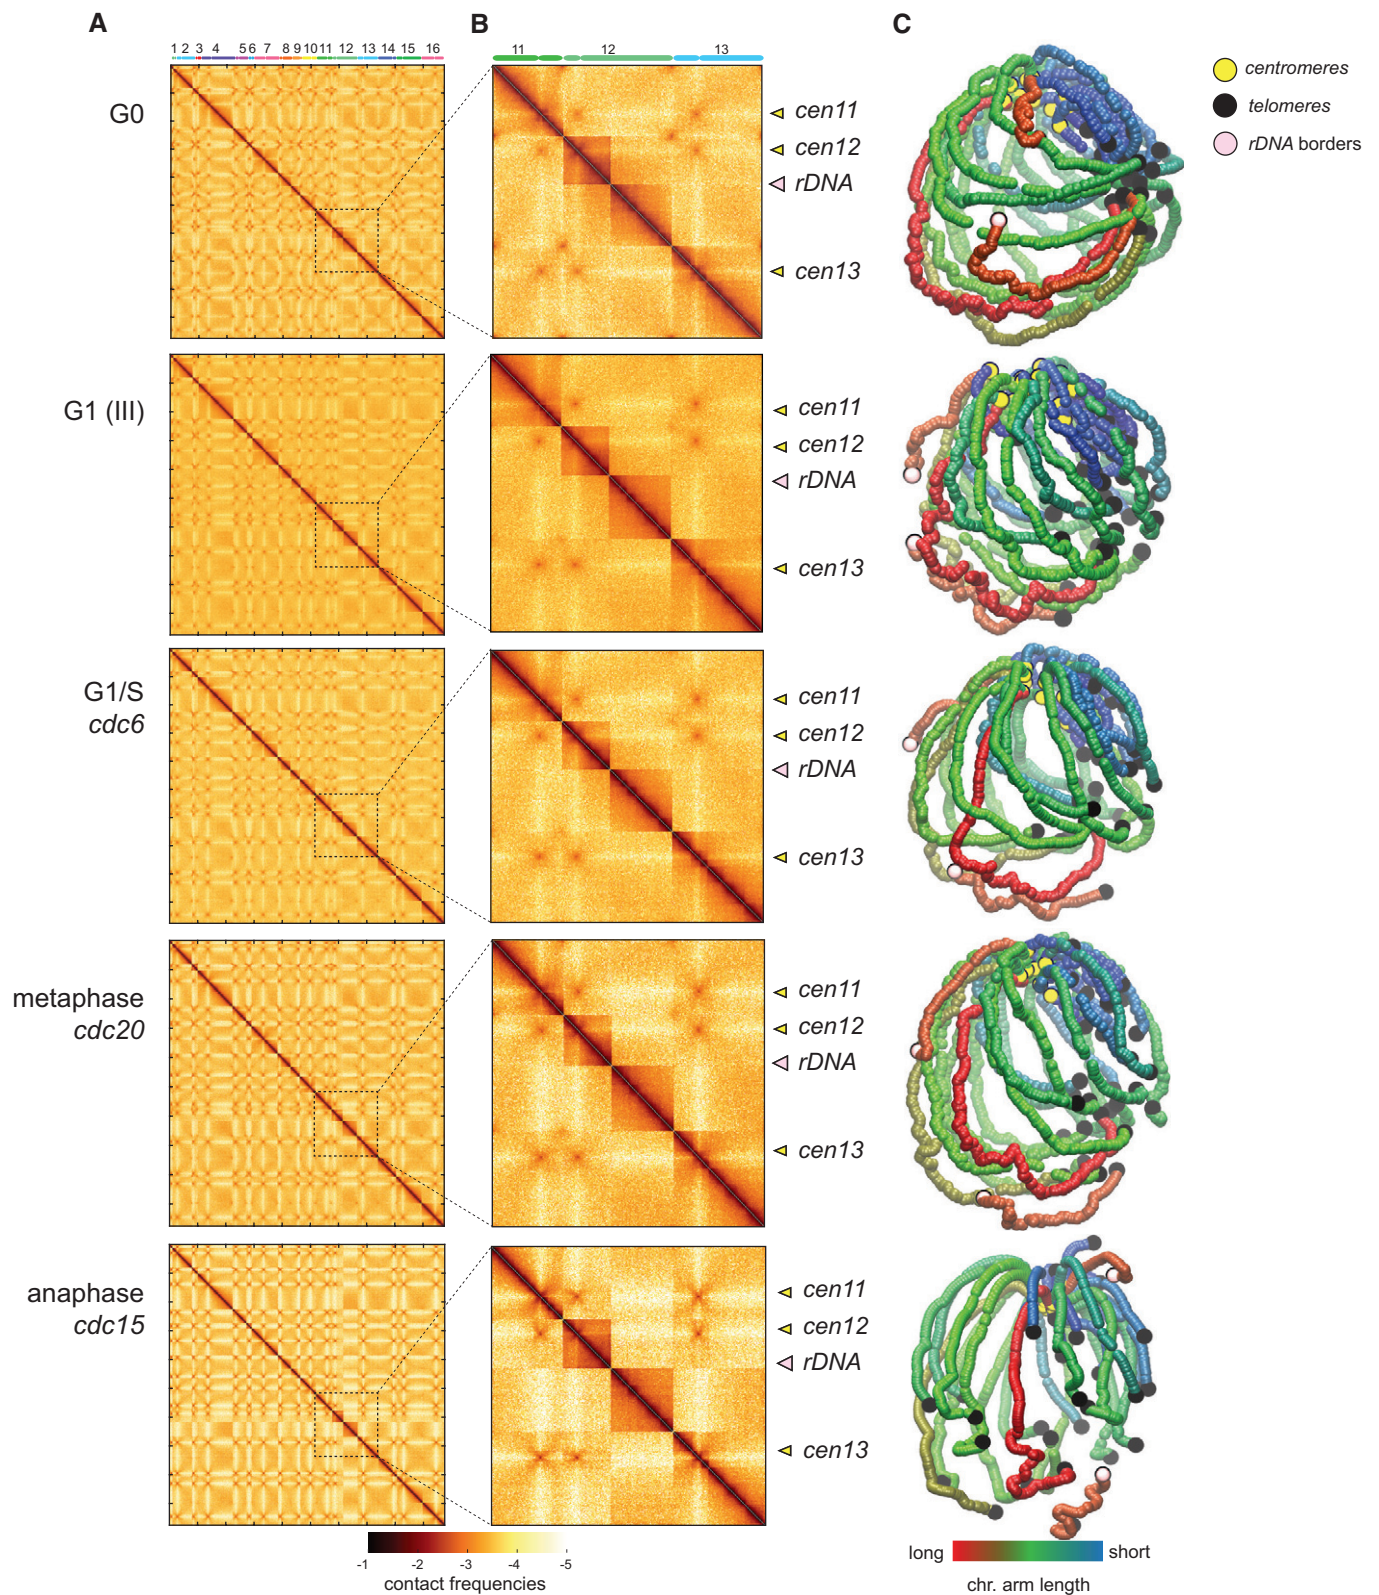

**Figure EV1.**

**Figure EV1. Contact maps and 3D genome representations of the five cell cycle synchronization states.**

- A, B Contact maps generated from synchronized cell populations described in this study, with each vector (or bin) corresponding to 5 kb. x- and y-axis represent the 16 chromosomes of the yeast genome, displayed atop the maps. Brown to yellow color scales reflect high to low contact frequencies, respectively (log10). Magnification panels in (B) show variations of the contact frequencies between synchronized populations. Yellow and pink arrowheads point at centromeres and rDNA positions, respectively.
- C 3D average representations of the Hi-C contact maps of synchronized cell populations of panel (A). The color code represents the chromosomal arm length, and centromeres, telomeres, and rDNA flanking regions are highlighted.

**Figure EV2. Contact maps and 3D genome representations during replication.**

- A, B Contact maps recovered from cell populations undergoing replication after G1 release. For each contact map, the FACS profile is displayed. x- and y-axis represent the 16 chromosomes of the yeast genome. The same color code as in Fig. EV1. Magnification panels in (B) highlight changes of the contact frequencies during S-phase progression. Yellow and pink arrowheads point at centromeres and rDNA positions, respectively.
- C 3D average representations of the Hi-C contact maps of synchronized cell populations of panel (A). The color code represents the chromosomal arm length, and centromeres, telomeres, and rDNA flanking regions are highlighted.

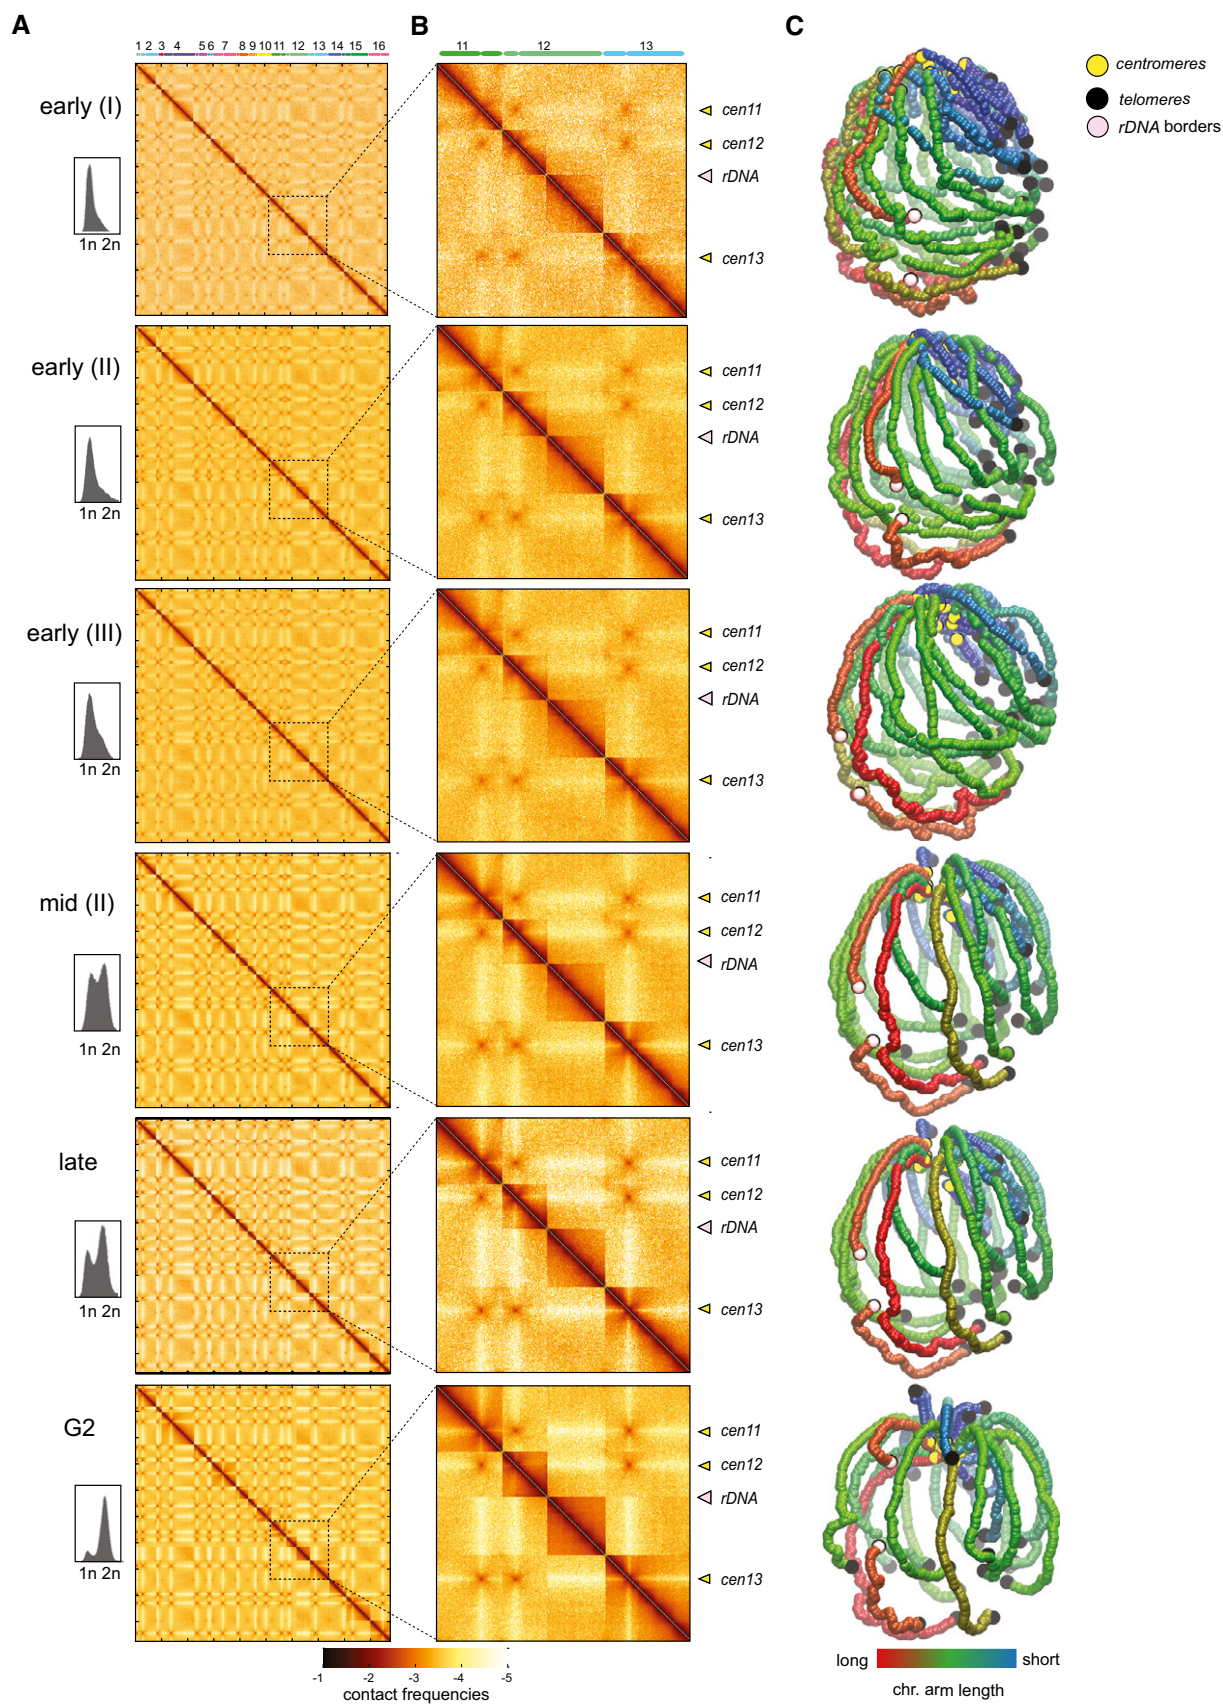

Figure EV2.

**Figure EV3. Contact maps and 3D genome representations during M phase.**

- A, B Contact maps of cell populations synchronized in metaphase (*cdc20*) and anaphase (*cdc15*) and released into mitosis from *cdc15* block (+20 min, +40 min, and +60 min). The corresponding FACS profiles and representative DAPI-stained cells are displayed on the left on the maps. x- and y-axis represent the 16 chromosomes of the yeast genome. The same color code as in Fig EV1. Magnification panels in (B) display variations of the contact frequencies during mitotic progression. Yellow and pink arrowheads point at centromeres and rDNA positions, respectively.
- C 3D average representations of the Hi-C contact maps of panel (A). The color code represents the chromosomal arm length, and centromeres, telomeres, and rDNA flanking regions are highlighted.

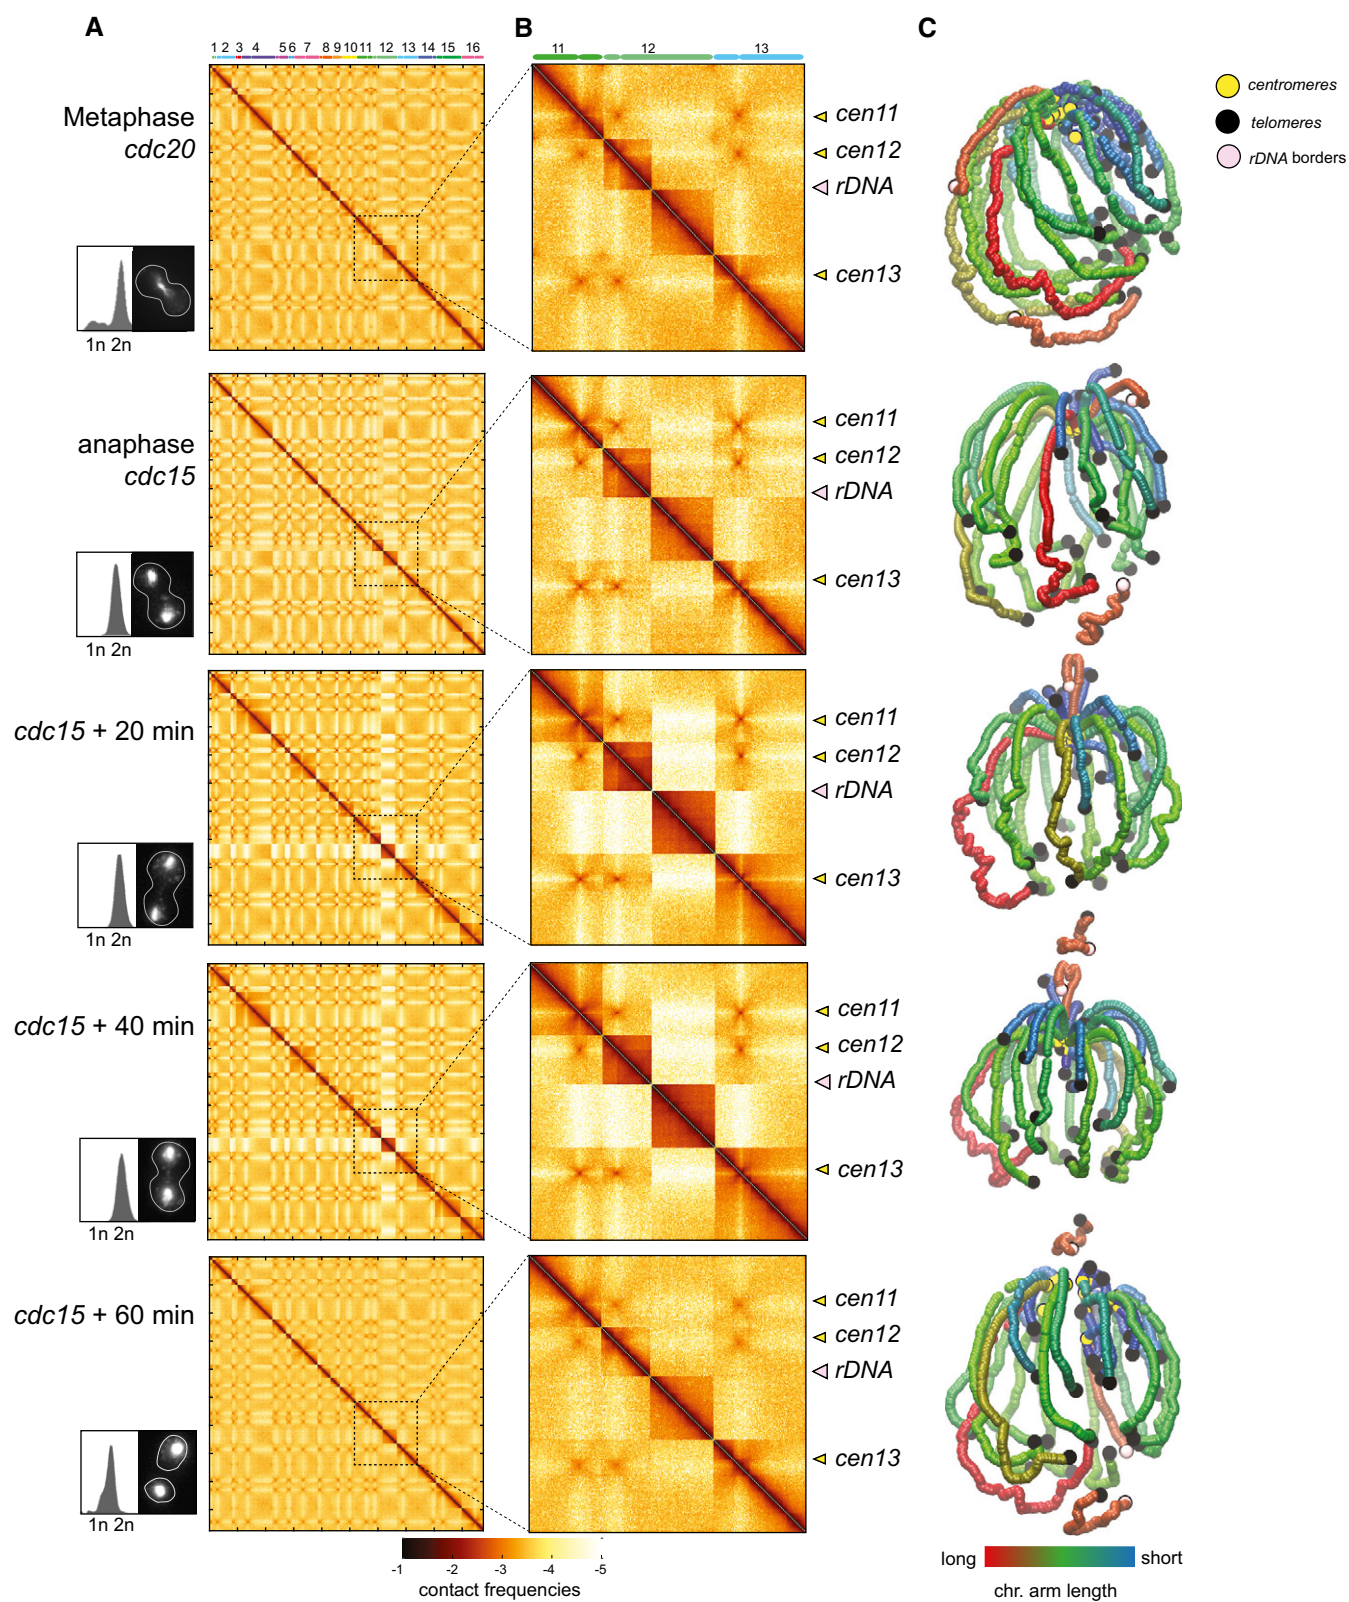

Figure EV3.

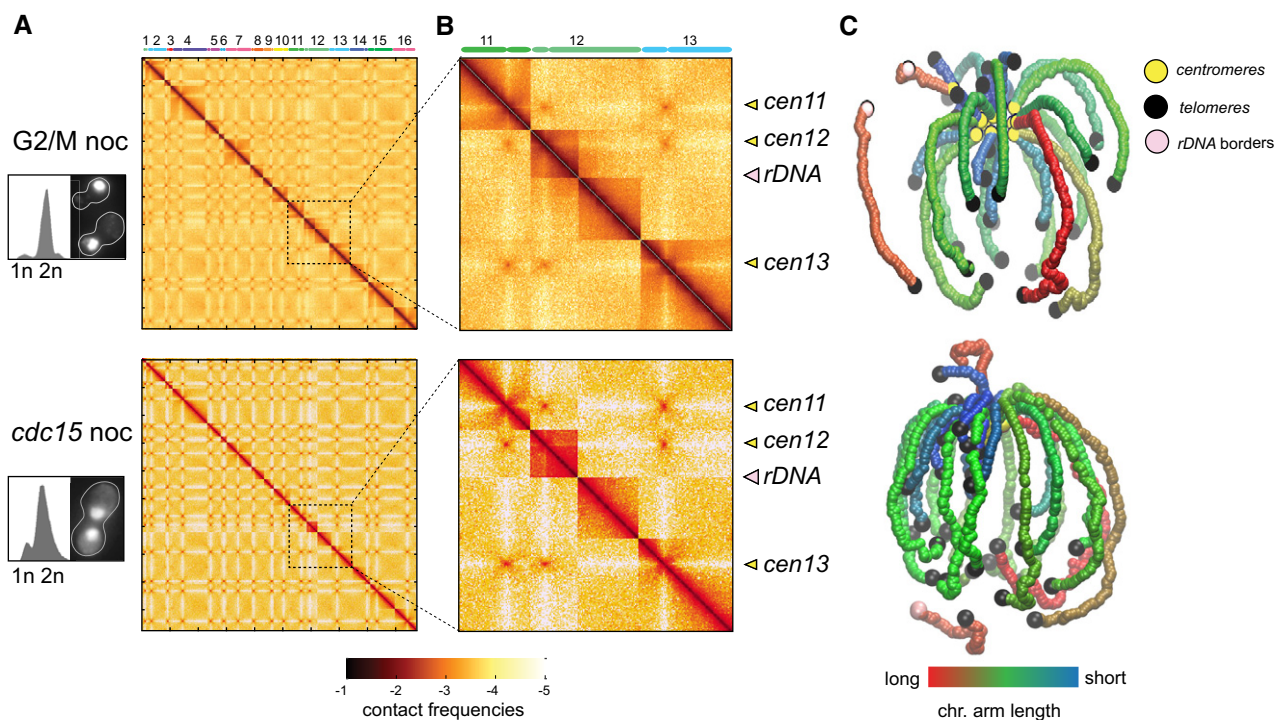

**Figure EV4. Nocodazole affects chromosome 12 conformation.**

- A, B Contact maps of G1 synchronized cell populations released either in the presence of nocodazole (G2/M noc) or at *cdc15* non-permissive temperature followed by a nocodazole treatment (*cdc15* noc). The corresponding FACS profiles and representative DAPI-stained cells are displayed on the left on the maps. x- and y-axis represent the 16 chromosomes of the yeast genome. The same color code as in Fig EV1. Magnification panels in (B) display variations of the contact frequencies. Yellow and pink arrowheads point at centromeres and *rDNA* positions, respectively.
- C 3D average representations of the Hi-C contact maps of panel (A). The color code represents the chromosomal arm length, and centromeres, telomeres, and *rDNA* flanking regions are highlighted.

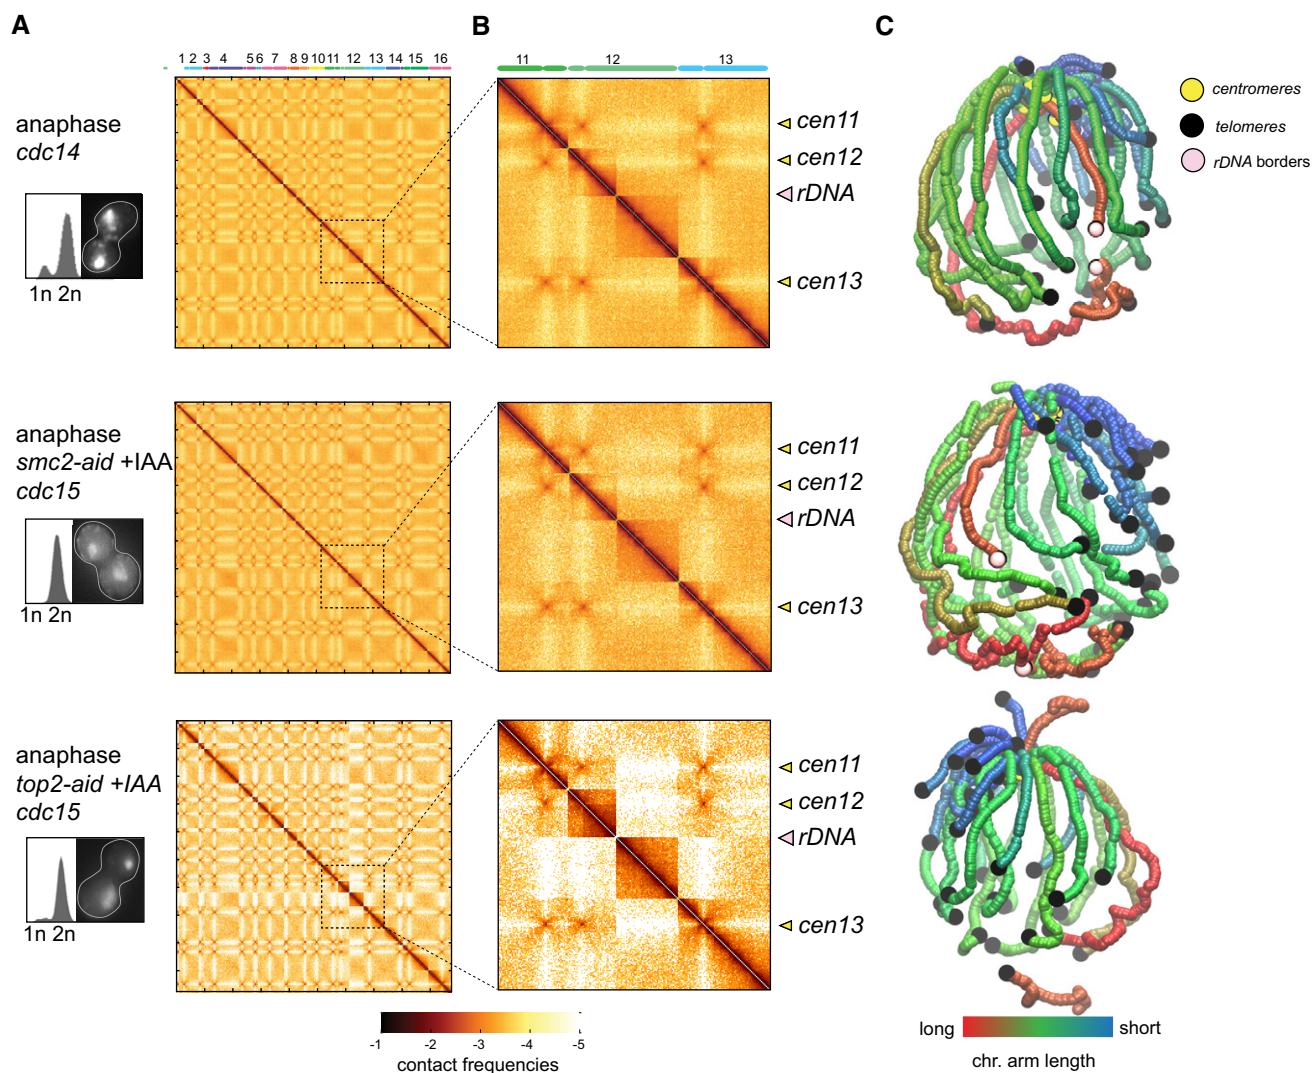

**Figure EV5. Condensin and decatenation influence on chromatin structure during mitosis.**

**A, B** Contact maps of cell populations arrested in anaphase, either defective with condensation (*cdc14* or *smc2-aid cdc15 + IAA*) or depleted of topoisomerase 2 (*top2-aid cdc15 + IAA*). The corresponding FACS profiles and representative DAPI-stained cells are displayed on the left on the maps. x- and y-axis represent the 16 chromosomes of the yeast genome. The same color code as in Fig EV1. Magnification panels in (B) display variations of the contact frequencies. Yellow and pink arrowheads point at centromeres and rDNA positions, respectively.

**C** 3D average representations of the Hi-C contact maps of panel (A). The color code represents the chromosomal arm length, and centromeres, telomeres, and rDNA flanking regions are highlighted.

How the deposited data were processed for this re-analysis (not part of the article)

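Hi-C contact maps of 40 yeast populations in 29 conditions were analysed, covering G0, G1, S phase, G2, the nocodazole arrest and its release, the cdc6, cdc20, cdc14 and cdc15 mutants with their releases, and cells depleted of Scc1 or Smc2. Before depositing them, the authors removed PCR duplicates, aligned read ends iteratively with Bowtie in its very sensitive mode to the S288C reference, kept uniquely mapped reads above a mapping-quality cut, assigned them to restriction fragments, filtered out loops and non-digested fragments and summed the remaining pairs in bins of 5 kb. The deposited values are therefore raw contact counts per pair of bins, without bin filter or normalization. The release of the reference is not stated in the paper, its Appendix or its tables. Everything that follows was computed from these counts.

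Conditions and replicates were taken from Table EV2 and the labels. The totals per map ran from 5842751 to 23052830 contacts with a median of 15355610, and all 40 equal the valid reads of Table EV2. The smallest share of contacts that a map can show, taken as 3 counts, depends on these totals. Sampling error was obtained by drawing each map 10 times from Poisson distributions with the observed counts as means. The resulting SD, as a percentage of the value, was 0.02 to 0.12 for the intra-/inter-chromosomal contact ratio, 0.07 to 0.28 for centromere contacts, 0.31 to 1.37 for contacts between telomeres, 0.05 to 0.16 for the short-/long-range contact ratio, 3.6 to 19.0 for the loop ratio, 2.0 to 10.0 for the contacts between rDNA flanks and 0.03 to 0.22 for the outside contacts of the region right of the rDNA. These shares are of normalized contacts, so the resampling SD stands in place of a binomial interval. For the share of raw contacts with mitochondrial bins, Wilson intervals at the 95% level were computed.

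Of 2422 nuclear bins, 299 were dropped because their total lay more than 1.5 SD below or 2 SD above the mean in some map, and 2123 were kept in all maps. The 17 mitochondrial bins were left out of the maps. SCN scaled rows and columns to sums of 1 with the diagonal kept. For distances and PCA, kept bins were summed to 234 bins of 50 kb with at least 5 kept bins each, and the maps were quantile-normalized over all 40. P(s) was computed within arms on raw counts of kept bins, since read positions and orientations are not in the files. No reference genome or annotation was used here. The centromere bin of each chromosome was the bin with the most contacts with the centromere bins of the others in the pooled map, and the rDNA was taken as the longest run of dropped bins more than 50 kb from a chromosome end, from 450001 to 490000 of chromosome 12.

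The measures were the ratio of intra- to inter-chromosomal contacts, the share of inter-chromosomal contacts between 100-kb centromere regions and between 30-kb chromosome ends, the ratio of contacts under 30 kb to those of 30 kb or more, the log2 ratio of contacts above 20 kb to those between neighbouring bins, the loop ratio of chromosome 12, the contacts between its 50-kb rDNA flanks, the outside contacts of the region right of the rDNA, and the coverage of pericentromeric over subtelomeric regions smoothed over 6 bins. Conditions with a single map were compared by the log2 ratio of the measure, against the largest log2 ratio among 12 pairs of replicates. Early S I, which Table EV2 calls very early S, was not counted as a replicate in those pairs. Groups of 3 or more maps were compared by exact permutation tests, and relations across maps by Pearson's r and Spearman's rho with 100000 permutations, or exactly below 10 maps. Replicates were tested for being the same library by the chi-square of their counts over pairs of bins with at least 20 counts.

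Raw counts of pairs of 50-kb bins with a mean of at least 10 counts were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, Benjamini-Hochberg adjusted p threshold of 0.05) between groups of 3 maps, without a block in the main fit and with the replicate number as a block as an alternative where numbers could pair the maps. For the S phase maps against G1, the experiment number of Table EV2 was used as the block, an alternative added after the data had been seen. DESeq2 1.42.0 served as an alternative. In a test on simulated counts, 200 changed pairs were all recovered in the right direction (100%), and 3.8% of the called pairs had not been changed. Each simulated change was 1 on the log2 scale, equally often up and down, with independent pairs and a single dispersion. The contrasts called far more pairs, so this test does not give the error rate of their counts. The sites named in the text follow a rule set in advance. They are the pair of 50-kb bins holding the bin located as CEN12 and the left rDNA flank, and the pair holding both rDNA flanks. For each contrast, the 2 pairs with the largest log2 fold change in each direction were added. These had to pass the threshold and be separated in every sample. A selection of these is printed. R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

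The alternatives covered SCN with Euclidean norms, raw counts without SCN, other bin filters, removal of the diagonal, equal depth, other window sizes, whole chromosomes in place of arms, SCN-normalized counts for P(s), no quantile normalization, inter-chromosomal bin pairs only, no smoothing of coverage, removal of the region of chromosome 4 that is synthetic in some strains, the NextSeq maps alone, other normalizations and count filters for edgeR, leaving out each replicate in turn, and the blocks described above. Left out were the polymer models and 3D representations, the imaging and flow cytometry, the experiments on Top2 and on smc2 cells without auxin, and any measure based on read orientation, none of which can be computed from the files analysed here.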

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

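Among 16 combinations of contrast and measure, 7 were flagged because the maps of one strain or stage moved one way and those of the other the opposite way. None of these differences between groups was tested. Several groups hold a single map, which leaves few maps to estimate the spread from. No map was flagged for lying far from the others of its group in 16 sets of values, which are the measures in each of the groups of time points of Fig 6A, by Dixon's test at both ends of each set (32 tests). Signals in maps the paper does not discuss were looked for in 48 comparisons, of which 3 lay above their control by more than every replicate pair and 5 below.

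Nocodazole was compared in G2 and in the cdc15 arrest, each against the same strain and instrument without the drug. Centromere contacts fell in both nocodazole G2/M maps against G2 (mean log2 effect -0.349) and rose slightly in cdc15 (0.098), a difference of 0.4465. Contacts between the rDNA flanks rose in G2/M (0.949) and fell in cdc15 (-0.245), a difference of -1.1940. The centromere effects in G2/M and in cdc15 were both within the replicate noise (largest pair 0.401), as was the rDNA effect in cdc15. The direction of the latter depends on the processing, since raw counts gave 0.0657 and 20-kb flanks -0.7172, so SCN and the choice of window may account for the opposite sign, though not for the rise in G2/M. A biological explanation in the different state of the rDNA in metaphase and anaphase remains possible but was not tested, and there is a single cdc15 map with nocodazole.

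After 40 min of release, cdc20 and cdc15 cells moved in opposite directions in 5 measures, all untested. In no measure did the effects in both cdc20 and cdc15 exceed the largest replicate pair. The cdc20 effect did so for contacts between telomeres (largest pair 0.595). The cdc15 effect did so for the outside contacts of the region right of the rDNA (largest pair 0.666). The log2 effects in cdc20 and cdc15 were -0.225 and 0.266 for the intra-/inter-chromosomal contact ratio (difference 0.4911), -0.661 and 0.245 for contacts between telomeres (0.9053), 0.202 and -0.541 for the short-/long-range contact ratio (-0.7430), -0.345 and 0.482 for long- over short-range contacts (0.8267), and 0.147 and -0.775 for the outside contacts of the region right of the rDNA (-0.9219). The cdc20 maps were sequenced on the HiSeq and the cdc15 maps on the NextSeq, so within each release the instrument is constant but between releases it is not. Releases from metaphase and from late anaphase also start at different points of the cycle. A constant shift between instruments cancels within each release. Neither the instrument nor the stage was tested as an explanation. An instrument effect on the size of the changes is not excluded, because no map of either release exists on the other instrument.

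The loop ratio of chromosome 12 was 0.6935 in the maps 45 min after release from nocodazole (n = 2, SD 0.033) and 0.5979 at 60 min (no replicates), against 0.386 in the G2/M nocodazole maps (n = 2, SD 0.059). It was 0.323 at 20 min (n = 2) and 0.508 at 90 min. The log2 ratio of the 45 min maps to the arrest was 0.8460, above the largest replicate pair of 0.542, and it was lower again at 90 min, as predicted for cells that pass through anaphase. All these maps share strain and instrument. Passage through anaphase is thus a candidate explanation. Depth as a technical explanation was not tested for these maps.

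In cdc15 cells released for 20 min and then treated with nocodazole for 20 min, the loop ratio was 0.9495 (no replicates, sampling SD 0.034), above the cdc15 arrest (0.607, n = 3) by more than every replicate pair. In cells released directly in nocodazole it was 0.4953 (no replicates). Both values lie above the highest G1 map (0.384), as predicted if the loop is kept without microtubules during mitotic exit. Maps outside anaphase also passed this limit, such as G2 (0.569) and scc1 in S/G2 (0.553) and in G2 (0.501). Passing it therefore does not decide whether the loop is kept. Both maps are among the shallowest (7863655 and 8246682 contacts), and other technical explanations were not tested.

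Contacts with mitochondrial bins made up 0.5630% of all contacts in cdc6 after 6 h (95% Wilson interval 0.5598% to 0.5661%), against a median of 0.0468% over the 40 maps. The paper does not report on these bins. Their partners were nuclear in 92.9% of the cases. Neither a technical nor a biological explanation was tested.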

How the results depend on the processing

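Each result was recomputed under alternatives that were listed, together with the tests and the mapping of samples, before the processed files arrived, except for the block by experiment, which was chosen after seeing the data and gave 5 of the values. Of 47 results, 26 kept their outcome under every alternative and 21 changed under at least 1. Of 539 recomputed values, 494 kept the outcome of the main setting, 22 were weaker, 8 stronger, 14 moved and 1 reversed. Leaving out a replicate accounts for 12 of the weaker, 2 of the stronger and 7 of the moved values. For a comparison of single maps, weaker and stronger refer to the largest replicate pair under the same setting.

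The reversed value is the log2 ratio of contacts between the rDNA flanks in cdc15 with and without nocodazole, which was -0.2510 and became 0.0657 on raw counts, while flanks of 20 kb gave -0.7172, beyond the replicate noise. Raw counts keep differences in the coverage of bins, which could explain the reversal, and the smaller window holds fewer contacts. Removing the diagonal made the fall of the intra-/inter-chromosomal contact ratio from G2 to scc1 G2 exceed the noise (-0.5133), and counting contacts within a bin as short-range did so for the long- over short-range ratio (-1.0156). The diagonal holds contacts under 5 kb, which differ between maps. SCN with Euclidean norms left the cdc14 to cdc15 difference in centromere contacts at -0.4386 but raised the noise limit to 0.456.

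The loop ratio rests on few bins and depended on the processing in several comparisons. With every map thinned to the smallest depth, the largest replicate pair rose from 0.542 to 0.890, and the differences of asynchronous cells to G1 (0.5092), smc2 cdc15 to cdc15 (-0.7535) and cdc14 to cdc15 (-0.6368) no longer exceeded it. Depth therefore limits what can be said of this loop in single maps. A background on the left arm made the fall 60 min after release from cdc15 exceed the noise (-0.5653) and that of smc2 cdc15 no longer (-0.3989). For smc2 cdc15, SCN with Euclidean norms (-0.6086) and raw counts (-0.5958) also gave values within the noise of their setting. The asynchronous difference was 0.5329 with the NextSeq maps alone. A flank of 50 kb brought the difference of cdc15 and G2/M cells, both in nocodazole, to 0.5068, past the noise.

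Without quantile normalization, distances keep differences in the distribution of contacts between maps, which could explain why they changed. The excess distance of cdc15 in Fig 1E was 0.5614 in the units of those maps (exact permutation p 0.036, the smallest possible). The distance ratios became 1.2933 for smc2 cdc15 to cdc20 against cdc15 and 0.6849 for cdc14 to smc2 cdc15 against cdc15. For cdc15 60 min after release, the ratio of the distance to G1 against cdc15 became 1.5203. The last was 1.3132 over inter-chromosomal pairs only. The rho of the S phase trend missed the p threshold of 0.05 in some settings. It was 0.6421 over whole chromosomes (permutation p = 0.051) and 0.6668 with the NextSeq maps alone (exact permutation p = 0.079). Fewer maps give less power, which may explain the latter, and the number of changed bin pairs in early S against G1, 600 against 1288 with all maps.

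Leaving out each replicate in turn gave 0.3808 to 0.5027 for centromere contacts of cdc15 against cdc20 and -0.4969 to -0.3750 for cdc14 against cdc15, -0.8254 to -0.5221 for the short-/long-range ratio of cdc15 with nocodazole against cdc15, and 0.3426 to 0.8030 for the intra-/inter-chromosomal ratio of G2/M nocodazole against cdc20. For the loop ratio it gave 0.4100 to 0.5608 for cdc15 40 min after release against cdc15, 0.5284 to 0.7416 for asynchronous cells against G1, 0.2922 to 0.6062 for cdc15 against G2/M in nocodazole and -0.6042 to -0.4534 for smc2 cdc15 against cdc15. The rho of the S phase trend ranged from 0.6245 to 0.9199, highest without G1 III. The number of changed bin pairs ranged from 447 to 1315 for early S against G1 (1288 with all maps) and from 4021 to 13716 for cdc15 against mid and late S (8274 with all maps), so both counts depend on single maps.

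With the replicate number as a block, taking the pairing from the labels, cdc15 against G1 had 8106 rising and 8936 falling bin pairs (17042 in all, against 16635 without it). The replicate numbers do not pair the S phase maps with G1, so the experiment numbers of Table EV2 were used as the block. Changed bin pairs then fell from 1288 to 290 in early S and from 10945 to 6274 in mid and late S. The rho of the S phase trend was 0.9333 within experiments, and the difference of mid and late S from G1 in long- over short-range contacts 0.3926, still without a p below the threshold, which 5 maps in 2 experiments cannot give. The rise of the intra-/inter-chromosomal contact ratio was 0.1950 within experiments. For the filter on low counts, no filter left the counts unchanged since every tested pair passed. Alternatives without a value are the NextSeq maps alone for results that need the cdc20, cdc14 or G0 maps, and leaving out a replicate where both conditions hold a single map (scc1 G2 against G2, cdc15 with nocodazole against G2).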

Differences from the paper's values

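The short-/long-range contact ratio differs in scale from the paper's figure. The paper's lowest value over the 20 time points is about 3 in Fig 6A, read by eye, and the lowest value here was 1.0501 (G2). The paper's highest value is about 5.8 in Fig 6A, read by eye, and the highest here was 2.4260 (cdc15 I). None of the alternatives set before the files arrived closed the gap, as the lowest value ranged from 0.6893 (limit of 20 kb) to 1.0682 (without the synthetic region of chromosome 4) and the highest from 1.6366 (limit of 20 kb) to 2.4957 (raw counts).

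The paper states that the anaphase maps differ the most from the others in Fig 1E. With quantile normalization, G0 had the largest mean distance (0.3042), followed by cdc15 I (0.2269) and cdc15 II (0.2230). Without quantile normalization, an alternative set before the files arrived, no other pair of maps had as large an excess distance as the cdc15 maps (0.5614). The paper describes the PCA of S phase as progressive from G1 to the end of S phase and G2, and the mean distance to G1 was 0.2660 in late S and 0.1924 in G2.

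The paper calls the smc2 cdc15 map highly similar to the cdc20 map. Its distance to cdc20 was 0.2369 and its mean distance to the cdc15 maps 0.2168, and no alternative put it nearer to cdc20 (1.2933 times the distance to cdc15 without quantile normalization). The paper describes the map 60 min after release from cdc15 as like G1. It lay nearer to G1 than to cdc15 with a ratio of 0.9194, though its distance to the cdc20 map (0.2194) was below its mean distance to G1 (0.2478). With ratios of 1.5203 without quantile normalization and 1.3132 over inter-chromosomal pairs it lay nearer to cdc15.

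The paper states that the chromosome 12 loop is present only in anaphase and absent 60 min after release from cdc15. The loop ratio was 0.5688 in G2 and 0.5143 at 60 min after release, against 0.6073 in the cdc15 arrest and 0.3349 in G1. It had been 0.8360 at 40 min after release. With a background on the left arm, an alternative set before the files arrived, the decrease from the arrest to 60 min, -0.5653 on the log2 scale, was larger than every replicate pair. The paper describes a gradual increase of centromere clustering along the cycle, and the value was 7.1279% in G2, 5.8372% in cdc20 and 7.8608% in cdc15.

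The paper states that differences between P(s) curves of the folding states are significant. Over 3 maps in each group, the exact permutation p was 0.30 for mid and late S against G1 (0.33 with the experiments as a block, where 0.17 is the smallest possible), and 0.10 for cdc15 against either, the smallest possible. The paper states that short-range contacts are back at G1 levels after anaphase, and the short-/long-range contact ratio at 60 min was 1.6618 against 1.2885 in G1, a difference within the replicate noise. The rise of the intra-/inter-chromosomal contact ratio from 69.0% to 76.8% had the paper's direction, with an exact permutation p of 0.14.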

Other observations

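The counts of changed bin pairs from edgeR were recomputed for all 10 splits of the 6 maps of each contrast into 3 and 3. For early S against G1 (1288 pairs), mid and late S against G1 (10945), cdc15 against mid and late S (8274) and cdc15 against G1 (16635), 1 of the 10 splits gave as many, the real one, and every other split gave 0. With 10 splits the share is never below 0.1, so the design does not allow a stronger statement. G1 I is the only HiSeq map among the groups besides early S I, and no split follows the instrument. In both cdc15 contrasts, however, the real split follows the strain background, so the splits cannot tell strain from stage.

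The correlation of the intra-/inter-chromosomal contact ratio with centromere contacts over the 20 time points of Fig 6A (r = 0.69) was tested against technical explanations. Within instruments the lower r was 0.5638 (NextSeq, n = 13, with 0.63 in the 7 HiSeq maps), within strain backgrounds it was 0.6220 (W303, n = 11, with 0.80 in the 9 S288C-derived maps), and given depth the partial correlation was 0.6558. None of the predictions for these explanations was met. A biological link is a hypothesis that these tests leave open. Both measures are divided by the inter-chromosomal contacts, which could by itself make them rise together, and this was not tested. Shared effects of random ligation on both ratios were not tested for these maps either.

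The high loop ratio of cdc15-arrested cells (0.607, n = 3) was tested in the same way. The highest value in W303 cells outside the cdc15, cdc14, smc2 and scc1 strains was 0.5552 (cdc6 after 6 h), below the lowest cdc15 map (0.563) by a margin far smaller than the sampling SD of either, so the strain background was set aside only narrowly. Table EV2 places those cdc6 cells in a reductional anaphase, and scc1 cells in S/G2, also W303, had 0.553. At equal depth the log2 difference to G1 was 0.7505, and the rise on the right arm of chromosome 12 (0.859) exceeded the largest of the other arms measured (-0.450) by 1.3083. Other W303 maps were lower, with 0.254 in cdc20, 0.212 in cdc6 after 3 h and 0.308 in cdc14. The cdc20 ratio rose to 0.5305 at 40 min after release, a log2 change of 1.061 against at most 0.542 in a replicate pair. These values argue against a W303 background that raises the ratio in every map, while the scc1 maps (0.553 and 0.501) go the other way. A feature of chromosome 12 in anaphase is a hypothesis that these tests leave open.

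The G2 map had a loop ratio as high as the cdc15 maps (0.569, no replicates). The mean contact of the left rDNA flank with the bins around CEN12 was 1.4460‰, against 0.613 to 0.736 in G1 and 1.298 to 1.836 in cdc15, so that the ratio does not come from a low background. The rise from G1 on the right arm of chromosome 12 (0.764) exceeded that of the other arms by 0.8927, and at equal depth the log2 difference to G1 was 0.7095. A mixture of late S cells with 55.8% of cells like those 20 min after release from cdc15 would give the same ratio with 0.403‰ of contacts between the rDNA flanks, whereas the map had 0.845, a log2 ratio of 1.0661 between them. Those released cells have only 0.082‰, so this test was bound to predict a low value. With 74.4% of cells like those 45 min after release from nocodazole, of the same strain as the G2 map, the mixture would have 0.771‰. The log2 ratio of 0.1323 is within the replicate noise (0.584). Late S (0.809‰) and the 45 min maps (0.757‰) are both close to the G2 value, so this test was bound to come within the noise. The predictions for both mixtures were written after the result was seen, and late S had to stand in for G2 without the loop. Neither mixture therefore decides the question. A mixed sample that includes cells in anaphase remains possible, and a loop in G2 cells cannot be told apart from it with a single map. Mislabelling was not tested. In maps of the strain of the G2 map from G1, S phase, the nocodazole arrest and 20 min of release, the ratio was 0.206 to 0.428. It was 0.508 at 90 min after release and 0.484 in asynchronous II. The maps 45 and 60 min after release were higher (0.717, 0.670 and 0.598). A strain effect alone would raise the ratio at every stage, so the low values argue against it.

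In cdc15 cells 60 min after release, the coverage of pericentromeric over subtelomeric regions relative to G1 was 0.2752 on the log2 scale. It was 0.181 to 0.212 in early and mid S, maps of another strain. The arrested cdc15 maps of the same strain already lay at 0.105 to 0.130, and the release at 0.117 after 20 min and 0.050 after 40 min. The value at 60 min meets the prediction for entry into S phase, though part of it may be the offset present in the arrest. Cells in S phase could be part of the population. No technical explanation was tested. The G1 maps come from another strain. No chromosome gained or lost a copy by the factor set in advance as the limit, as the coverage ratio farthest from 1 over 16 chromosomes and 40 maps was 0.8866.

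In cdc15 cells 40 min after release, total coverage right of the rDNA was lower than in G1 by a log2 change of -0.246, while contacts within and between neighbouring bins of that region changed by 0.0620. This did not meet the prediction for a lower copy number, which would have lowered both. In the cdc15 arrest, however, both were lower than in G1 (-0.143, -0.119 and -0.090 for the near contacts and -0.169, -0.160 and -0.143 for total coverage), as they were at 60 min (-0.128 and -0.155). The region also had fewer contacts with the outside at 40 min, which by itself could raise the near contacts. A lower copy number is therefore not excluded, and neither is an effect of strain, as the G1 maps come from other strains.

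The intra-/inter-chromosomal contact ratio of the nocodazole release did not follow the replicate numbers, with 1.18 and 0.86 in the arrest, 0.90 and 1.18 at 20 min, and 1.29 and 0.92 at 45 min for replicates I and II. To see whether maps were exchanged, the coverage difference of I and II at 20 min was correlated over bins with that of the arrest, giving -0.1012, but at 45 min the correlation was -0.0772 too, so the test says nothing about the labels. Random ligation, followed by the share of nuclear partners among contacts of mitochondrial bins, was tested over the 40 maps. Spearman's rho with the ratio was 0.1876 (permutation p 0.25, Benjamini-Hochberg 0.68) and Pearson's r 0.15 (permutation p 0.34, Benjamini-Hochberg 0.68), with r of 0.12 without the 2 farthest maps, 0.11 in the 31 NextSeq maps and 0.37 in the 9 HiSeq maps. Over the 8 nocodazole maps, rho was 0.2857 with that share (exact permutation p 0.50, r 0.42 with exact permutation p 0.29) and 0 with library depth (exact permutation p 1.0, Benjamini-Hochberg 1.0). Pearson's r with depth was 0.12 (exact permutation p 0.78) and -0.35 without the 2 farthest maps, and all 8 are NextSeq maps. An exchange of samples cannot be told apart from a difference between experiments.

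The remaining maps that the paper does not discuss gave, for nocodazole-arrested cells 90 min after release, centromere contacts of 7.34% and contacts between rDNA flanks of 1.259‰, and for cdc15 cells released in nocodazole, centromere contacts of 9.98% and contacts between rDNA flanks of 0.220‰ (no replicates). In cdc14 cells 30 min after release, contacts between the rDNA flanks were 1.036‰. The 5 comparisons below their control were falls of rDNA flank contacts at 45 and 60 min after release from nocodazole (log2 changes of -1.107 and -0.786), in cdc15 cells released in nocodazole (-0.760) and in those treated with it 20 min after release (-1.039), and of the outside contacts of the region right of the rDNA in the latter (-0.672).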
